# Dissecting the cellular architecture and genetic circuitry of the soybean seed

**DOI:** 10.1073/pnas.2416987121

**Published:** 2024-12-30

**Authors:** Julie M. Pelletier, Min Chen, Jer-Young Lin, Brandon Le, Ryan C. Kirkbride, Jungim Hur, Tina Wang, Shu-Heng Chang, Alexander Olson, Lachezar Nikolov, Robert B. Goldberg, John J. Harada

**Keywords:** embryo, endosperm, gene coexpression networks, seed coat

## Abstract

Seeds are complex structures composed of three regions, embryo, endosperm, and seed coat, with each further divided into subregions that consist of tissues, cell layers, and cell types. Although the seed is well characterized anatomically, much less is known about the genetic circuitry that dictates its spatial complexity. To address this issue, we profiled mRNAs from anatomically distinct seed subregions at several developmental stages. Analyses of these profiles showed that all subregions express similar diverse gene numbers and that the small gene numbers expressed subregion specifically provide information about the biological processes that occur in these seed compartments. In parallel, we profiled RNAs in individual nuclei and identified nuclei clusters representing distinct cell identities. Integrating single-nucleus RNA and subregion mRNA transcriptomes allowed most cell identities to be assigned to specific subregions and cell types and/or cell states. The number of cell identities exceeds the number of anatomically distinguishable cell types, emphasizing the spatial complexity of seeds. We defined gene coexpression networks that underlie distinct biological processes during seed development. We showed that network distribution among subregions and cell identities is highly variable. Some networks operate in single subregions and/or cell identities, and many coexpression networks operate in multiple subregions and/or cell identities. We also showed that single subregions and cell identities possess several networks. Together, our studies provide unique insights into the biological processes and genetic circuitry that underlie the spatial landscape of the seed.

## Significance

Seeds are a foundation of agriculture whose production is a key to global food security. Understanding the mechanisms that govern seed development may enable strategies to improve agricultural crops. To define the genetic circuitries that underlie the spatial complexity of seeds, we profiled gene activity in tissues and cell types of three seed regions- embryo, endosperm, and seed coat - and in individual nuclei from whole seeds. Data integration permitted the mapping of unique cell types and states spatially within the seed, the identification of biological processes that characterize cells and subregions, and the definition of gene networks that operate cell and subregion specifically and others that operate in several different cell types and subregions.

The angiosperm seed is an elegant developmental system, in part, because it is a complex structure composed of three distinct regions, embryo, endosperm, and seed coat. Each region is further compartmentalized into subregions, spatial domains that constitute the morphological and functional compartments of the seed. Subregions consist of one or more tissues and cell types, and, as shown for soybean seeds in Fig. 1, *A* and *B*, this complexity increases with developmental stage as continued differentiation gives rise to new tissues and cell types. The spatial complexity of the seed at the subregion, tissue, and cell-type level emphasizes that seed development is highly coordinated.

**Fig. 1.**
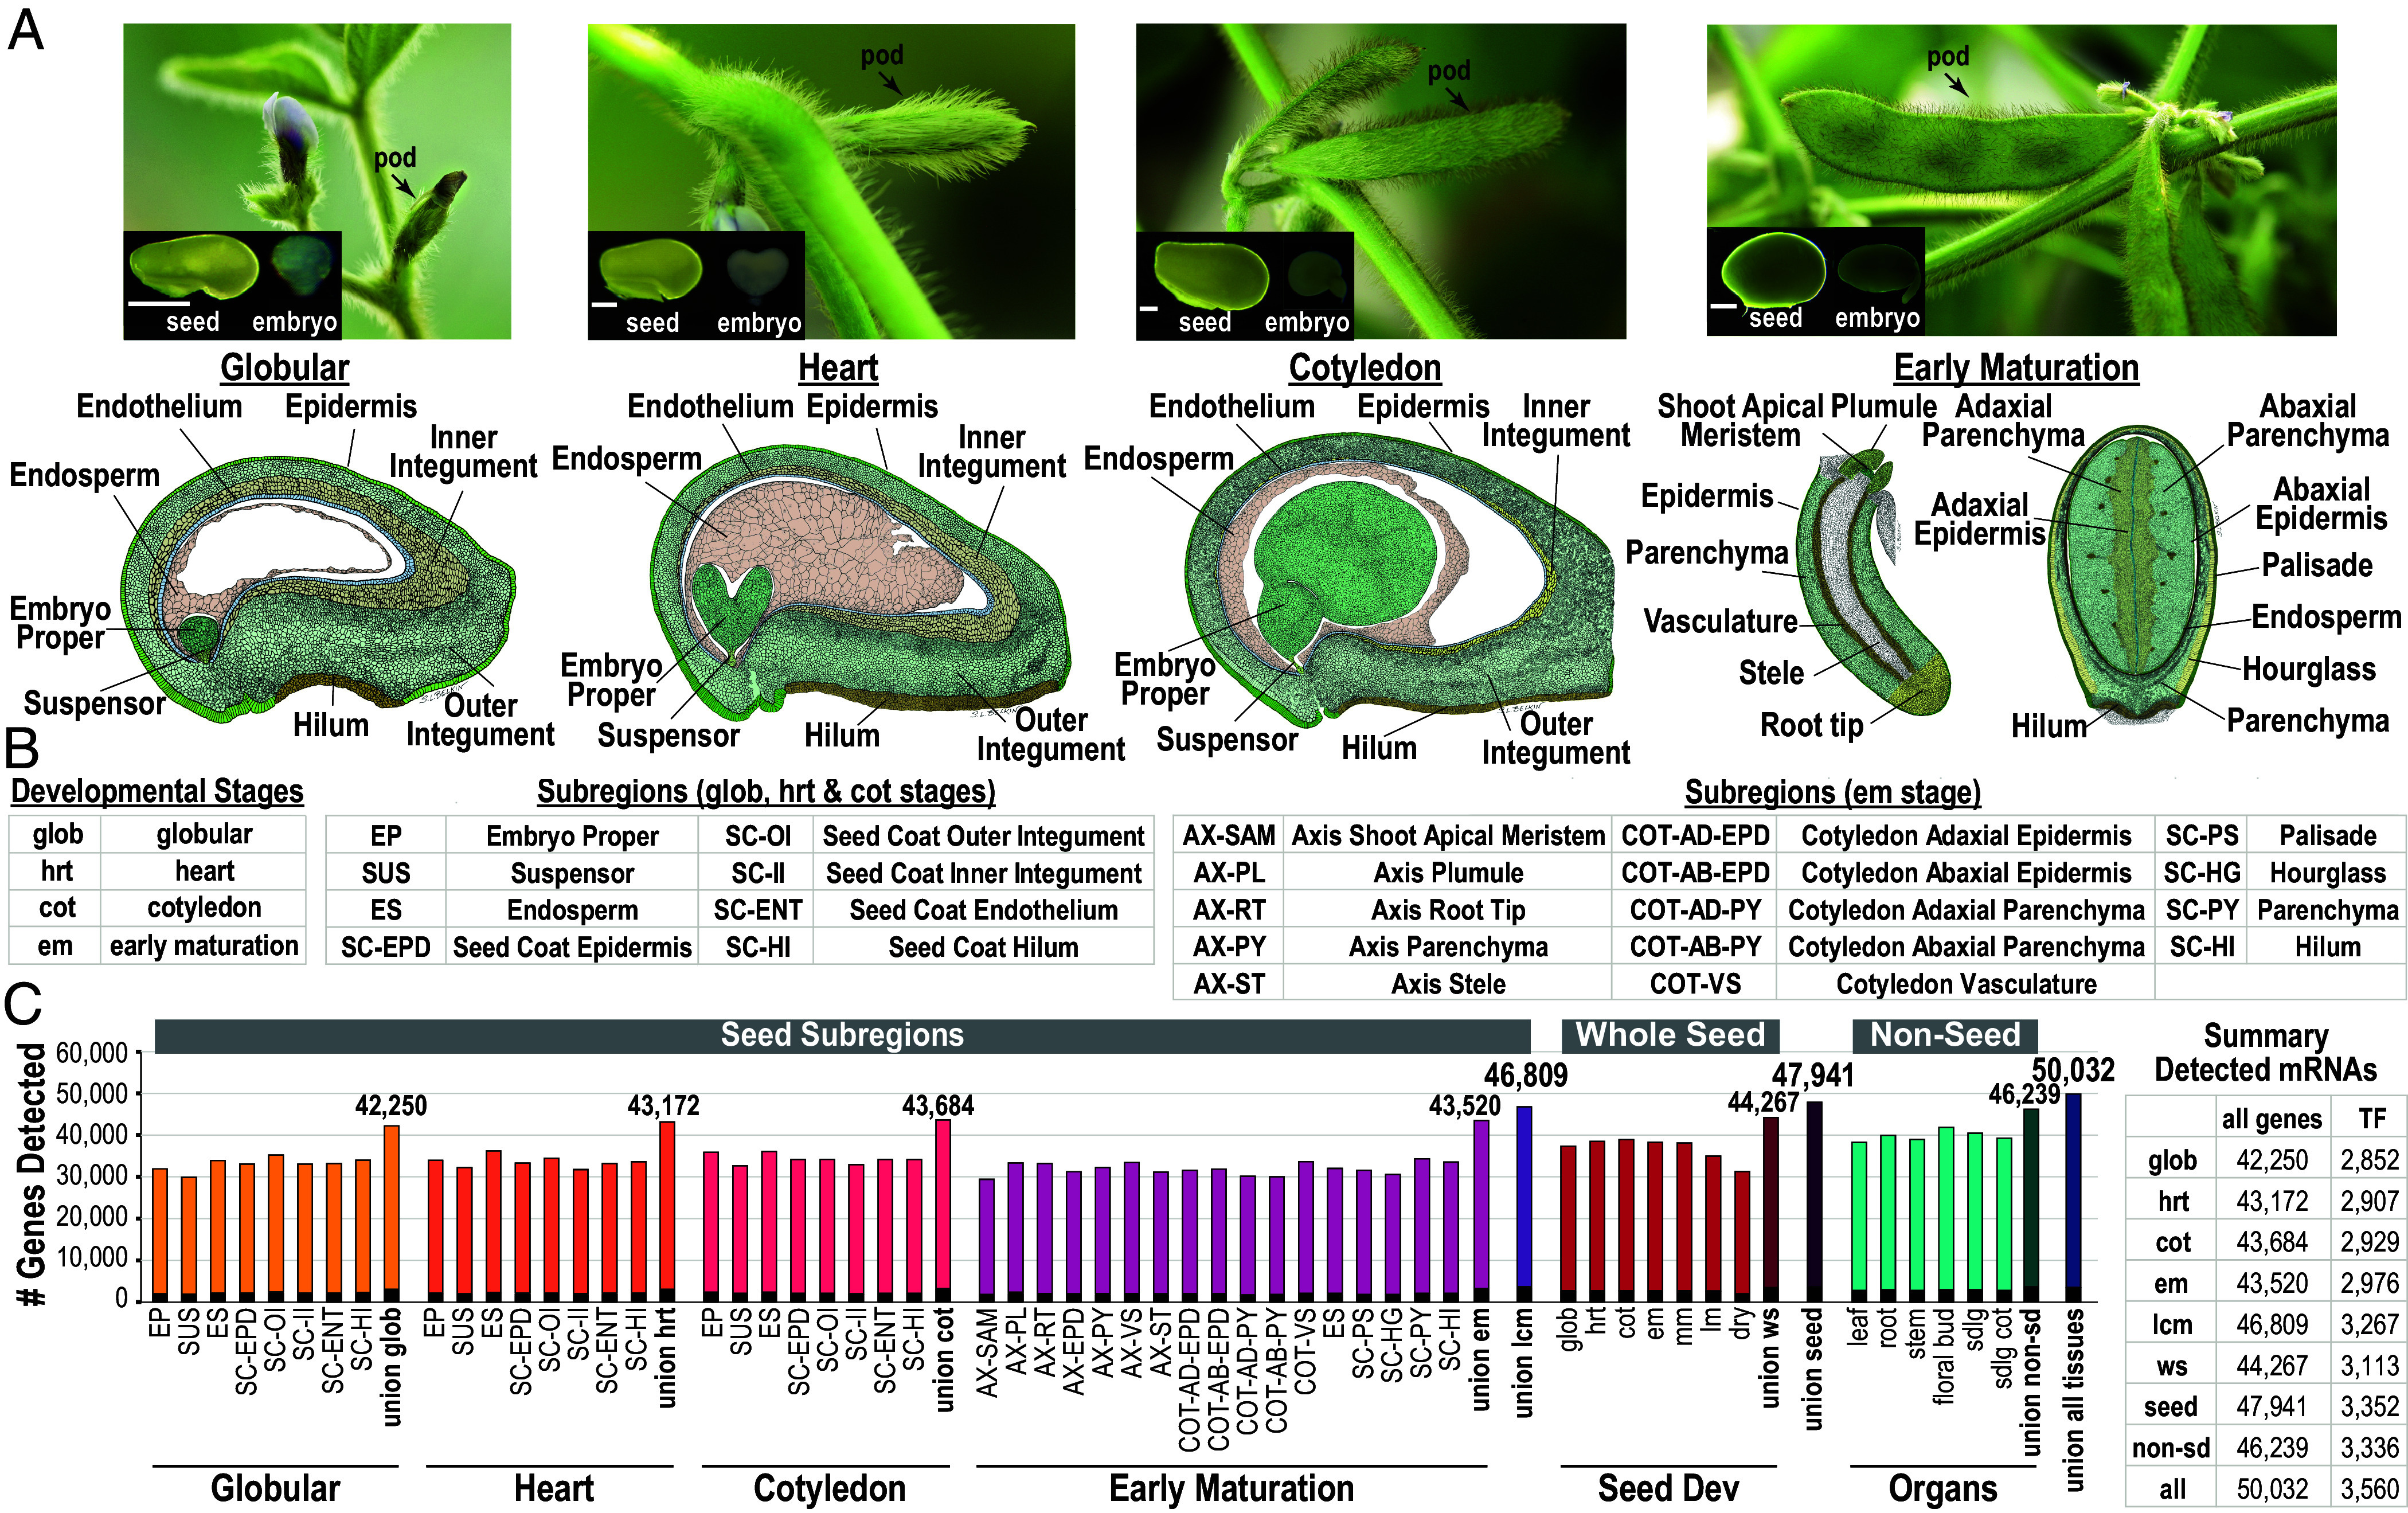
Genes active in regions, subregions, and tissues throughout soybean seed development. (*A, Top*) Pods, seeds, and embryos at the globular (glob), heart (hrt), cotyledon (cot), and early-maturation (em) stages. (Scale bars, 50 µm and 100 µm) at the glob, hrt, and cot stages and em stage, respectively. (*A, Bottom*) Drawings of longitudinal sections of glob, hrt, cot stage seeds, em stage embryo axis, and cross section of an em stage seed. (*B*) Seed subregions and developmental stages profiled using LCM, with abbreviations. (*C*) Number of diverse mRNAs, including those encoding transcription factors (TFs), in seed subregions, whole seeds, and vegetative organs throughout soybean development.

A comprehensive understanding of seed development requires knowledge of the biological processes that underlie the spatial complexity of the seed. We conducted studies to define the gene networks that govern seed development and to determine how these networks operate spatially within the seed. Gene networks describe the circuitry of coexpressed genes that mediate biological processes governing the structure, morphology, and physiology of cells, tissues, subregions, and regions of the seed. Defining the networks that operate in seeds and the subregions and cell types in which these networks operate is a key to obtaining a mechanistic understanding of seed development. Because networks operate at a cellular level, it is imperative that the cell types and cell states present throughout the seed be identified. Although much is known about seed structure (1, 2), recent single-cell sequencing studies have emphasized that the seed cellular composition is likely much more complex than thought previously, given that some cell identities cannot be detected anatomically (3–7).

Defining the gene networks that operate in regions, subregions, tissues, and cell types of the seed requires a comprehensive description of all expressed genes. mRNA transcriptomes have been profiled at the level of whole seeds (8–11), seed regions (12–15), and dissected subregions (16–18). However, most datasets lack the spatial resolution to assign gene networks to subregions and cells. To address this deficiency, we conducted experiments that describe the mRNA transcriptomes of dissected subregions and individual cells to define the gene networks that operate during soybean seed development. Integration of the single cell and subregion datasets permitted the assignment of cell identities to specific subregions and cell types and allowed us to define the networks that operate in each subregion and cell identity.

We show that the number of cell identities exceeds the number of anatomically distinguishable cell types, emphasizing the spatial complexity of seeds. Moreover, we show that gene networks exhibit a diversity of spatial distribution patterns in that some networks are specific to a single subregion and/or cell identity, whereas others operate in multiple subregions and cell identities. These studies provide unique insights into the genetic circuitry governing seed development.

## Results

### Experimental Strategy to Define the Gene Networks that Govern Seed Development and their Spatial Distribution in Subregions and Cell Types.

We used an integrated strategy to define the gene networks that underlie soybean seed development (*SI Appendix*, Fig. S1). Laser-capture microdissection was used to obtain RNA from dissected seed subregions and RNA sequencing (LCM–RNA Seq) to identify genes expressed in subregions throughout seed development. This method has been shown to isolate subregion RNA samples largely free of contamination from other subregions (16, 19).

In parallel, we isolated nuclei from cotyledon-stage seeds and used single-nucleus-RNA sequencing (snRNA Seq) to profile the snRNA transcriptomes of individual cells and to distinguish those with distinct identities. Integrating information obtained from these two experimental approaches allowed us to define the gene networks that operate in seeds and to identify the subregions and cell types in which these networks operate.

### Subregion mRNA Profiling Provides a Gene Expression Overview and Identifies mRNAs and Biological Processes Unique to Each Seed Subregion.

#### The extent of gene activity is similar in different seed subregions regardless of their biological complexity.

We profiled mRNA populations from the 41 seed subregions shown in Fig. 1, *A* and *B*, at the globular (glob), heart (hrt), cotyledon (cot), and early maturation (em) stages using LCM–RNA Seq (*SI Appendix*, Fig. S2 and Table S1). Fig. 1*C* shows that an average of 40,829 diverse mRNAs were detected in each subregion and that similar gene numbers were expressed in all seed subregions. By comparison, the soybean genome (Wm82.a2.v1) is predicted to contain 56,044 protein-coding genes. The biological complexity of a subregion did not correlate with the number of mRNAs detected. For example, the embryo and seed coat epidermises, each consisting of a single-cell layer, and the axis root tip, consisting of multiple cell types, all contained similar diverse mRNA numbers (Fig. 1*C*). In total, we detected 46,809 mRNAs in glob, hrt, cot, and em stage seeds using LCM-RNA Seq (Dataset S1), which is higher than the 44,267 diverse mRNAs detected in our RNA-Seq experiments using whole seeds, presumably because very low abundance mRNAs present in a subregion were detected by LCM but not whole seed analyses.

To estimate gene activity magnitude during seed development, we compared mRNA levels in each subregion (*SI Appendix*, Fig. S4, and Dataset S1). Although mRNA prevalence in a subregion varied over 5 to 6 logs, no substantial differences in the median mRNA prevalences of different subregions were detected. Characterization of transcription factor (TF) mRNA prevalences in different subregions and stages showed that there was no significant difference (*P* < 0.05) between the medians of TF mRNA versus all mRNAs in 15 of 41 subregions, and TF mRNA levels were only slightly below that of all mRNAs in the other subregions (*SI Appendix*, Fig. S4 and Table S2). Surprisingly, TF mRNA prevalence was broadly similar to that of all other mRNAs.

#### Similarities in mRNA transcriptome of subregions reflect their spatial organization in the seed.

We next examined the overall relationship between seed subregions by comparing subregion mRNA populations using hierarchical clustering and principal component analysis (*SI Appendix*, Fig. S5, *A* and B). Both analyses showed primarily that a subregion was more closely related to subregions in the same region than to those in other regions. For example, all seed coat subregions, regardless of stage, clustered together. Similarly, the EP and SUS that are both embryo compartments clustered together at the glob, hrt, and cot stages. One exception was that the glob, hrt, and cot EP mRNA populations were more closely related to ES subregions than embryo subregions at the em stage. This divergence likely reflects the major gene expression shift that occurs in embryo subregions as they transition from the morphogenesis to maturation phase of seed development (16). These findings suggest that subregions, even at different developmental stages, can be distinguished from other subregions on the basis of their mRNA transcriptomes. Therefore, gene expression patterns should provide specific information about the biological processes that occur in each subregion.

#### Small fractions of genes are expressed subregion specifically.

Although there are overall similarities in subregion mRNA transcriptomes, we also identified genes expressed specifically in each subregion that likely play important roles in specifying subregion morphology and function. Fig. 2*A* shows that there were relatively few subregion-specific mRNAs, defined as those that accumulate at a fivefold or higher level (FDR < 0.001) in one subregion relative to all other subregions at the same stage. For example, an average of only 416 mRNAs accumulated subregion-specifically at the glob, hrt, and cot stages (Dataset S2). The median abundance of subregion-specific mRNAs was substantially higher than that of all mRNA, suggesting that the corresponding genes are relatively highly expressed (*SI Appendix*, Fig. S4 and Table S2). Even fewer subregion-specific mRNAs, averaging 105, were identified at the em stage because subregions were more highly dissected at this stage. Subregions within a region, especially the embryo, often share similar tissue types and, therefore, similar mRNA transcriptomes.

**Fig. 2.**
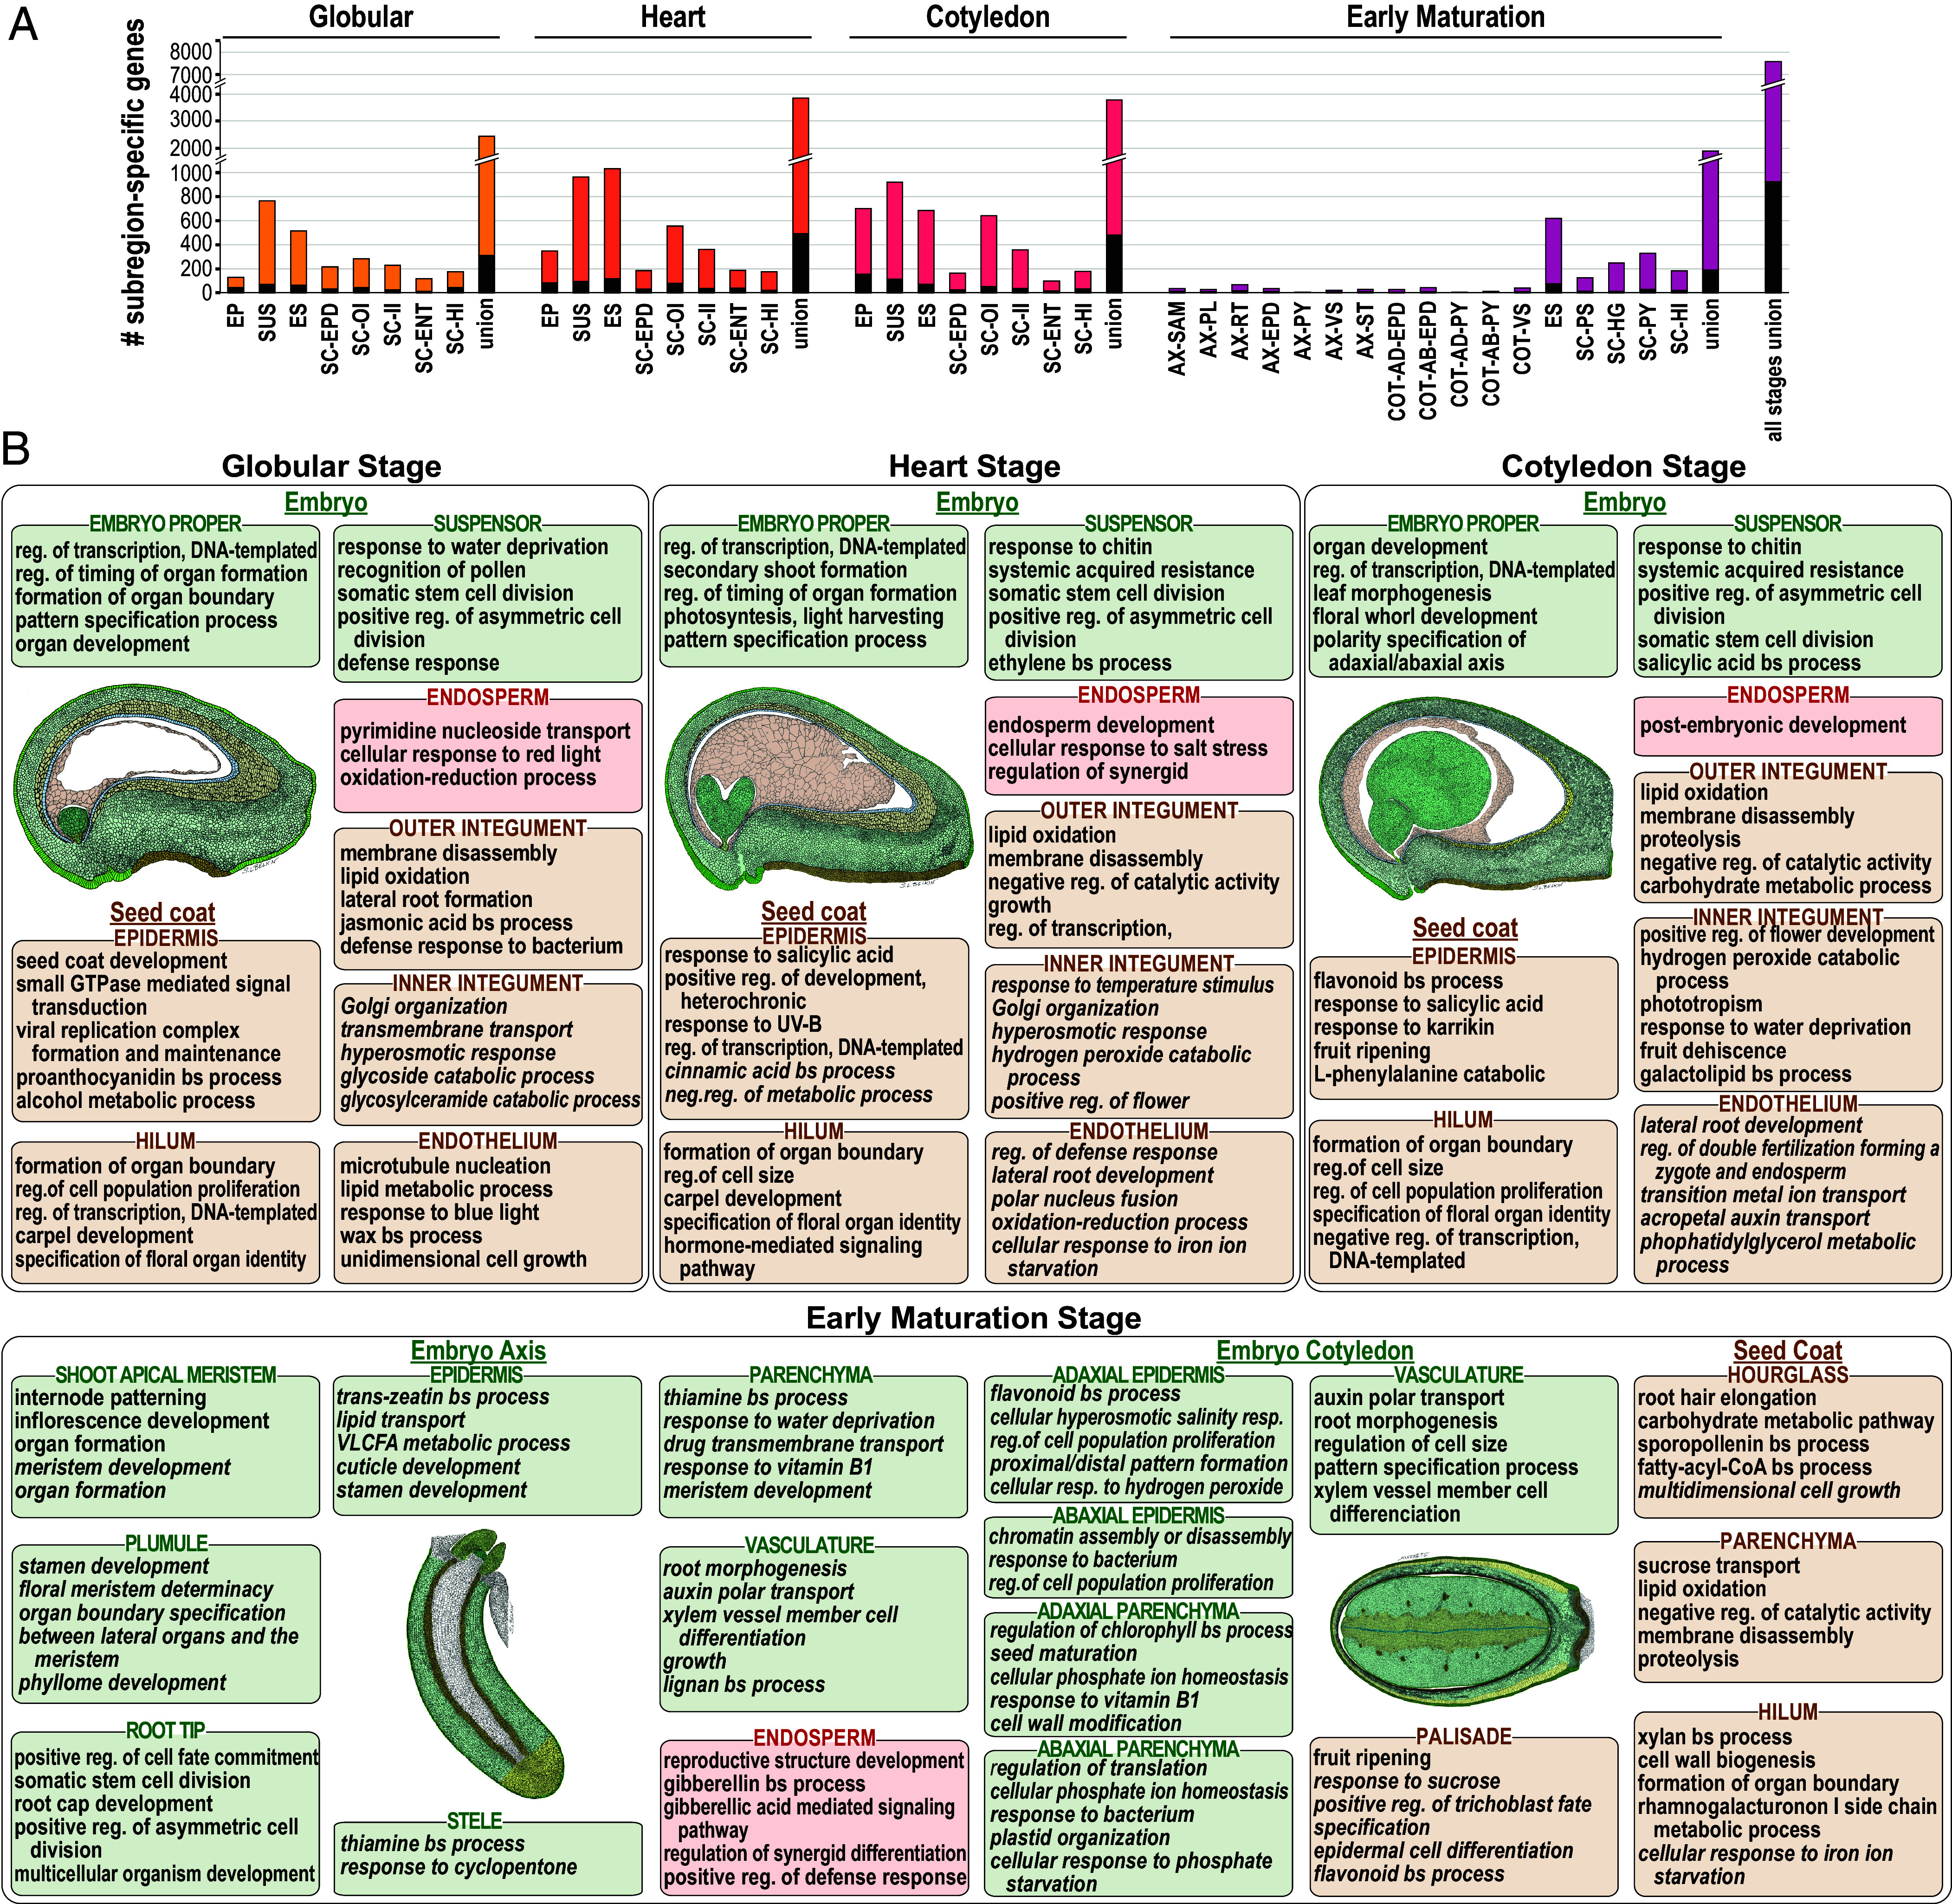
Specialization of gene expression and biological processes in seed subregions throughout development. (*A*) Number of subregion-specific mRNAs at each stage. (*B*) Top five biological process GO terms enriched for each subregion-specific mRNA set at each stage are listed (q < 0.05). Regional-specific GO terms (italicized) are given if fewer than five subregion-specific terms were identified. Drawings and abbreviations are as in Fig. 1.

To accommodate similarities in subregion mRNA transcriptomes within the same region, we defined regional-specific mRNAs as those present in one subregion at a fivefold or higher level (FDR < 0.001) than other subregions in different seed regions at the same stage. The average number of regional-specific mRNAs, 978, was substantially higher than subregion-specific mRNAs, 416, and they provided a broader representation of genes that dictate subregion function (Dataset S2).

We identified subregion- and regional-specific TF mRNAs, given their likely regulatory importance in determining subregion function. *SI Appendix* Fig. S6 lists the most prevalent subregion/regional-specific TF mRNAs at different developmental stages. The median prevalence of subregion-specific TF mRNAs was generally higher than that of all TF mRNAs (*SI Appendix*, Fig. S4), suggesting that subregion-specific TF gene expression is relatively high.

#### Most mRNAs are shared among many seed subregions.

A corollary to our findings that each subregion expresses an average of 73% of genes in the genome and, on average, less than 1% of genes are expressed subregion-specifically is that most mRNAs in a subregion are shared among several different subregions. Forty-five percent of all mRNAs detected in seeds, 21,018, were detected in all subregions and stages profiled. Although these shared mRNAs are detected in many different subregions, they accumulate to different levels in different subregions. For example, the most abundant, non-subregion-specific mRNAs and TF mRNAs that are not subregion specific accumulated primarily in a single subregion or in related subregions (*SI Appendix*, Fig. S7). These mRNAs that accumulate primarily but not specifically in a subregion are likely to play important roles in mediating processes that contribute to the functions and morphology of that subregion.

#### Subregion-specific genes predict biological processes that occur uniquely in subregions.

Although seed subregions are well defined anatomically, little is known about the biological processes that characterize many subregions. To gain insight into the cellular processes that specify the unique morphology and function of a subregion, we determined GO term enrichment of subregion-specific and regional-specific mRNAs (Dataset S2). Fig. 2*B* shows an atlas of the biological processes predicted to be subregion specific. Many enriched biological processes correspond to those known to occur in subregions, such as meristem development in the shoot apex, root cap development in the root tip, cuticle development in the embryo epidermis, xylem vessel member cell differentiation in the embryo vasculature, seed maturation in the cotyledon adaxial parenchyma, and sucrose transport in the seed coat parenchyma. The analysis also provided unique information about understudied seed subregions. For example, hilum-specific GO terms shift from developmental processes to cell wall terms during the transition from cot to em stages, suggesting a functional transition from development to differentiation (Fig. 2*B*).

#### Seed development is conserved in soybean and Arabidopsis.

Our previous study of gene activity in Arabidopsis subregions allowed us to directly compare soybean and Arabidopsis seed development (16). We first identified TF mRNAs that were regional-specific in both a soybean subregion and the corresponding Arabidopsis subregion. As shown in Fig. 3 and Dataset S2, we identified many TF mRNAs that are conserved between the two species. Many of these conserved TFs are known regulators of seed development, such as WOX2 and WOX9 in the embryo, AGL62 in the endosperm, and STK, TTG2, and TT8 in the seed coat (20, 21). We also asked whether biological processes in subregions are conserved in soybean and Arabidopsis and found that many GO terms that characterize seed coat subregions were shared. Of the 90 GO terms enriched for Arabidopsis distal and chalazal seed coat-specific mRNAs, 81% were enriched in at least one soybean seed coat subregion (*SI Appendix*, Fig. S8 and Dataset S2) (16). The finding that the same TFs and enriched GO terms characterize both soybean and Arabidopsis subregions suggests that gene regulatory networks and biological processes that occur in specific subregions are conserved during seed development in dicots.

**Fig. 3.**
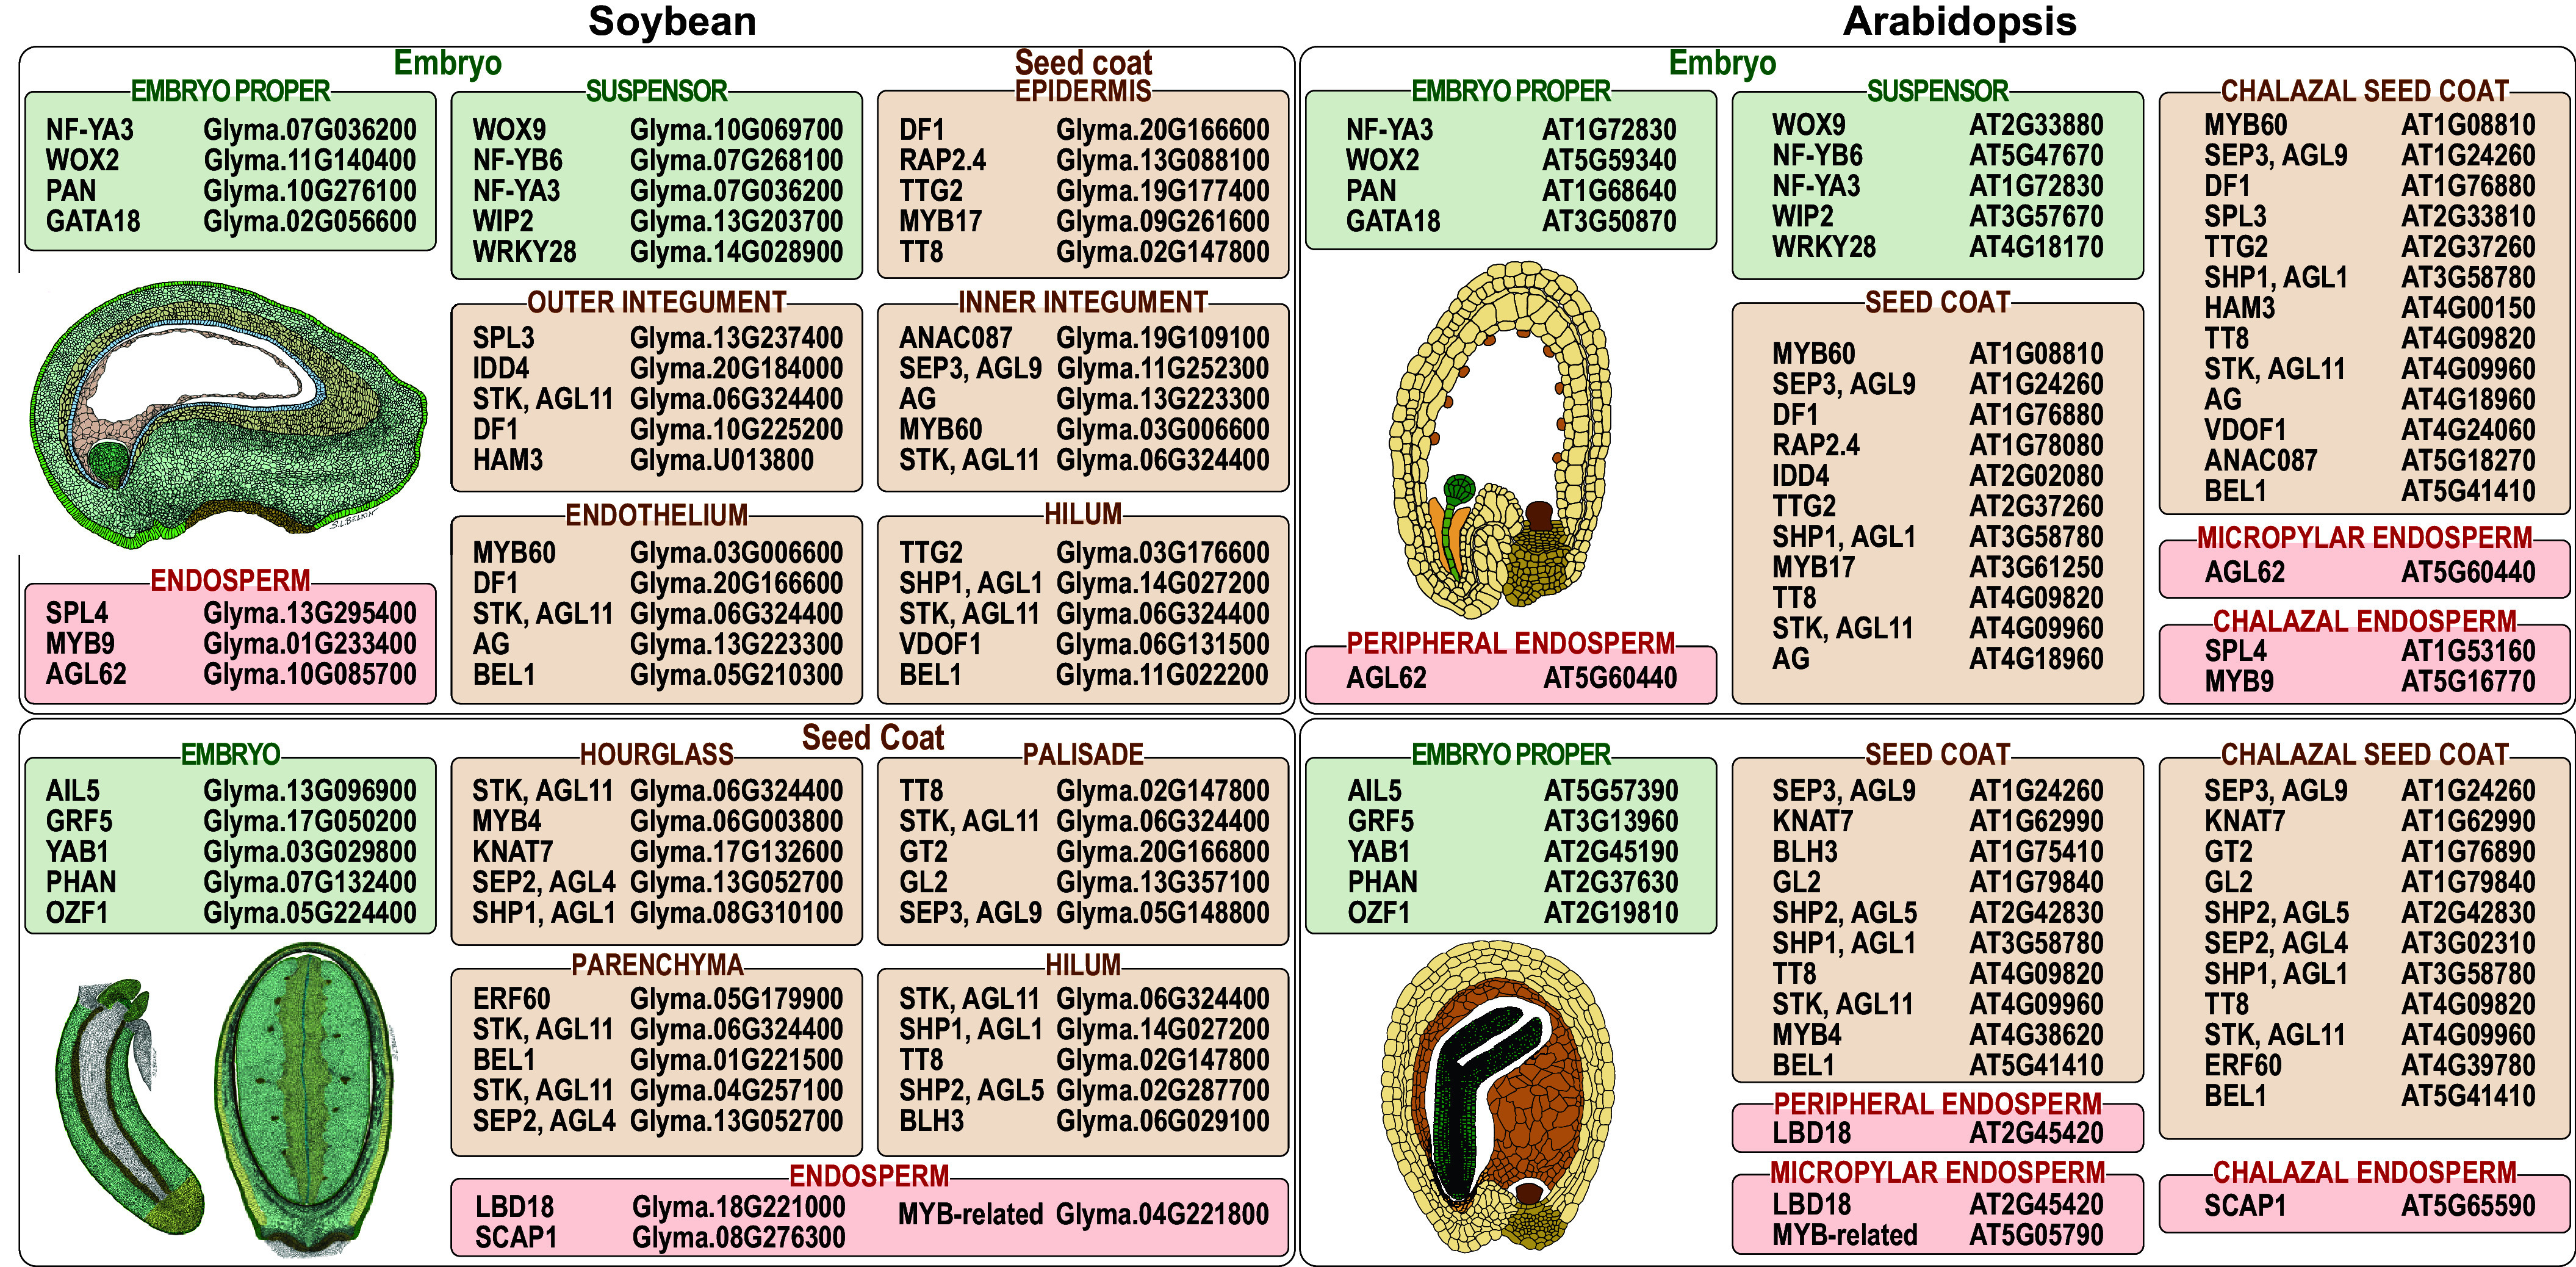
Conserved TFs specific to seed subregions in both soybean and Arabidopsis. Comparison of regional-specific TFs in soybean and Arabidopsis at the globular and early maturation/bent stages. The five most prevalent soybean regional-specific TFs that correspond to homologous regional-specific Arabidopsis TFs are listed.

### Single-Nucleus RNA Profiling Analysis Defines Distinct Cell Identities within Seed Subregions.

#### snRNA-Seq reveals the nuclear RNA transcriptome of single cells from cotyledon-stage seeds.

Understanding how seed development is governed requires knowledge of the spatial distribution of networks within the seed. 

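Nuclei from 50 pooled cotyledon-stage seeds were used for 1 RNA library and 1 library of accessible chromatin (ATAC) with a Multiome assay, in which both kinds of molecule from a nucleus carry the same barcode. The labels give 10000 nuclei loaded, and the paper targeted 20000 read pairs per nucleus for RNA and 25000 for ATAC. With 1 library of each kind there are no replicates, so no p-value was computed. Random gene lists and permuted cluster labels served only as a scale for comparison. Intervals are 95% intervals (exact Poisson for UMI sums, exact binomial for shares) and cover counting error only. The authors counted unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) per gene with Cell Ranger ARC on the gene models of Gmax_275_Wm82.a2.v1 and removed background RNA with SoupX. The deposited values are whole-number UMI counts after that correction, which held 39881831 UMIs over 56044 listed genes, of which 49306 had at least 1 UMI. No doublets (droplets with more than 1 nucleus) were removed, because the automatic threshold of the Scrublet doublet caller, 0.567, lay above the highest score, 0.520, and marked 0 nuclei. RNA levels of a cluster are given as counts of a gene per 1000000 UMIs of the cluster (CPM). Because shares of nuclei with a UMI rise with depth, the main ones are also given after each nucleus was thinned to 500 UMIs. This thinning left out 27 nuclei.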

Because most subregions characterized in LCM-RNA Seq experiments consist of several distinct tissues and cell types, we used snRNA-Seq to define the transcriptomes of individual cells that constitute subregions (Dataset S3). Fig. 4*A* shows that the levels of total seed mRNAs and of the combined snRNA samples were highly correlated, indicating that RNA levels in the two samples exhibited strong similarities. Therefore, snRNA profiles appear to be a reasonable proxy for mRNA transcriptomes in cot-stage seeds.

**Fig. 4.**
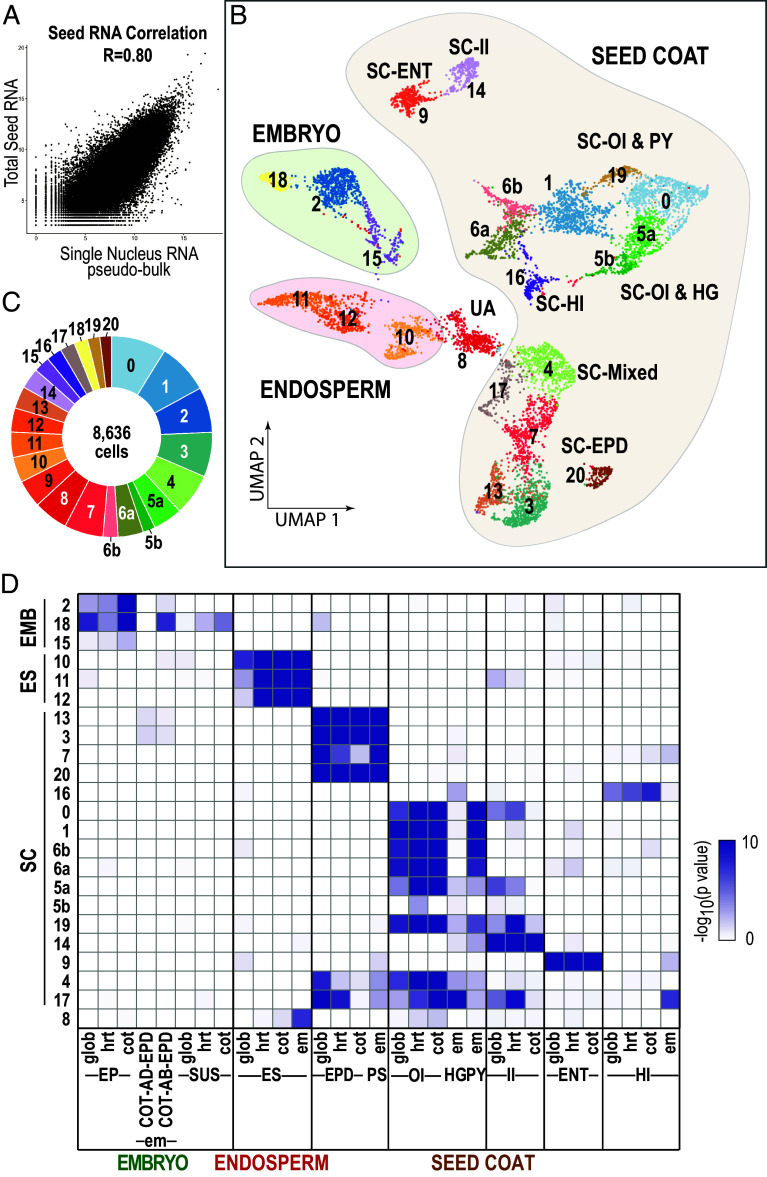
Single-nucleus RNA Seq of soybean cotyledon stage seeds defines multiple and distinct cell identities. (*A*) Scatter plot of RNA levels in whole seed total RNA and pseudobulk snRNA with Spearman's correlation coefficient. (*B*) Uniform Manifold Approximation and Projection (UMAP) dimensional reduction of cotyledon seed cells profiled and separated into 23 clusters. Dots represent cells, and colors identify distinct clusters annotated with their seed region or subregion of origin. (*C*) Proportion of cells in each cluster. (*D*) Enrichment of snRNA cluster markers for subregion-specific mRNAs. Clusters most highly enriched for subregion-specific mRNAs were assigned to that subregion.

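The deposited matrix held 8636 barcodes called as nuclei. A nucleus had a median of 2945.5 UMIs (quartiles 1894.75 and 5140, range 199 to 111060) and a median of 2283 detected genes. There were 27 nuclei with fewer than 500 UMIs or 300 genes. The 50 most abundant genes together took 4.57% of all UMIs. Median depth differed between the 23 clusters described by the study, from 1152 UMIs in sn8 to 6944 in the endosperm cluster sn10. The ATAC library, for which the paper presents no results, gave a median of 7840 fragments per nucleus.

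**Figure D1:**
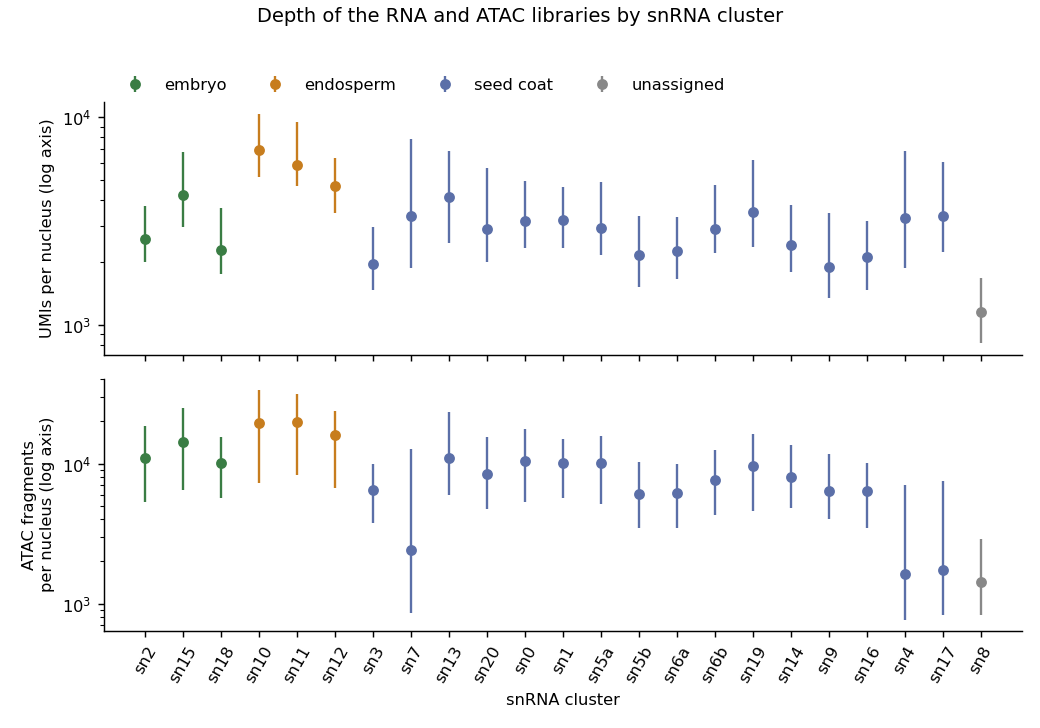
UMIs per nucleus (upper plot) and ATAC fragments per nucleus (lower plot) for each snRNA cluster, both on log axes; points are medians over nuclei, vertical lines run from the lower to the upper quartile, and colors give the seed region. Median UMIs were highest in sn10, at 6944, and lowest in sn8, at 1152, and median ATAC fragments were lowest in sn8, at 1428.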

We obtained quality snRNA profiles of 8,636 nuclei. 

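Clusters were rebuilt from the deposited counts with the settings in the paper's methods (SCTransform, 30 principal components and a resolution of 1.0), which gave 21 clusters. Dividing 2 of them with FindSubCluster, at resolutions of 0.15 and 0.1, gave 23. Each rebuilt cluster took the sn number with the most similar averages in Dataset S3, of which 1615 of the 56044 genes were held here, and 509 of these genes were used. All 23 sn numbers were matched, with correlations across genes from 0.978 to 1.00, whereas the second-best match reached at most 0.7998. Of 37145 averages compared, 93.6% lay within 0.01 of those of the study. Because Dataset S3 was made from these nuclei, the match is not independent evidence. The number of clusters moved most at a resolution of 0.5, which gave 17, and it was 25 at a resolution of 1.5. Of the 787 marker entries in the 8 complete sheets held of Dataset S4, 786 were detected in at least 25% of the nuclei of the matched cluster with a mean at least 2 times that of all other nuclei.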

As shown in Fig. 4, *B* and *C*, analyses of the data identified 23 snRNA clusters representing nuclei with highly similar snRNA transcriptomes (Dataset S4). To localize cells represented by clusters within the seed, we compared cluster marker RNAs—the most highly overrepresented snRNAs in each cluster—with subregion-specific mRNAs. Clusters were assigned to subregions with the highest enrichment for subregion-specific mRNAs. As shown in Fig. 4, *B* and *D*, the snRNA clusters mapped to all three seed regions and most subregions. Three clusters, defined by 1055 nuclei, mapped to the embryo. 

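The rebuilt clusters matched to sn2, sn15 and sn18 held 1051 nuclei, 12.2% of 8636 (interval 11.5 to 12.9%). Of these, 633 were in sn2, 228 in sn15 and 190 in sn18. All 7 genes of a list of cot-stage embryo proper-specific genes taken from the sn2 sheet of Dataset S4 were detected in at least 10% of the nuclei of each of these clusters with means at least 2 times those of other nuclei. Without the 518 nuclei with the highest doublet scores, an alternative chosen after the data were seen, the embryo share was 12.1%.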

Clusters sn2 and sn15 corresponded to the EP, whereas sn18 mapped to the EP and SUS epidermises. 

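*YAB1* (Glyma.01G137200) RNA, a reference mRNA of Fig. 5C, was at 571 CPM in sn18 (interval 513 to 633), 368 in sn2 (342 to 395) and 226 in sn15 (201 to 253). It was detected in 51.1% of sn18 nuclei (21.2% after thinning), at a median depth of 2290.5 UMIs, and in 1.75% of the nuclei of sn19, the cluster with the lowest share, at a median depth of 3510. *SCR* (Glyma.18G220100) RNA was low, with 184 UMIs in the whole library. Its level was 37.8 CPM in sn15 (28.1 to 49.7), 28.4 in sn2 (21.5 to 36.7) and 11.1 in sn18 (4.47 to 22.9), so that sn15 and sn2 could not be separated at this depth. *SPCH* (Glyma.04G238400) RNA had 57 UMIs in all, 26 of them in sn18, where its level was 41.3 CPM (27.0 to 60.6) against 5.19 in sn15 (2.09 to 10.7) and 0.489 in sn2 (0.0124 to 2.72).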

Three endosperm clusters, sn10, sn11, and sn12, corresponded to 1053 nuclei. 

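A total of 1033 nuclei, 12.0% of the library (interval 11.3 to 12.7%), lay in the rebuilt endosperm clusters, with 348 in sn10, 352 in sn11 and 333 in sn12. These 3 clusters had the highest median depths, of which that of sn12, at 4647 UMIs, was the lowest. Leaving out the nuclei with the highest doublet scores lowered the endosperm share to 11.1%, the largest move among the alternatives for this value. Of 11 endosperm genes listed from Dataset S3 and Fig. 5C, 7 were enriched in sn10, 7 in sn11 and 5 in sn12 (detected in at least 10% of nuclei, mean at least 2 times that of other nuclei).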

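Rebuilt clusters matched to the sn numbers that the study places in the seed coat held 6077 nuclei, 70.4% of the library (interval 69.4 to 71.3%). The share moved most without the highest doublet scores, to 70.9%. The largest seed coat clusters were sn0, with 761 nuclei, and sn1, with 708, and the smallest was sn20, with 162.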

Sixteen seed coat clusters corresponded to 5,988 nuclei. 

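Among seed coat nuclei, 1634 (18.9% of the library, interval 18.1 to 19.8%) lay in sn3, sn7, sn13 and sn20. The outer integument clusters sn0, sn1, sn5a, sn5b, sn6a, sn6b and sn19 together held 2776 nuclei (32.1%, 31.2 to 33.1%). There were 670 nuclei (7.76%) in sn14 and sn9, 213 (2.47%) in sn16, and 784 (9.08%) in sn4 and sn17. Of 15 seed coat epidermis-specific genes listed from the sn3 sheet of Dataset S4, 15 were enriched in sn3, 15 in sn13 and 14 in sn20, by detection in at least 10% of nuclei and a mean at least 2 times that of other nuclei, but 2 in sn7. The 106 markers of the sn3 sheet averaged 2.28 times the mean over clusters in sn7, and the correlation of sn7 with the laser-captured seed coat epidermis over the genes held of Dataset S1, 0.889, was the highest of all 23 clusters. Only 4 subregions were compared, and every seed coat cluster correlated best with the epidermis. For the embryo proper, suspensor and endosperm sn7 was also above sn3, sn13 and sn20 (embryo proper 0.820 against 0.806, 0.802 and 0.790). The value of 0.889 is therefore not specific to the epidermis. Among 15 outer integument-specific genes, 8 were enriched in sn0, 7 in sn5a, 6 in sn19, 3 each in sn1, sn6a, sn6b and sn17, and 1 each in sn5b and sn4. All 3 endothelium genes listed from Dataset S3 were enriched in sn9, and 2 of 4 inner integument genes in sn14. Under 3000 ATAC fragments lay 52.2% of sn7 nuclei and 62.1% of sn4 nuclei. The lists came from the study's tables of these nuclei and are not independent of the clusters.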

Four mapped primarily to the SC-EPD (sn3, sn7, sn13, and sn20), seven to the outer integument (sn0, sn1, sn5a, sn5b, sn6a, sn6b, and sn19), two to the inner integument and endothelium, (sn14 and sn9), one to the hilum (sn16), and two mapped to multiple seed coat subregions (sn4 and sn17). One cluster corresponding to 496 nuclei, sn8, could not be assigned to a single seed region. 

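The rebuilt cluster matched to sn8 held 475 nuclei, 5.50% of the library (interval 5.03 to 6.00%). It was the shallowest cluster, with a median of 986 genes per nucleus. In the ATAC library, 75.8% of its nuclei had fewer than 3000 fragments, against 16.2% in the 19 clusters other than sn4, sn7, sn8 and sn17. Across 30181 genes, its RNA levels were also the closest of all clusters to the RNA removed by the background correction (Spearman correlation 0.812). Its averages in Dataset S3 were closest to sn8 (correlation 0.999) and next to sn4 (0.782). Of the genes listed for 6 seed tissues, 2 embryo genes were enriched in sn8 and 0 of the others.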

Our ability to assign snRNA clusters to specific subregions based on LCM-RNA Seq data suggests a high level of correspondence between the two datasets. The high representation of seed coat clusters and low representation of embryo and endosperm clusters likely reflect relative cell numbers in each seed region and nuclei isolation efficiency from cot-stage seeds. For example, studies that specifically targeted Arabidopsis embryos and endosperm identified many more snRNA clusters from these regions than obtained here using whole seeds (3, 4).

#### snRNA transcriptomes permit identification of cell identities within subregions.

Our finding that several snRNA clusters were associated with the same subregion suggested that these clusters correspond to cells with distinct identities. 

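Marker genes were counted by size, as genes detected in at least 25% of the nuclei of a cluster with a mean at least 2 times that of all other nuclei. The 3 embryo clusters had 1017 such genes, of which 838 (82.4%) were markers of only 1 of the 3. For the endosperm clusters the count was 1838 of 2465 (74.6%), for the seed coat epidermis clusters 1350 of 1716 (78.7%), and for the outer integument clusters 811 of 1479 (54.8%). The share varied among clusters. In the seed coat epidermis, 14 of 202 sn3 markers were shared with no other cluster of the subregion, against 629 of 826 in sn7. Median depths of sn3 and sn7 were 1966 and 3332.5 UMIs. In the embryo, sn15 held 509 of the 838, at a median depth of 4198.5 UMIs against 2576 in sn2 and 2290.5 in sn18. Deeper clusters can pass the limit of 25% of nuclei for more genes, and thinned nuclei were not used here. The shares therefore do not separate depth from identity. When markers had to be at least 4 times higher, 80.3% of the outer integument markers belonged to 1 cluster. The other nuclei of this rule include the other clusters of the subregion, which lowers the ratio of shared genes. A stricter limit can therefore remove shared genes by construction. The paper proposes from the several clusters per subregion that these represent cells with distinct identities.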

Consistent with this hypothesis, Fig. 5*A* shows that each cluster was enriched for distinct GO term sets, although there was some overlap of individual terms. Furthermore, the most prevalent snRNAs in each cluster differed (*SI Appendix*, Fig. S9), suggesting that genes in distinct clusters from the same subregion are differentially expressed.

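The 5 markers with the highest means in each of the 23 clusters made 115 entries for 82 distinct genes. In the endosperm, the highest marker of sn10 was Glyma.02G281500, with 22.2 UMIs per 10000 against 1.46 in other nuclei. For sn11 it was Glyma.17G083600, with 36.8 against 1.52. In sn12, Glyma.09G025800 was highest, with 12.8 against 1.20, and this gene was also among the 5 highest of sn11. Of the 13 distinct genes that the 3 endosperm clusters listed, 11 came from 1 cluster only, and for the outer integument this held for 18 of 25.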

**Fig. 5.**
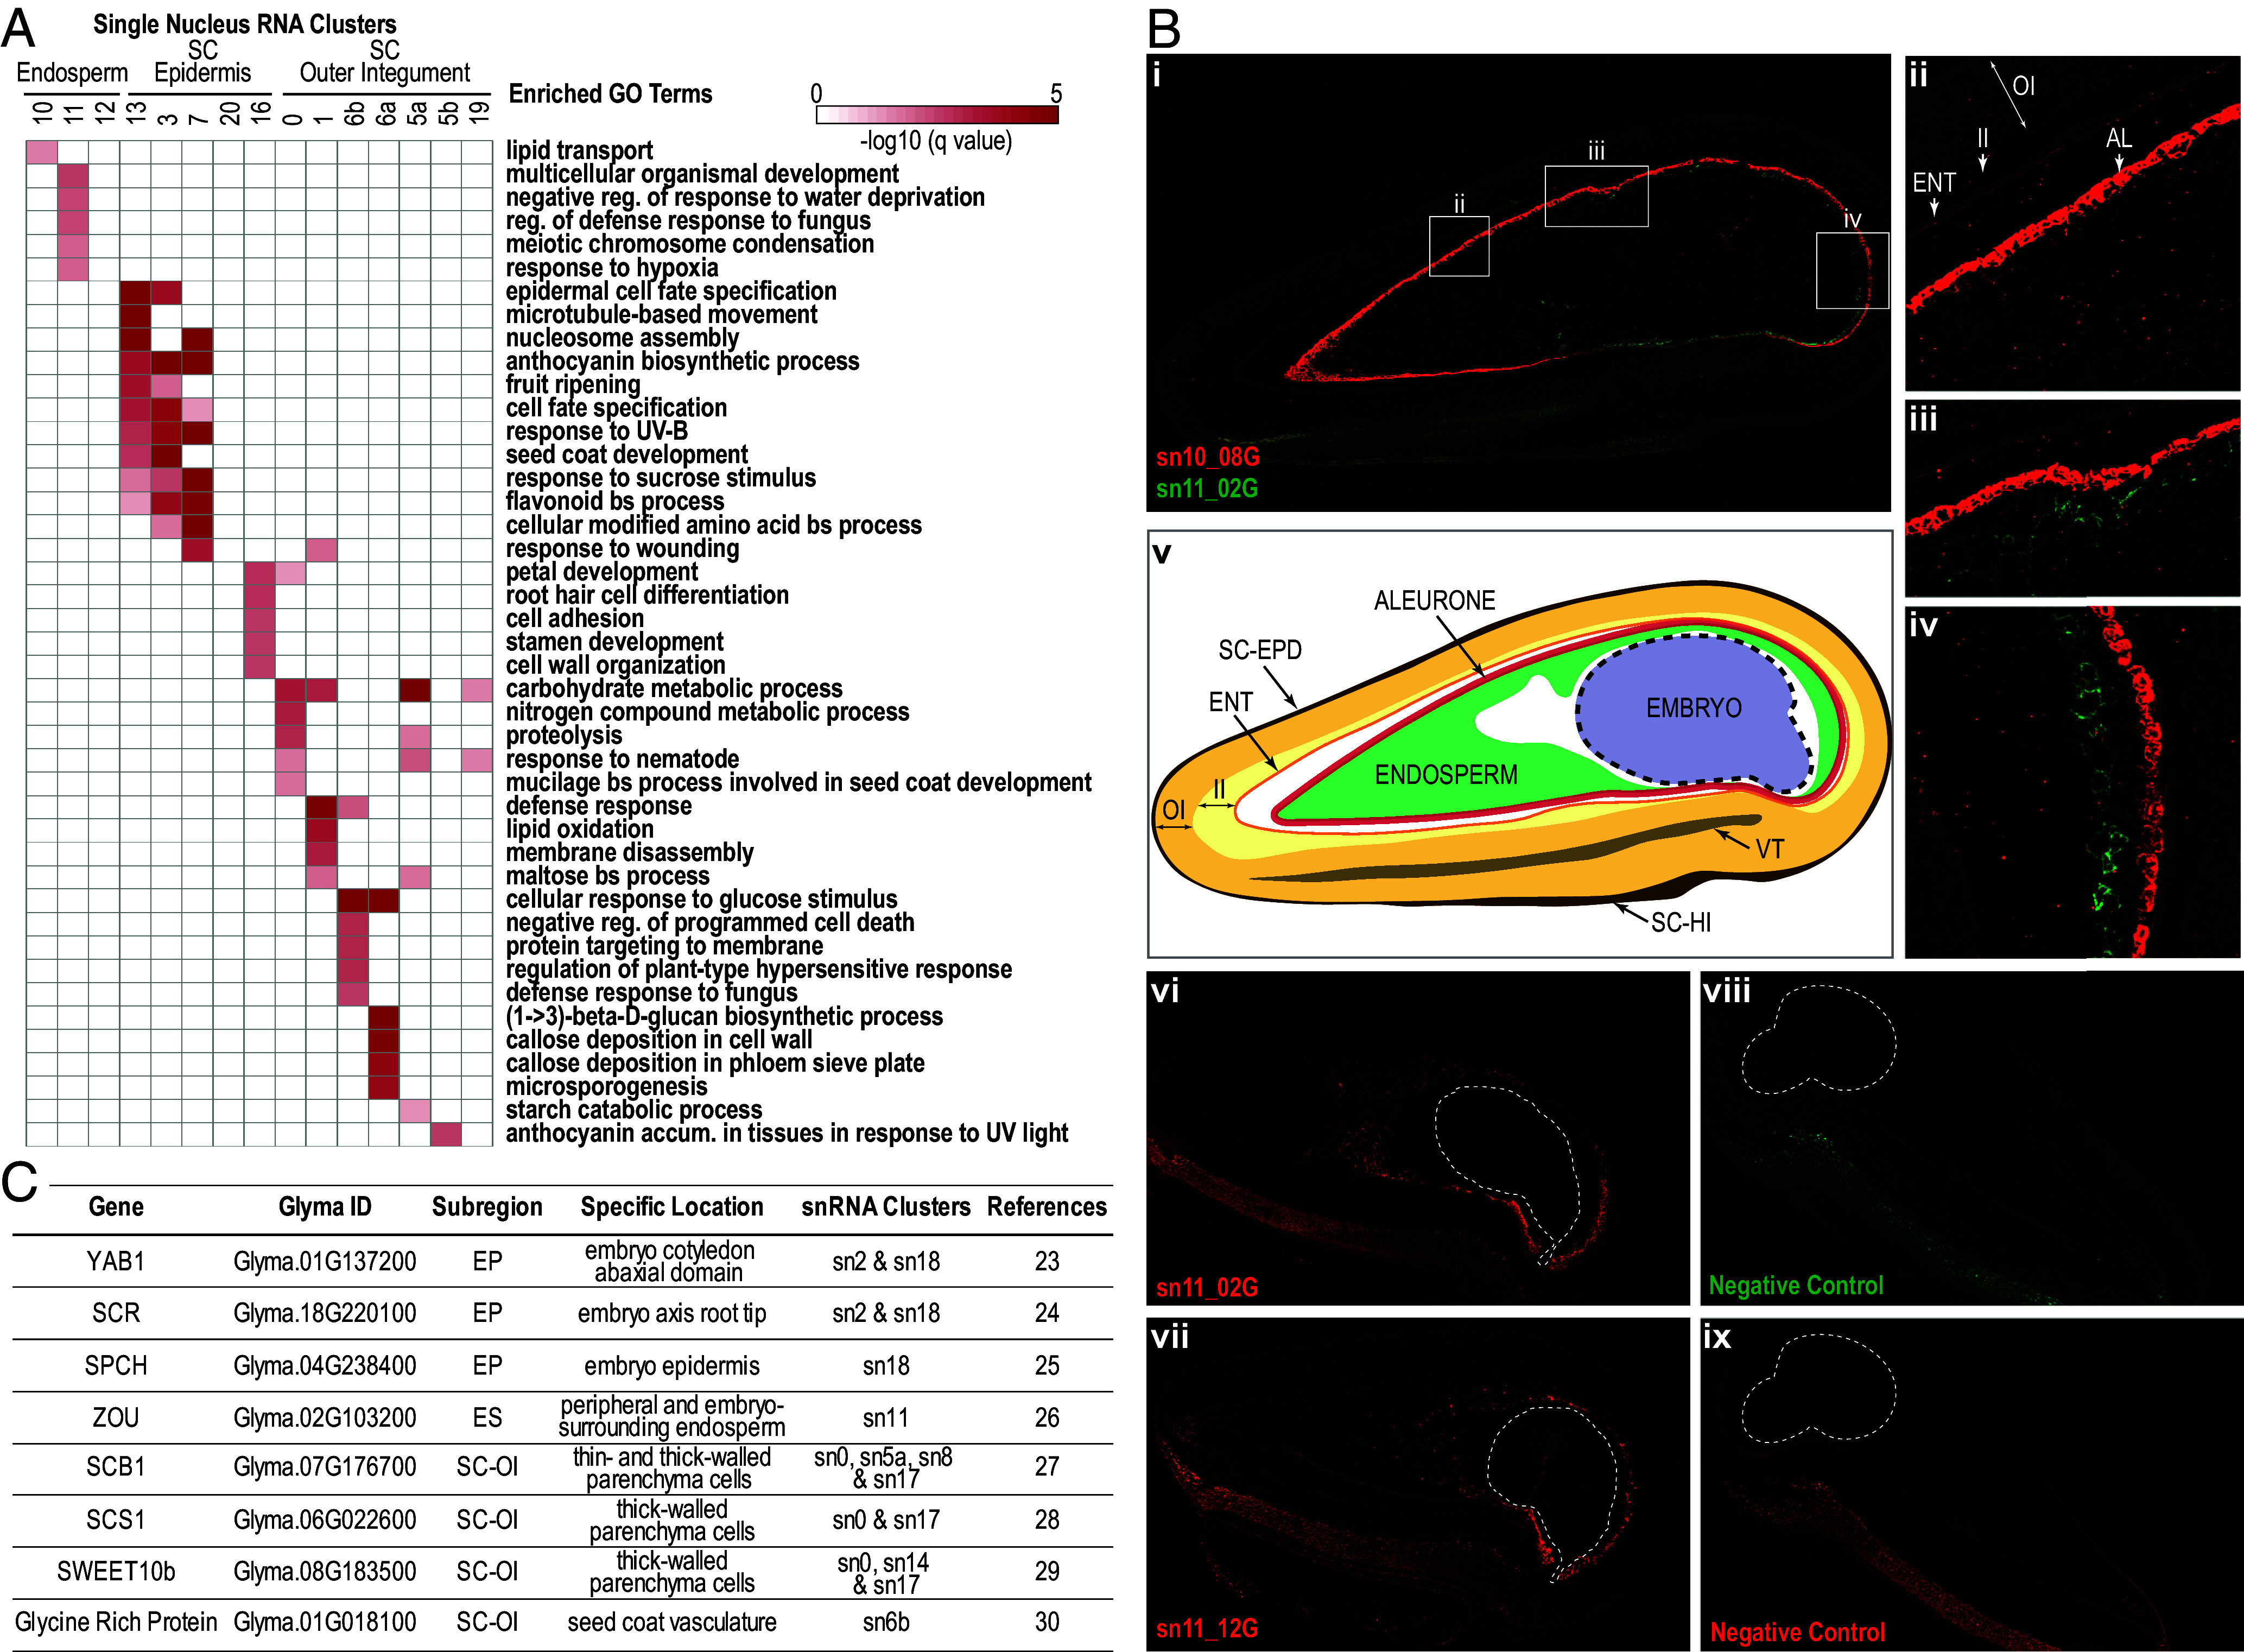
Different snRNA clusters from the same subregion correspond to distinct cell identities. (*A*) Heatmap showing that snRNA markers for different clusters representing endosperm, seed coat epidermis, and outer integument are significantly enriched for distinct GO terms. The top five enriched (FDR < 0.05) GO terms for each cluster are shown. (*B*) HCR localization of endosperm cluster marker mRNAs. *i–iv*) Confocal micrographs showing the localization of cluster 10-specific (sn10_08G) and cluster 11-specific (sn11_02G) mRNAs. *v*) Tracing of seed section shown in *i*) indicating seed subregions. *vi and vii*) Localization of two cluster 11-specific mRNAs, sn11_02G and sn11_12G, respectively. *viii and ix*) Negative controls. Signals from an amplifier with Alexa647 fluorophore are represented in red *(i and ix*, gain 750; panel *vi*, gain 700; panel *vii*, gain 610). Alexa546 signals are represented in green *(i–viii,* gain 500). Embryos in sections are outlined in white, dotted lines. (*C*) Reference mRNAs, their documented location in the seed, and their primary association with snRNA clusters.

We used several approaches to associate individual clusters with distinct cell types or states within a subregion. We first localized mRNAs specific for two endosperm snRNA clusters using Hybridization Chain Reaction (HCR) in situ hybridization experiments: a sn10 cluster marker mRNA, sn10_08G, and two sn11 cluster marker mRNAs, sn11_02G and sn11_12G, whose mRNA prevalences are shown in *SI Appendix* Fig S10. Fig. 5*B* shows that sn10_08G mRNA localized to the aleurone, a cell layer located at the endosperm periphery that consists of small, cytoplasm-rich, persistent cells with thick cell walls (1, 22) (Fig. 6). By contrast, sn11_02G and sn11_12G mRNAs were broadly localized to the embryo-surrounding and peripheral endosperm regions which consist of large, vacuolated cells with thin cell walls that are crushed as the embryo grows. Thus, we showed experimentally that sn10 and sn11 represent different cell identities that correspond to anatomically and developmentally distinct cell types.

**Fig. 6.**
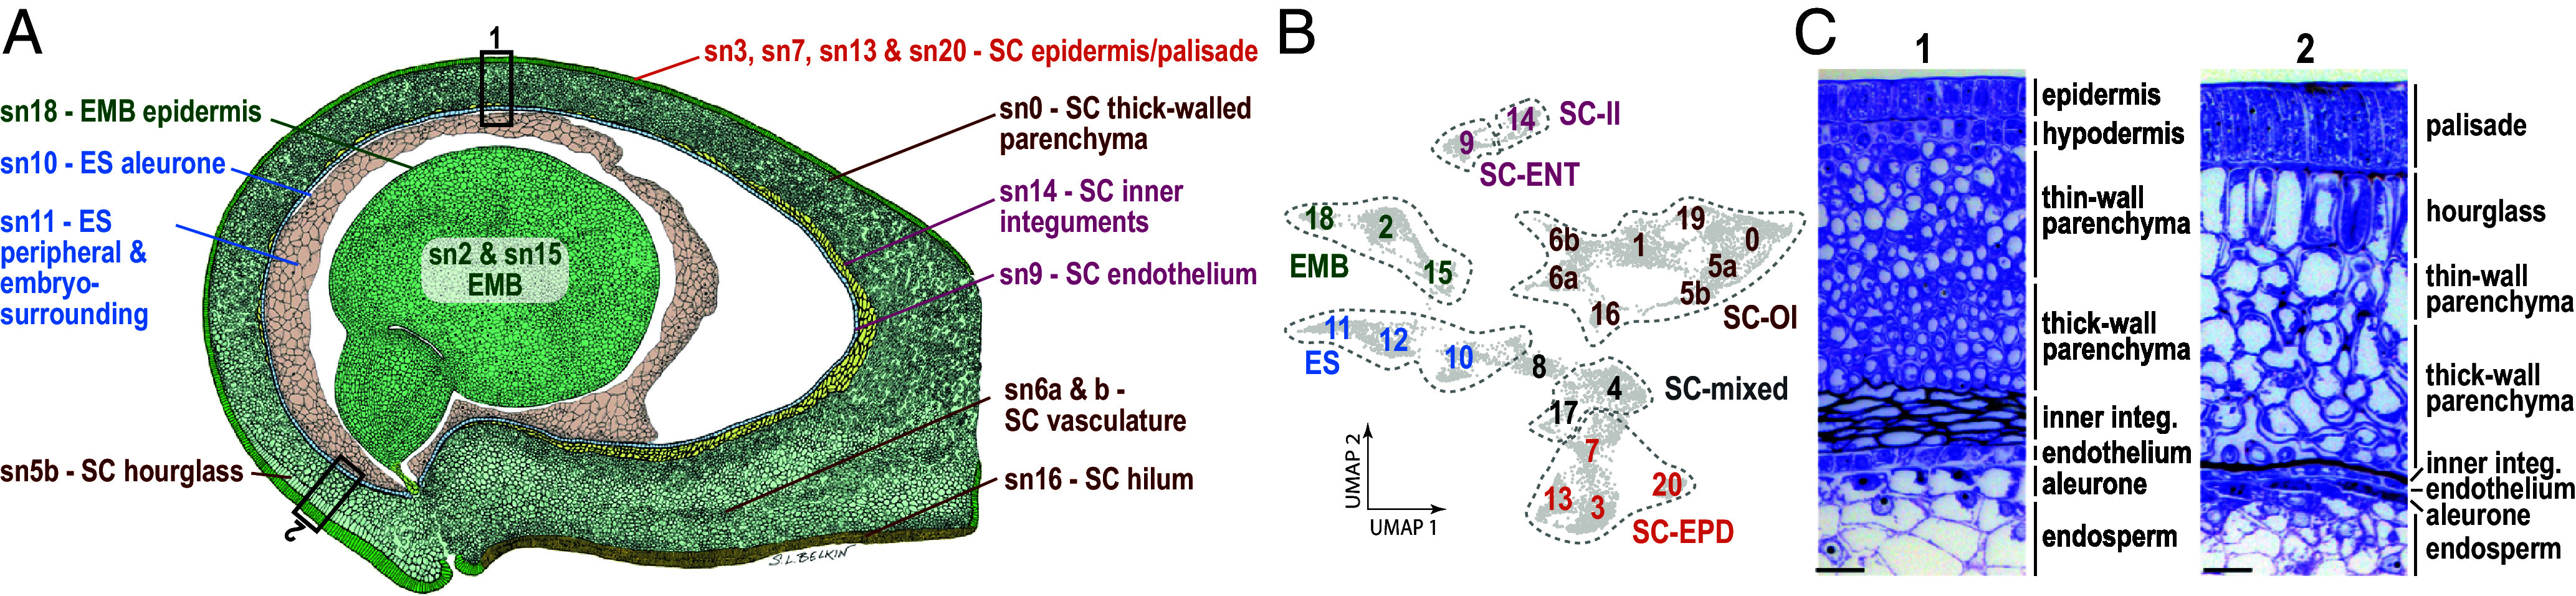
Cellular map of the soybean seed. (*A*) Illustration of a median longitudinal section through a cotyledon-stage seed annotated with snRNA clusters corresponding to seed cell types. (*B*) UMAP representation of cotyledon-stage seed snRNA clusters. (*C*) Toluidine blue O-stained plastic sections from the bottom *i*) and the top *ii*) of the cotyledon-stage seed coat. (Scale bar, 20 µm.)

We next examined the correlation between snRNA and subregion mRNA accumulation patterns (*SI Appendix*, Fig. S11*A*), comparison of GO term enrichment of snRNA cluster marker RNAs and subregion-specific mRNAs (Fig. 5*A* and Dataset S4), and the localization of reference mRNAs, whose position in the seed is documented in the literature (Fig. 5*C* and *SI Appendix*, Fig. S11*B*) (23–30), to associate embryo, endosperm, and seed coat snRNA clusters with specific cell types. For example, sn11 mRNAs were highly correlated with endosperm subregion mRNAs derived from LCM–RNA Seq experiments, consistent with the HCR experimental results. Moreover, snRNA for *ZOU*, a TF required for endosperm breakdown that is expressed in the embryo-surrounding and peripheral endosperm, accumulated primarily in sn11 nuclei (Fig. 5*C* and *SI Appendix*, Fig. S11*B*) (26).

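RNA levels summed over the nuclei of each cluster were compared with 4 laser-captured cot-stage subregions (embryo proper, suspensor, endosperm and seed coat epidermis) in Dataset S1, of which the first 1993 of 53140 rows were held here, all of them genes of chromosome 01. The other seed coat subregions were not used here. Across these genes, which are not independent replicates, the Spearman correlation of sn11 with the endosperm was 0.843 (interval 0.827 to 0.856 from 500 resamples of genes). That of sn11 with the seed coat epidermis was 0.809, with the embryo proper 0.798 and with the suspensor 0.777. The endosperm clusters sn10 and sn12 also correlated best of the 4 with the endosperm, at 0.862 and 0.843, and the highest correlation with the endosperm outside these 3 clusters was 0.786, in sn9. When only genes with at least 1 CPM were kept, the value for sn11 was 0.616. The paper uses such correlations, with GO terms and reference mRNAs, to associate clusters with cell types.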

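*ZOU* (Glyma.02G103200) had 724 UMIs in the library, and 493 of them (68.1%, interval 64.6 to 71.5%) were in sn11, which held 4.08% of nuclei and 6.83% of all UMIs. Its level was 181 CPM in sn11 (165.5 to 198), 57.2 in sn12 (46.7 to 69.3) and 5.78 in sn10 (3.36 to 9.25). A UMI was found in 48.3% of sn11 nuclei (11.7% after thinning) at a median depth of 5860 UMIs, 14.7% of sn12 nuclei and 0.131% of sn0 nuclei, the lowest share, at a median depth of 3173. At a resolution of 0.5, where no rebuilt cluster matched sn12, 82.5% of *ZOU* UMIs lay in sn11.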

These analyses allowed us to associate many snRNA clusters to specific cell types, as summarized in Fig. 6, *A* and *B*, particularly the seven distinct snRNA clusters in the seed coat outer integument which gives rise to hourglass and parenchyma cells. 

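The sheet of Dataset S4 for sn5b lists 34 marker genes. Relative to the mean over the 23 clusters, these genes averaged 5.29 in sn5b (203 nuclei), 2.71 in sn5a, 1.23 in sn0 and 1.23 in sn16. The rebuilt sn5b was the cluster with the fewest averages within 0.01 of those in Dataset S3, 68.9%. In that sheet, 6 of the 34 genes carry a subregion-specific annotation, of which 1 is for the early maturation-stage hourglass cells, 4 are for the heart-stage outer integument and 0 for the cot-stage outer integument. Hourglass annotations were carried by 3 of 48 annotated genes in the sn5a sheet, 2 of 64 in that for sn0, 2 of 46 for sn1, 5 of 56 for sn4 and 1 of 59 for sn3. In the sheets for sn2 and sn6a they were carried by 0 of 13 and 0 of 27. The markers were chosen by the study from these nuclei, so their high level in sn5b is not independent evidence.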

Cluster sn5b corresponds to hourglass cells based on marker mRNA accumulation patterns and subregion-specific mRNA enrichment (Fig. 4*D* and Dataset S4). Although a continuous hourglass layer is not discernable anatomically at the cot stage, Fig. 6, *A* and *C*, show that some hourglass cells are present in cot-stage seeds, consistent with the observation that a developmental gradient exists within the seed coat, with more developmentally advanced cells located at the hilum end of the seed (2, 31). This hypothesis is also consistent with the substantial overlap in the regional-specific mRNAs and GO terms between cot outer integument and em hourglass cells (Dataset S2), suggesting that some hourglass cells have differentiated prior to the em stage.

Four outer integument snRNA clusters, sn0, sn1, sn6a, and sn6b, were assigned to the seed coat parenchyma (Fig. 4*B*). The seed coat parenchyma is a complex subregion consisting of at least three tissues based on anatomical observations (2). The outer parenchyma layers consist of thin-walled parenchyma cells and vascular tissues, and the inner layers contain thick-walled cells (Fig. 6*C*). 

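In Fig. 5C the glycine-rich protein gene is Glyma.01G018100, which had 107 UMIs in the library. Its level was highest in sn6b, at 34.3 CPM (interval 23.4 to 48.4), and was 9.34 in sn17 (4.66 to 16.7) and 5.34 in sn6a (1.96 to 11.6). In sn6b, 10.1% of nuclei had a UMI (2.53% after thinning), at a median depth of 2904, against 0 of 633 nuclei in sn2, at a median depth of 2576. Of its UMIs, 29.9% (21.4 to 39.5%) lay in sn6b, and 5.61% when clusters were built after log-normalization, although its level was highest in sn6b there too. The sn6a sheet of Dataset S4 also lists 5 glucan synthase-like genes (named from their best Arabidopsis matches), whose products make callose. Each of the 5 was highest in sn6a, at 8.57 to 86.6 times the level of nuclei outside sn6a and sn6b, and second highest in sn6b. These genes were taken from the sn6a sheet, which was made from these nuclei, so their level in sn6a is not independent evidence.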

Two snRNA clusters, sn6a and sn6b, appear to be associated with vascular tissues. sn6a marker genes were enriched for GO terms related to vascular tissues, particularly phloem development, (Fig. 5*A* and Dataset S4), and a glycine-rich protein expressed specifically in vascular tissue maps to sn6b (Fig. 5*C* and *SI Appendix*, Fig. S11*B*) (30). Additionally, four *AtbZIP9* paralogs and two *SWEET13* paralogs that are expressed primarily in Arabidopsis phloem parenchyma cells were both sn6a and sn6b marker genes (Dataset S4) (32, 33). 

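The 4 *bZIP9* paralogs (Glyma.04G078300, Glyma.06G079800, Glyma.14G139700 and Glyma.17G188500) and the 2 *SWEET13* paralogs (Glyma.05G202700 and Glyma.08G010000), named by their best Arabidopsis matches, were all highest in sn6b and second highest in sn6a. Their levels were 475 to 1130 CPM in sn6b, 241 to 640 in sn6a and 9.31 to 114 in the other nuclei. This is 9.90 to 51.1 times the other nuclei in sn6b and 5.61 to 25.9 times in sn6a. The other nuclei were not uniform. In sn1, which the paper assigns to the seed coat parenchyma, Glyma.06G079800 was at 445 CPM, Glyma.14G139700 at 373.5 and Glyma.04G078300 at 273. They were found in 58.6, 60.9 and 46.3% of sn1 nuclei. Glyma.17G188500 was at 14.6 CPM in sn1, and the *SWEET13* paralogs were at 64.3 and 65.0. The shares of nuclei with a UMI were 51.5 to 91.4% in sn6b, 30.8 to 64.7% in sn6a and 2.59 to 23.5% elsewhere, at median depths of 2904, 2267 and 2945.5 UMIs (the last over all nuclei). After thinning, the shares were 15.15 to 44.95% in sn6b and 8.61 to 25.8% in sn6a. All 6 genes met the size rule for markers in both clusters, and they were taken from the sn6a sheet of Dataset S4, which rests on the same nuclei. Reads that paralogs share could have been divided between them in the authors' counting, so the level of a single paralog is uncertain. From the genes and GO terms, the paper infers that sn6a and sn6b are distinct vascular cell types.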

We infer that sn6a and sn6b cells represent distinct vascular, most likely phloem, cell types. 

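*SCS1* (Glyma.06G022600) RNA was at 6203 CPM in sn0 (interval 6120 to 6288), 2074 in sn17 (1993 to 2158), 1015 in sn8 (941 to 1093) and 612 in sn19 (559.6 to 668). Together sn0 and sn17 held 80.9% of its 28969 UMIs (80.4 to 81.3%). A UMI was present in 82.3% of sn0 nuclei (68.4% after thinning), at a median depth of 3173, and in 0 of 307 sn13 nuclei, at a median depth of 4124. Of these 307 nuclei, 202 (65.8%) had a stored entry for *SCS1* equal to 0, so the 0 is a value after the background correction. *SWEET10b* (Glyma.08G183500) RNA was at 581 CPM in sn17 (538 to 626), 305 in sn5a (279 to 333), 261 in sn14 (228 to 297) and 222 in sn0 (206 to 238). Its share of nuclei was 58.1% in sn17 (19.7% after thinning), at a median depth of 3341, and lowest in sn6b, at 5.05%, at a median depth of 2904. At a resolution of 0.5, sn17 and sn5a were not matched, and *SWEET10b* was highest in sn14.

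**Figure D2:**
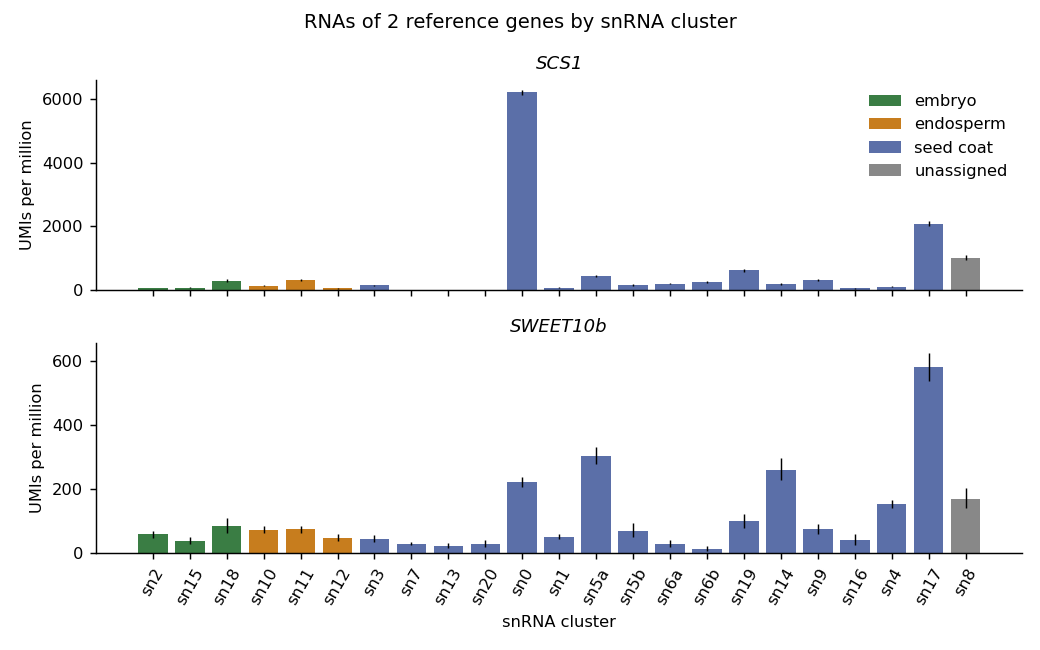
*SCS1* and *SWEET10b* RNA in each snRNA cluster, in CPM; bars start at 0, error bars are exact Poisson intervals for counting error only, and colors give the seed region. *SCS1* reached 6203 in sn0 and 2074 in sn17, and *SWEET10b* 581 in sn17 and 305 in sn5a.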

Thick-walled parenchyma cells are marked by the expression of two genes, *SCS1* and *SWEET10b*, both of which mapped primarily to sn0 and sn17 (Fig. 5*C* and *SI Appendix*, Fig. S11*B*) (28, 29). Thus, sn0 cells are a strong candidate to represent the anatomically distinct thick-walled parenchyma cells (Fig. 6). 

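The cluster matched to sn17 held 203 nuclei, with a median of 3341 UMIs. Its averages were closest to sn17 in Dataset S3 (correlation 1.00) and next to sn4, the highest second-best match of any cluster. The 50 genes with the most UMIs in the whole library took a median of 8.71% of the UMIs of a nucleus in sn17 and 9.11% in sn4, against 2.78% in the 19 clusters other than sn4, sn7, sn8 and sn17. *SCB1* (Glyma.07G176700), a reference mRNA of Fig. 5C, was highest in sn17, at 10432 CPM (interval 10249 to 10619), and followed in sn0, at 7245 (7154 to 7336), sn5a, at 7195 (7066 to 7325), and sn8, at 4822 (4660 to 4989). It was detected in 89.2% of sn17 nuclei (76.9% after thinning) and in 14.0% of sn13 nuclei, the lowest share, at a median depth of 4124, although 96.7% of sn13 nuclei had a stored entry for the gene, most of which equal 0 after the background correction. Of the listed genes, 0 of 15 for the seed coat epidermis, 3 of 15 for the outer integument and 1 of 4 for the inner integument were enriched in sn17. The epidermis genes were taken from the sn3 sheet, so they cannot test whether sn17 is enriched for other epidermis-specific genes. In the ATAC library, sn17 nuclei had a median of 1729 fragments, and 126 of the 203 had fewer than 3000.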

The nature of sn17 cells is unclear, as they are also enriched for seed coat hourglass, epidermis, and hilum subregion-specific genes, opening the possibility that sn17 cells represent a progenitor of several different cell types.

It remains to be determined whether the other seed coat parenchyma cell identity, sn1, represents thin-walled parenchyma cell types or an alternative cell identity. Marker genes for the remaining outer integument clusters, sn5a and sn19, were expressed in both seed coat hourglass and parenchyma subregions. Thus, sn5a and sn19 cells may represent cell identities in developmental transition or morphologically indistinct cell types in the outer integument. 

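Dataset S4 lists 115 markers for sn5a, of which 48 carry a subregion-specific annotation, 31 of them for the cot-stage outer integument, 22 for the heart-stage outer integument and 3 for the early maturation-stage hourglass cells (a gene can carry several). Relative to the mean over clusters, these markers averaged 4.65 in sn5a (375 nuclei), 2.76 in sn0, 2.36 in sn19 (171 nuclei), 1.91 in sn5b and 1.42 in sn1. By the size rule, 70 of 365 sn5a markers and 199 of 579 sn19 markers were shared with no other outer integument cluster. The sheet for sn19 was not used here.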

We conclude that the snRNA-Seq studies identified at least three different outer integument cell types: hourglass, parenchyma vascular, and parenchyma thick-walled cells (Fig. 6).

Together, the snRNA Seq experiments emphasize the spatial complexity of seeds, with each subregion comprising multiple cell identities. Many of the cell identities were associated with anatomically distinguishable cell types, whereas others were not. The possibility exists that additional cell types and states are present in the seed.

### Gene Networks that Govern Biological Processes During Seed Development Operate Either Subregion/Cell Specifically or Across Multiple Subregions/Cell Identities.

#### Subregion mRNA profiles permit the identification of gene coexpression networks that operate in all three seed regions.

We used our seed subregion and cell transcriptome data to define the genetic circuitry that underlies the spatial complexity of the seed. We defined gene coexpression networks using the LCM–RNA Seq dataset because it provided more quantitatively accurate estimates of RNA levels than the snRNA Seq dataset, largely because of sequencing depth differences. This parameter is critical for defining coexpression networks. As shown in Figs. 7 and 8*A* and *SI Appendix*, Fig. S12, Weighted Gene Co-Expression Network Analysis identified 40 coexpression modules, each with an average of 231 mRNAs (Dataset S5) (34). All seed regions were represented by modules; mRNAs in 14, 3, and 12 modules accumulated primarily in the embryo (EMB), endosperm (ES), and seed coat (SC), respectively. The remaining 11 modules (SD) appeared to operate in multiple regions.

**Fig. 7.**
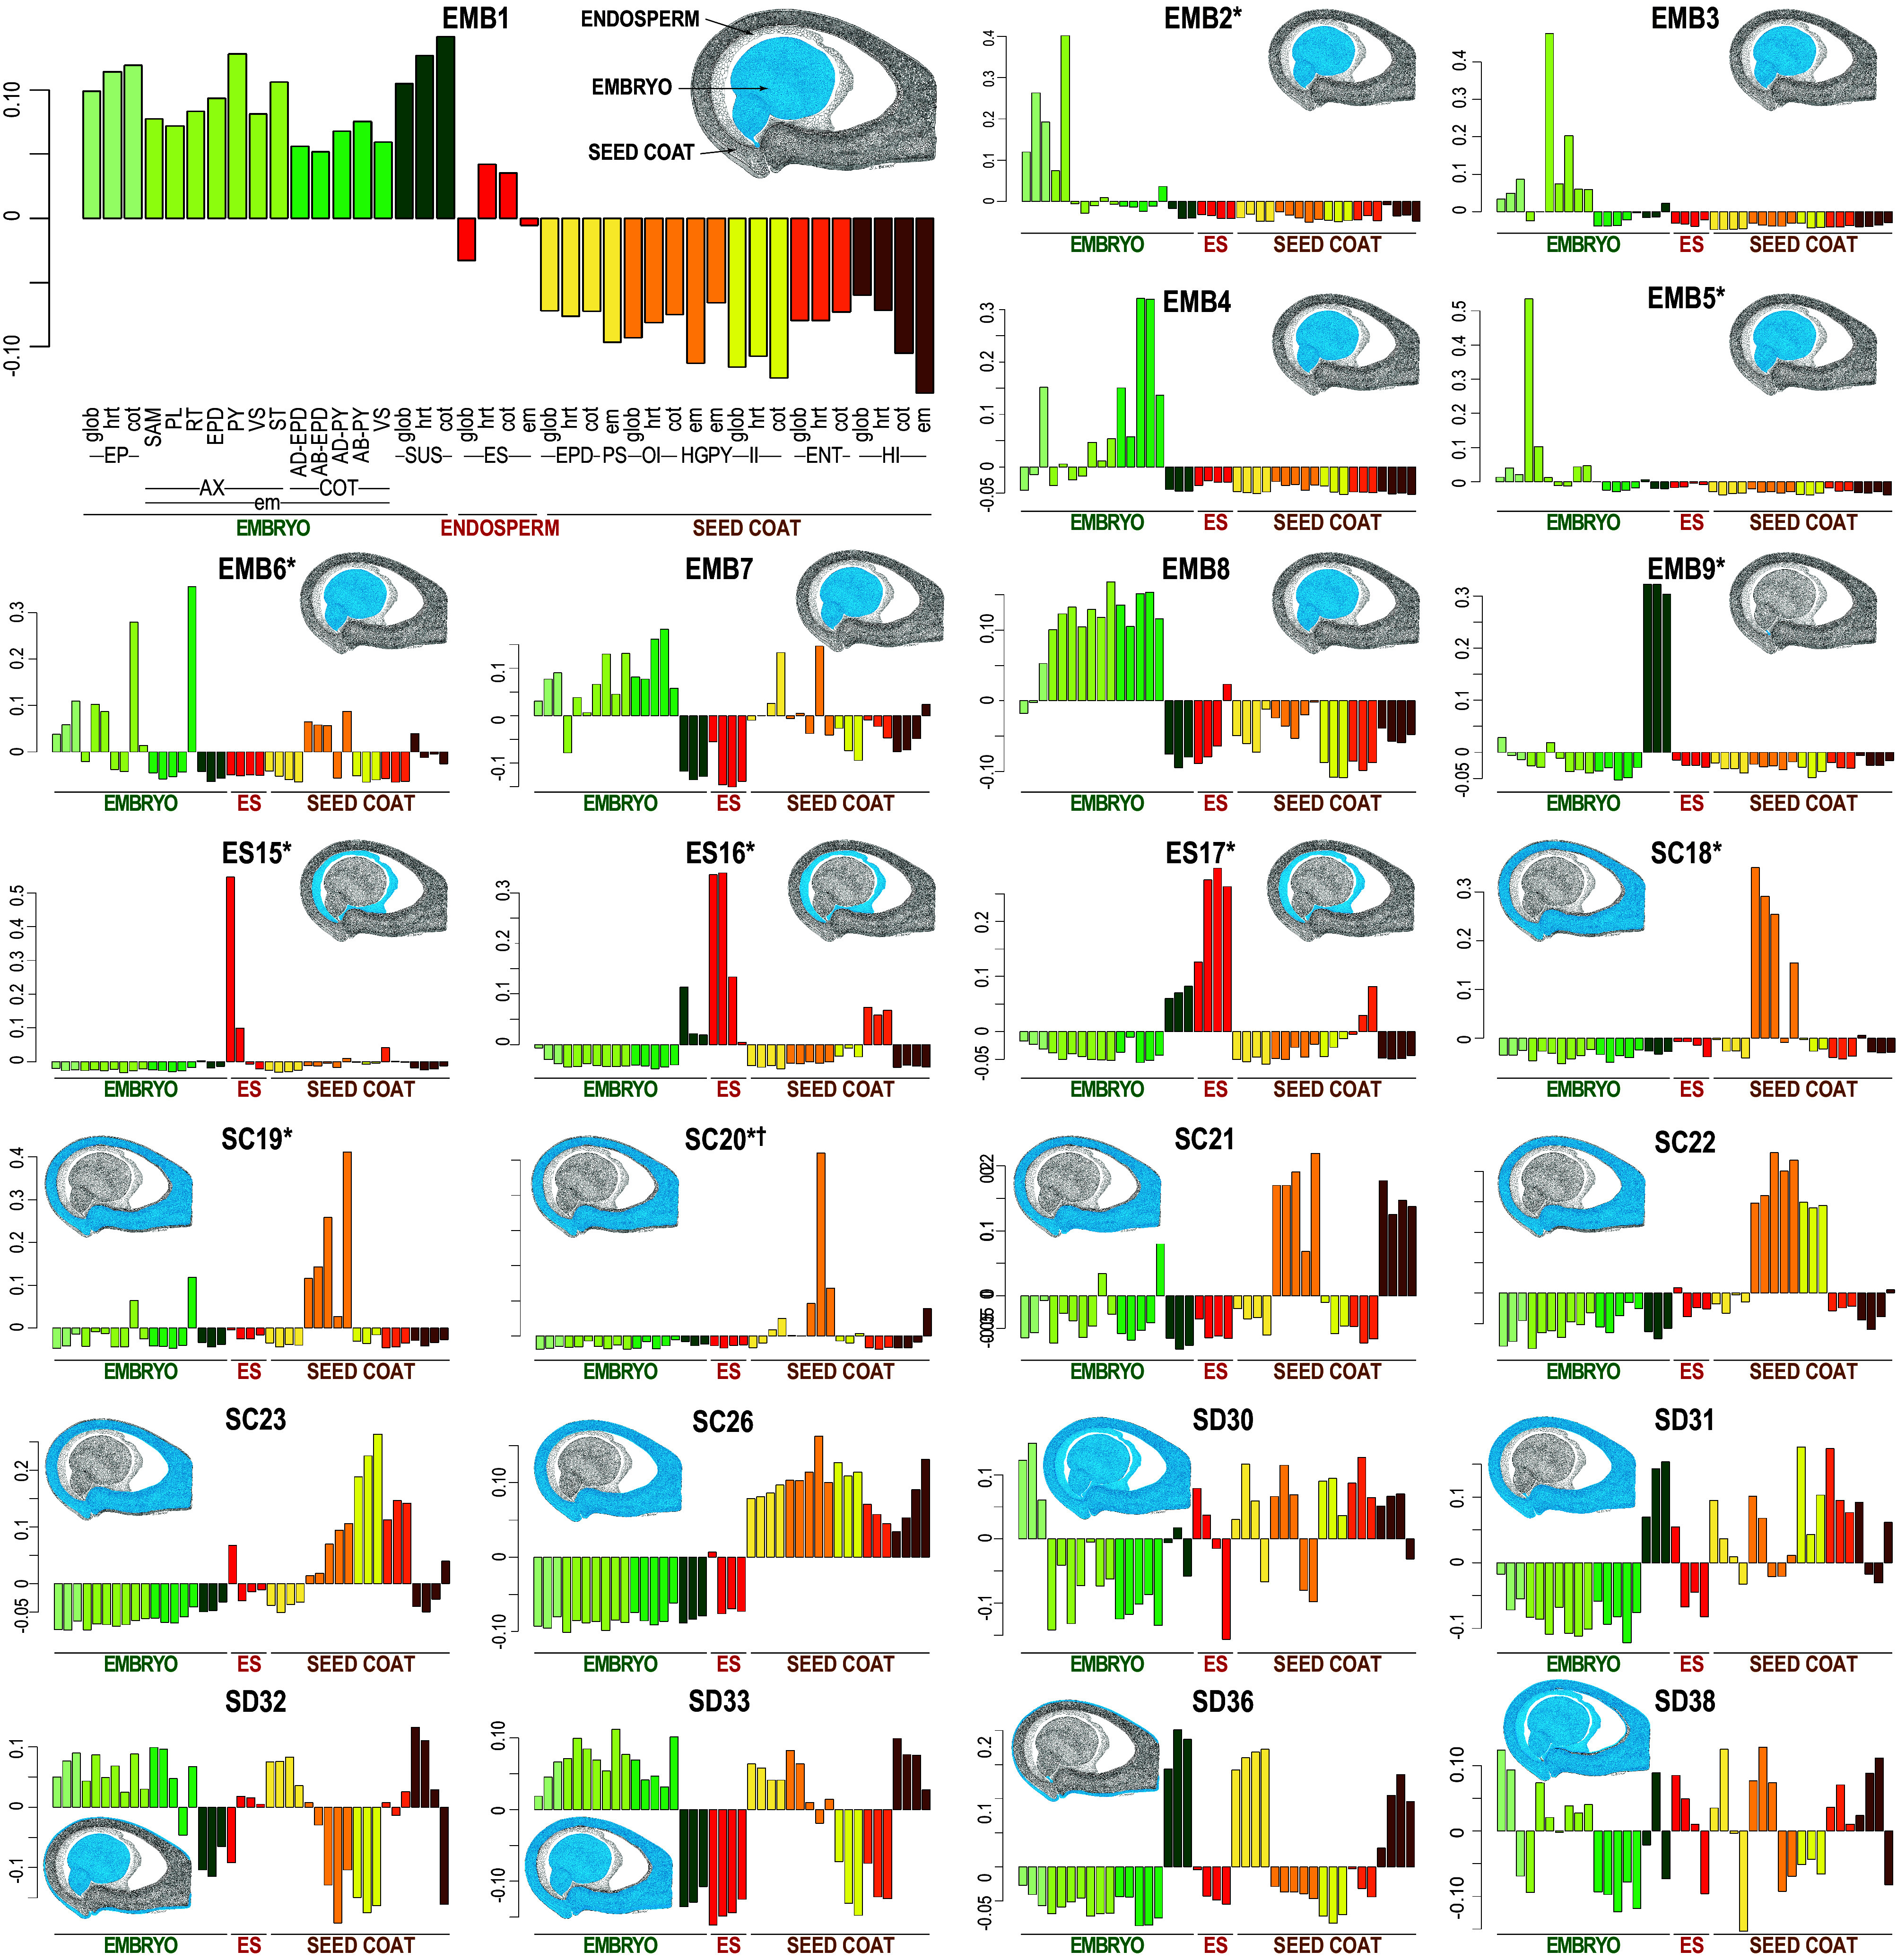
Gene coexpression analysis identifies networks that operate in different seed subregions. Module eigengene (representative mRNA levels) for 25 selected WGCNA modules that represent different coexpression networks. The *X* axis depicts average relative mRNA level, and the *Y* axis indicates subregions at different stages. Seed heat maps summarize module expression patterns. Subregion-specific modules are marked with an asterisk, and cell identity–specific modules are marked with a dagger.

**Fig. 8.**
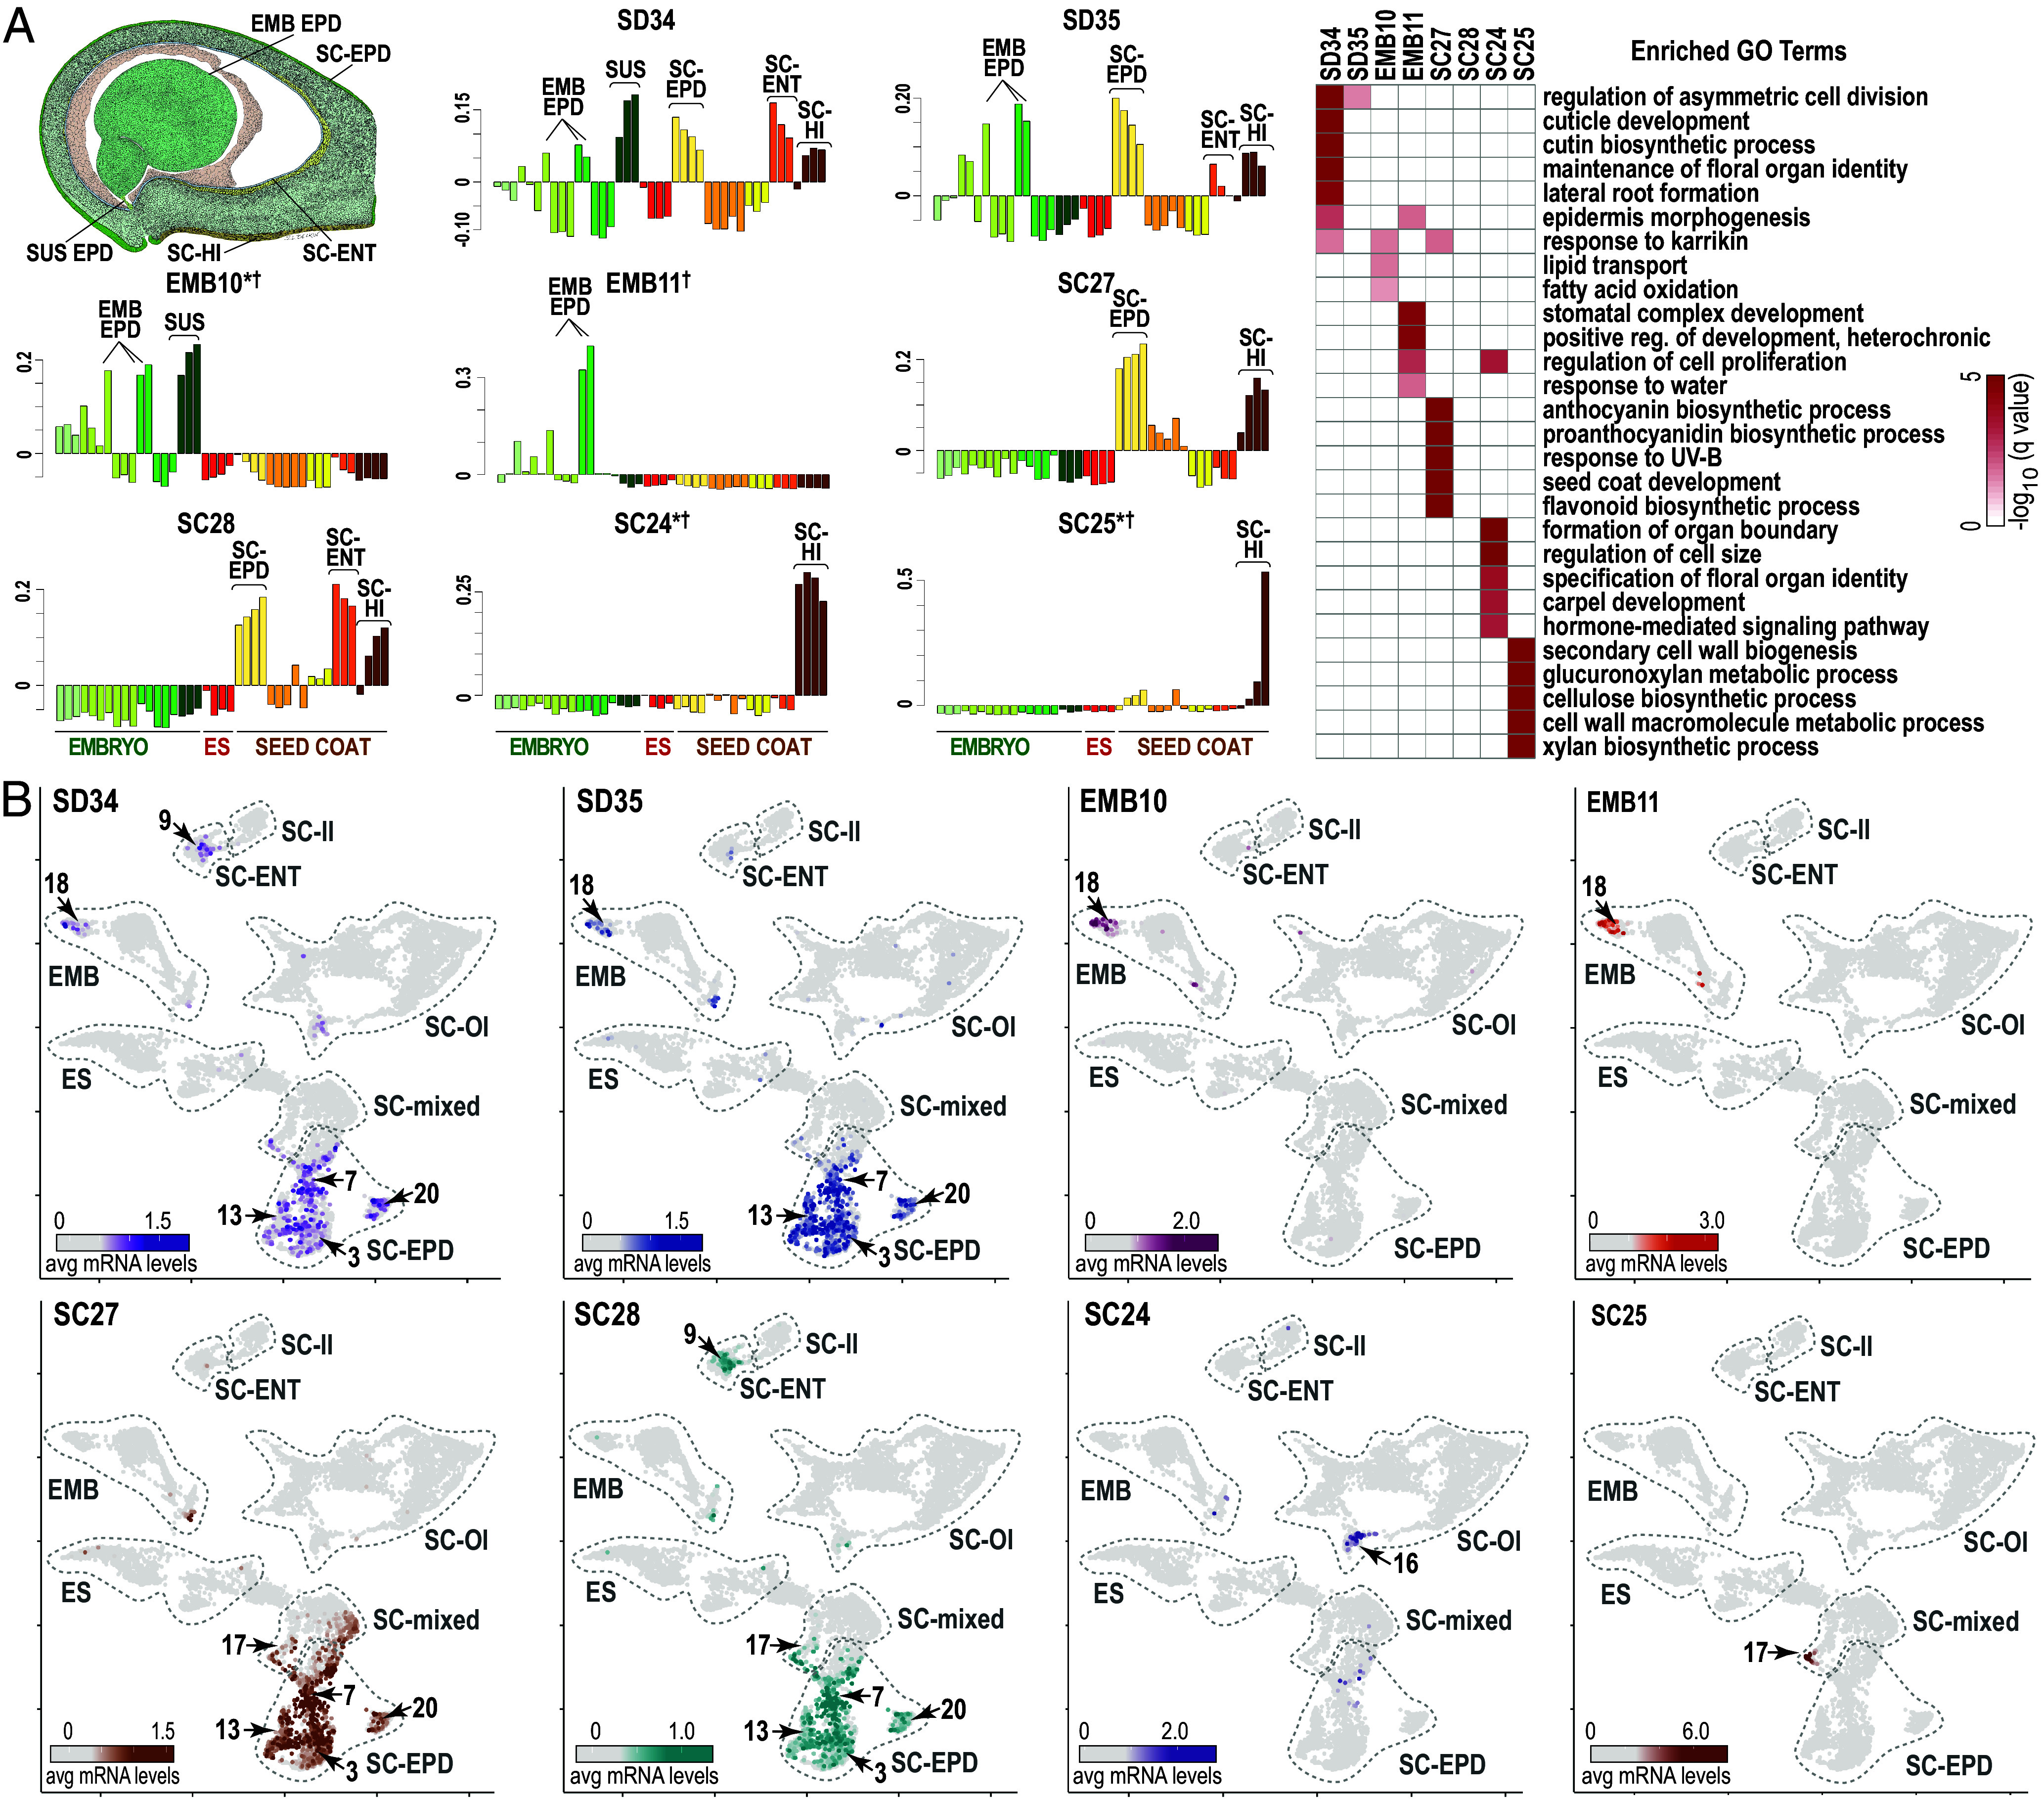
Common and specific coexpression networks operate in epidermal cell types. (*A*) Representative levels of epidermal module mRNAs that constitute common (SD34 and SD35) or specific (EMB10, EMB11, SC27, SC28, SC24, and SC25) coexpression networks. Seed epidermises are indicated on the cot-stage seed drawing. The heat map shows the significance of biological process GO term enrichment (FDR < 0.05) for the modules. The five most significant terms for each module are listed. Modules associated with a specific subregion or cell identity are marked with an asterisk or dagger, respectively. (*B*) Heatmap of the averaged snRNA levels of coexpression module mRNAs shown in (*A*) overlayed on the snRNA clusters. Clusters enriched for the indicated coexpression module mRNAs are numbered, and clusters corresponding to subregions are outlined (dotted line).

#### Many gene coexpression networks operate subregion and/or cell specifically.

We first focused on coexpression modules with high spatial specificity because subregion/cell-specific networks are important for tissue/cell-specific functions, presumably underlying biological processes that are unique to a single subregion and/or cell identity (35). We identified the 13 coexpression modules designated in Figs. 7 and 8*A* (Dataset S5) that appear to operate specifically in a single subregion. Consistent with this interpretation, an average of 77% of mRNAs in these modules were subregion-specific. Other mRNAs in these modules were enriched in the subregion but did not meet criteria to be designated as subregion specific. By comparison, only 20% of mRNAs in all other modules were subregion-specific. We also identified a few modules whose mRNAs appeared to map to a single-cell identity (designated in Figs. 7 and 8*A*). Examples of subregion/cell-specific networks include module EMB5 which is specific for the embryo shoot apex and is enriched for GO terms related to developmental processes, EMB6 which is specific for the embryo vasculature and other subregions containing developing vascular tissues and is enriched for vascular-related GO terms, and SC24 which is specific for a hilum cell identity (sn16) and enriched for developmental terms (*SI Appendix*, Fig. S13 and Dataset S5).

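Module RNAs were averaged per cluster relative to the mean over clusters for EMB1 to EMB7, the 7 module sheets of Dataset S5 used here. The 34 genes of EMB5, 29 of them with UMIs, were highest in the embryo cluster sn2, at 3.39, then in the endosperm cluster sn10, at 2.72, and in sn12, at 1.48. They were rare, with a mean of 0.00444 UMIs per gene and nucleus, and the sn2 value lay at percentile 98.0 of 10000 random lists matched on mean level. The random lists were also measured in sn2, so this percentile does not allow for the choice of sn2 as the highest cluster. By the median over genes, EMB5 was above 2 in 0 clusters. The 230 genes of EMB6 were highest in sn6a, at 4.68, then in sn2, at 2.42, and in sn6b, at 2.33, with 105 of the genes highest in sn6a. The highest of the random lists for EMB6 in sn6a was 2.07.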

#### Most coexpression networks are shared across subregions and cell identities.

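Among the embryo modules EMB1 to EMB7, 6 were above 2 times the mean over clusters in more than 1 snRNA cluster. EMB1 (548 genes) was at 2.43 in sn18 and 2.40 in sn2. EMB2 was at 5.01 in sn2, 2.50 in sn18 and 2.25 in sn15, and EMB4 at 4.25, 2.78 and 3.09 in the same clusters. EMB3 was above 2 in sn2, at 4.08, sn15, at 2.26, and the seed coat cluster sn6a, at 2.19. EMB7 was above 2 only in sn2, at 2.13. Among random lists matched on mean level, EMB3 in sn6a lay at percentile 97.0, but EMB5 in sn10 at percentile 69.0, where 60.2% of the random lists were above 2 as well, so the second cluster of EMB5 did not stand apart from them. The percentiles do not allow for the choice of these clusters by their level. The number of modules above 2 in a single cluster was 1, and it was 2 at a resolution of 0.5 or with 20 principal components. With the median over genes, EMB2 and EMB4 were above 2 in 2 clusters, EMB3 and EMB6 in 1, and EMB1, EMB5 and EMB7 in 0.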

The majority of coexpression modules consisted of mRNAs that were not associated with a single subregion; all except modules EMB10, EMB11, SC20, SC24, and SC25 were not cell-identity specific. These modules appear to operate in multiple subregions and cell identities, indicating that the same biological processes mediated by the same gene sets occur in different subregions and cells. In support of this interpretation, the non-subregion-specific modules EMB4, EMB8, SD30, SD31, and SD38, respectively, were enriched for the following GO term sets: chloroplast and fatty acid synthesis; maturation, chloroplast, and gibberellin biosynthesis and signaling; photosynthesis and chloroplasts; stress and defense responses; and mitochondrial function (*SI Appendix*, Fig. S13 and Dataset S5). These biological processes are known to occur in many different subregions. A corollary of these observations is that most subregions and cell identities were associated with several coexpression networks. (Fig. 7)

#### Seed epidermises illustrate variability in network distribution among seed subregions and cell identities.

Epidermises are present in embryo axes and cotyledons, the outer seed coat layer, the inner seed coat, the endodermis, and the hilum, the attachment point between the seed and funiculus that consists of dual epidermal layers and vascular traces (2). As shown in Fig. 8*A*, we identified eight epidermis modules. mRNAs in two embryo modules, EMB11 and EMB10, accumulated primarily in the embryo proper and the embryo proper and suspensor, respectively. Four epidermal modules operated in the seed coat: SC27 in the seed coat epidermis and hilum, SC28 in the seed coat epidermis, hilum, and endothelium, and SC24 and SC25 exclusively in the hilum. These coexpression modules differentiate epidermises based on their spatial locations in the seed and, presumably, their functions.

To identify the cell identities in which the subregion-specific epidermal modules operate, we plotted the averaged snRNA level per cell onto the snRNA cluster map for the mRNAs present in each coexpression module. As shown in Fig. 8*B*, the two hilum modules, SC24 and SC25, mapped to two different clusters, sn16 and sn17, respectively, suggesting that each hilum network operates in distinct cell identities. By contrast, we found that many modules mapped to the same snRNA cluster. mRNAs for both embryo epidermis modules, EMB10 and EMB11, mapped to cluster sn18. Similarly, SC27 and SC28 mRNAs mapped to the same four seed coat epidermis snRNA clusters, sn3, sn7, sn13, and sn20. In addition, both of these seed coat epidermis modules mapped to sn17, whereas SC28 mapped to sn9. Thus, several distinct networks mapped to single-cell identities.

The biological processes predicted by GO term enrichment to be mediated by these networks provided support for these assignments. Both EMB10 and EMB11 modules were overrepresented for GO terms related to stomatal complex development and epidermis morphogenesis (Fig. 8*B*). Consistent with this interpretation, EMB11 contains three *GmSPCH* paralogs which we previously showed to be expressed specifically in cot and em-stage embryo epidermises and are required for meristemoid complex formation, a precursor of stomata (25). The seed coat epidermis SC27 module, sn3, sn13, sn7, and sn17 marker genes, and seed coat epidermis regional-specific genes at all developmental stages were enriched for GO terms related to the biosynthesis of anthocyanin and proanthocyanidin, compounds that accumulate in the seed coat epidermis and account for the black color of pigmented soybean (Fig. 8, *A* and *B*). 

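The sn3 sheet of Dataset S4 lists 16 genes of flavonoid biosynthesis and its regulation (*CHS*, *F3H*, *DFR*, *TT7*, *TT8*, *TT12*, *TTG2*, *BAN*, *AHA10*, *MYB5* and *PAL2*, named by their best Arabidopsis matches). Levels were compared with those of the nuclei outside sn3, sn13, sn7 and sn17, which include sn4 and sn20. At least 2 times the level of these other nuclei was reached by 16 genes in sn3, 15 in sn13, 16 in sn7, 16 in sn4, 15 in sn20 and 10 in sn17. The median ratio was 6.39 in sn3, 8.04 in sn13, 5.93 in sn7, 5.09 in sn4, 4.04 in sn20 and 2.46 in sn17. The highest level was in sn13 for 10 genes, in sn7 for 4, and in sn4 for *BAN* (Glyma.08G062000) and 1 of the *DFR* genes (Glyma.14G072700). *TT8* (Glyma.02G147800) was at 2011 CPM in sn13, 1626 in sn3, 970 in sn7 and 326 in sn17, against 165 in other nuclei. The RNA levels of sn4, sn17 and sn7 were among the 4 closest to the RNA removed by the background correction (Spearman correlations 0.792, 0.767 and 0.743). The genes were taken from the sn3 sheet, so their level in sn3 is not independent evidence.

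**Figure D3:**
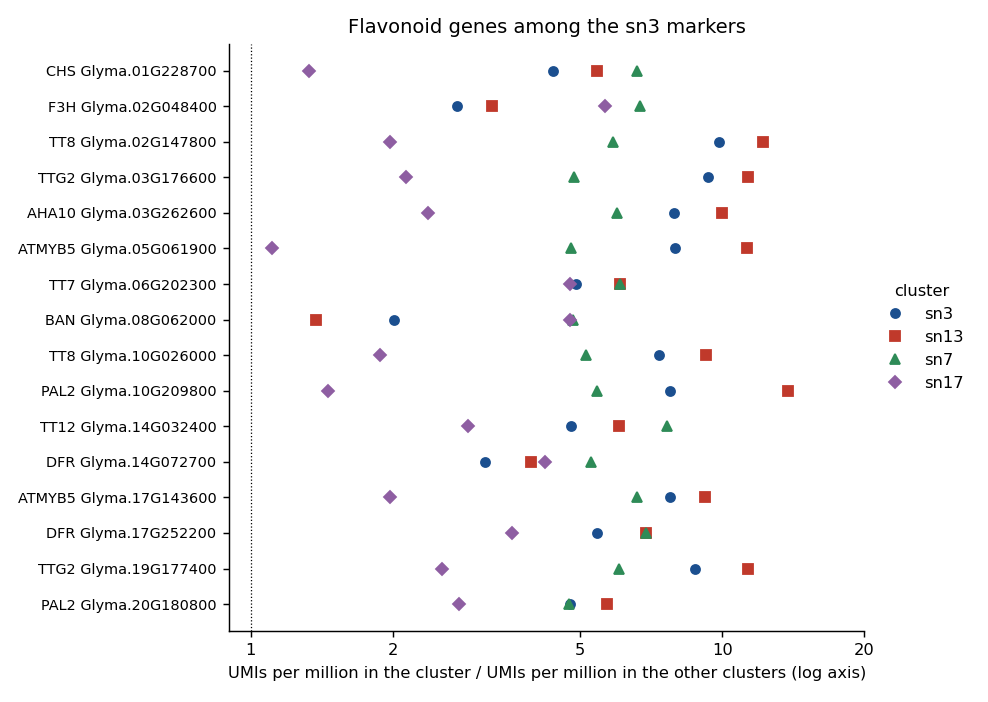
Ratio of CPM in sn3, sn13, sn7 and sn17 to CPM in the other nuclei for the 16 flavonoid genes, on a log axis; each point is 1 gene in 1 cluster and the dotted line marks a ratio of 1. Median ratios were 6.39 in sn3, 8.04 in sn13, 5.93 in sn7 and 2.46 in sn17.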

Although the seed coat of the Wm82 cultivar used for these experiments is nonpigmented, other transcriptome experiments indicate that mRNAs encoding the vast majority of proanthocyanidin biosynthesis enzyme mRNAs accumulate similarly in seed coat epidermises regardless of whether the seeds are pigmented or not (36, 37). Thus, EMB10, EMB11, SC27, and SC28 coexpression networks, as well as most other modules, operate in several distinct cell identities (Fig. 8*B* and Dataset S5).

In addition to these region-specific networks, we identified two modules that were associated with most all epidermises. SD35 mRNAs mapped to the embryo axis and cotyledon epidermises, and seed coat epidermis, endothelium, and hilum, whereas SD34 mRNAs mapped to all of these subregions and the SUS (Fig. 8*B*). Similarly, we showed that SD34 and SD35 mRNAs mapped to all epidermal snRNA clusters, except the hilum cluster, sn16. Given that networks conserved across tissues are likely to have functions common to those tissues (35), SD34 and SD35 may underlie general epidermal functions regardless of their seed location. Plant epidermises generally share common features, such as a thicker wall on the external face of the cell that provides mechanical strength to an organ and a lipid-rich cuticle in the external cell matrix that prevents the penetration of water, aqueous molecules, and pathogens through the epidermis (38, 39). Consistent with general epidermis function, SD34 was enriched for GO terms related to lipid and cuticle biogenesis, although SD35 was not enriched for GO terms. The seed epidermises illustrate that coexpression modules may be associated with a single-cell identity/subregion or with multiple cell identities/subregions. Thus, some modules are associated with biological processes unique to a subregion/cell identity, whereas other modules are associated with biological processes that occur in several different cell identities/subregions.

## Discussion

To obtain a comprehensive understanding of seed biology, we profiled mRNAs in regions, subregions, and cells throughout development. Gene coexpression networks defined with the mRNA profiles provided mechanistic information about the processes that underlie seed development. Our analyses also described the snRNA profiles of specific cell identities within seeds and indicated which gene networks operate in specific subregions and cells. These analyses provide unique insights into the biological processes that govern seed development and the spatial distribution of gene networks within the developing seed.

### mRNA and snRNA Profiles Enable Dissection of the Cellular Landscape of the Seed.

#### Gene expression programs reflect the ontogenetic origin of subregions.

Our finding that seed subregions are more closely related to those from the same rather than other regions demonstrated that there is greater similarity among subregions of filial origin, embryo and endosperm than between the filial and maternal seed coat subregions (*SI Appendix*, Fig. S5, *A* and B). These relationships are consistent with the hypothesis that the endosperm derived from an ancient secondary embryo and, therefore, that the embryo and endosperm of angiosperms share a common evolutionary origin (40). Similar conclusions were obtained from studies of Arabidopsis and maize seed mRNA transcriptomes, emphasizing the conservation of seed development (16, 18).

#### Integration of the LCM and snRNA datasets defines the cellular constituents of seed subregions.

We profiled the snRNA populations of distinct cell identities to establish their relationship to seed subregions and to determine where gene networks operate in the seed at high spatial resolution. Assignment of cell clusters from cot-stage seeds established that multiple cell identities are associated with each subregion (Fig. 4). Cell identities defined in single-cell sequencing analyses generally correspond to cells of different types or states (41, 42). Cell types are often distinguished by morphological, physiological, functional, and/or molecular characteristics, whereas cell states can represent variations of a cell type resulting from differences in cell cycle phase, responses to the environment, or developmental transitions from one type to another (43, 44).

Our assignment of cot-stage seed cell identities to specific types or states within subregions is summarized in Fig. 6. In many cases, the different cell identities correspond to anatomically distinct cell types. For example, one endosperm cell identity, sn10, corresponds to aleurone, whereas sn11 corresponds to the embryo surrounding and peripheral endosperm. The seed coat outer integument is a subregion in which cluster assignments as cell types and states are ambiguous. sn5b, sn6a and sn6b, and sn0 cell identities correspond to seed coat hourglass, vascular parenchyma, and thick-walled parenchyma cells, respectively. By contrast, sn5a, sn17, and sn19 clusters map to several different subregions, making it unclear whether these cell identities represent unique cell types or states. Similarly, sn3, sn13, sn7, and sn10 all map to the seed coat epidermis, but it is unclear whether these cell identities correspond to different cell types or states. Nevertheless, the analysis provides a unique description of the transcriptomes of specific seed cell types and cell states. This information was critical in allowing us to determine which networks operate in specific cell types and states.

### Comprehensive Analyses of Gene Expression in Developing Seeds Indicate that Gene Networks Exhibit Diverse Spatial Distribution Patterns.

#### Overview of gene expression in developing seeds.

The RNA profiles of seed regions, subregions, tissues, and individual nuclei indicated that ~85% of all protein coding genes in the genome are expressed at some point during seed development. All subregions express similar numbers of genes, and only ~1% of all diverse mRNAs are expressed subregion-specifically (Figs. 1 and 2). These findings indicate that the extent and specificity of gene expression in a subregion does not reflect the biological complexity of tissues and cell types. They further suggest that differentially expressed genes that are shared among subregions in combination with subregion-specific genes, likely play key roles in distinguishing the unique morphology and function of each subregion.

Our analysis has provided information about gene expression levels during development. Despite wide variations in the levels of diverse mRNAs in each subregion, the median mRNA prevalence of all subregions is similar (*SI Appendix*, Fig. S3). Counter to general expectations that TF genes are expressed at low levels, we found TF mRNA prevalence to be only slightly lower than that of all mRNAs (*SI Appendix*, Fig. S4 and Table S2). By contrast, subregion-specific mRNAs, including those encoding TFs, are generally present at a higher level than that of most other mRNAs. Similar conclusions about the extent and levels of gene expression in soybean seeds derive from other mRNA transcriptome studies and from classical mRNA-single copy DNA reassociation experiments (10, 45).

Finally, comparison of developing soybean and Arabidopsis seeds mRNA transcriptomes suggests that the many cellular processes that occur during seed development are conserved. Both soybean and Arabidopsis share regional-specific TFs, and an average of 19% of conserved TFs are components of soybean seed coexpression modules, suggesting their regulatory roles in gene networks (Fig. 3 and Dataset S2). Many of the conserved TFs are known key regulators of seed development and/or hub genes in coexpression networks, indicating their importance in the seed genetic circuitry (Fig. 3 and Dataset S5). Similarly, there was significant overlap in enriched GO terms in the seed coat subregions of soybean and Arabidopsis (*SI Appendix*, Fig. S8), although we did not detect overlap in the embryo and endosperm. Thus, there is considerable conservation in the seed gene networks that operate in soybean and Arabidopsis, even though they diverged approximately 92 mya (46). The fact that both plants are oilseeds and, therefore, share overlapping morphology and physiological processes, likely accounts for the genetic conservation.

#### Gene networks governing seed development exhibit diverse spatial distribution patterns.

We defined gene coexpression networks to obtain a comprehensive understanding of the genetic circuitry involved in the control of seed development. GO term enrichment of coexpression module mRNAs also provided insight into the biological processes with which the networks are involved. Localizing the expression of module genes to subregions and cell identities helped to define how these networks operate spatially in the seed and established the following points. First, many coexpression networks are specific to a single subregion and/or cell identity (Figs. 7 and 8 and Dataset S5). These networks presumably underlie processes that are unique to a single subregion and/or cell identity (Figs. 7 and 8 and *SI Appendix*, Fig. S13 and Dataset S5). Second, most coexpression networks are not linked to a single subregion or cell identity. This indicates that many gene networks operate in multiple subregions and cell identities, suggesting that the same genes and the same biological processes, such as photosynthesis, maturation, and stress responses, occur in many different cells, subregions, and regions of the seed. Third, most subregions and cell identities are associated with several modules. Numerous networks are required to mediate the constellation of biological processes that occur in a subregion or cell identity. It is likely that other networks operate in subregions and cell identities despite the very high resolution of our datasets.

## Conclusion

We provide a comprehensive map of gene activity in the soybean seed throughout its development. Analyses of mRNA profiles of embryo, endosperm, and seed coat subregions and of snRNA profiles of cells from cot-stage seeds enabled the identification of many cell types and states that populate seed subregions. The analyses enabled the prediction of the gene networks that operate in seed regions, subregions, and cell types and states which in turn permitted the biological processes that occur subregion and/or cell specifically or across several different subregions to be predicted. Our studies provide foundational information that will be useful in defining the development and evolution of specific cell types and in understanding the genetic basis for their unique physiological and morphological functions. Given that seeds account for a large fraction of the calories consumed by humans, this fundamental information may also be useful for the design of strategies needed to improve crops for agriculture.

## Materials and Methods

### Plant Materials, Growth Conditions, Tissue Collection, and LCM.

Soybean cv Williams 82 plants were grown, seeds were staged, samples were prepared for LCM, and sequencing libraries were prepared as described (16, 47–50) with modifications listed in *SI Appendix, Supporting Information Materials and Methods*.

### Nuclei Isolation and Single-Nucleus Sequencing.

Nuclei were isolated from 50 cotyledon-stage seeds using the following protocol (51) with the modifications described in SI Materials and Methods. Single-nucleus RNA and ATAC Seq libraries were prepared with the Chromium Single-Cell Multiome ATAC + Gene Expression Assay (10X Genomics, V1), according to the manufacturer's instructions. Libraries were sequenced on a NovaSeq 6000 Instrument, targeting 20,000 and 25,000 read pairs per nuclei for RNA- and ATAC-Seq, respectively. Only snRNA-Seq results are presented.

### HCR In Situ Hybridization.

Soybean cotyledon-stage seeds were fixed, processed, and sectioned as described (16, 48) and mounted on Probe-On Plus slides (Fisher Scientific, 22-230-900), incubated at 42°C overnight, and stored at room temperature.

Hybridization probes with split-initiators targeting specific transcripts and fluorescent amplifying hairpins (Alexa Fluor 546, or 647) were designed and purchased from Molecular Instruments. HCR RNA–FISH was performed according to (52), and the Molecular Instruments protocol (https://files.molecularinstruments.com/MI-Protocol-RNAFISH-FFPETissue-Rev4.pdf) with modifications described in SI Materials and Methods. Sections were imaged using a Zeiss LSM710 confocal microscope.

### LCM Data Analysis.

Raw sequencing data from LCM and whole mount samples were processed as described (16, 48). Arabidopsis LCM data were published previously (16, 49). Detected mRNAs in the LCM subregions had at least one raw count in each biological replicate. In the whole seed dataset, detected mRNAs have CPM greater than 0.0978 (average CPM equivalent to one raw count in the LCM subregions). GO enrichment analyses were performed as described (49). We used the R package WGCNA (34, 53) to identify modules of coexpressed genes in the LCM dataset. Additional details are provided in SI Materials and Methods.

### Single–Nucleus RNA Seq Analyses.

Base calls from MultiOme raw data were processed into fastq files using Illumina bcl2fastq v2.20.0.422, and raw files were analyzed by Cell Ranger ARC v1.0. Soybean genome assembly v2.0 and Gmax_275_Wm82.a2.v1.gene_exons.gff3 were downloaded from Phytozome (https://phytozome-next.jgi.doe.gov) and used to create a custom reference genome using Cell Ranger ARC mkref function. Single-cell feature counts were generated using the count function. Detailed run metrics are presented in Dataset S3.

Ambient RNA contamination was removed using the R package SoupX v1.6.1 using default parameters (54). The cleaned snRNA count matrix was imported to Seurat v4.1.1 (55) for downstream analyses. We used SCTransform normalization (56), performed dimension reduction using Principal Component Analysis and UMAP embedding, and clustered cells using FindNeighbors (dims = 30) and FindClusters (dims = 30, resolution = 1.0). FindSubCluster with appropriate resolution was used to divide some clusters in two. Data were renormalized after subclustering using the “RNA” pipeline and cluster markers were identified using FindAllMarkers (only.pos = T, min.pct = 0.25). Cluster markers were further filtered for log2FC >= 1 and adjusted *P* value < 0.05.

snRNA clusters were assigned to seed subregions by comparing cluster markers to subregion-specific mRNAs for the cotyledon and early maturation stages, using the GeneOverlap R package (57). Bulk RNA-Seq and pseudobulk snRNA-Seq values were compared as in ref. 58 using Spearman rank correlation.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

## Data Availability

The LCM seed subregion and cotyledon stage single-nucleus RNA datasets were deposited in GEO, Accession Nos: GSE116036 (59) and GSE243174 (60), respectively. All other data are included in the manuscript and/or supporting information.

# Supplementary material for: Dissecting the cellular architecture and genetic circuitry of the soybean seed
**Source:** Proc Natl Acad Sci U S A. 2024 Dec 30;122(1):e2416987121. doi: 10.1073/pnas.2416987121
**Supplement:** Supplementary file 1 — Appendix 01

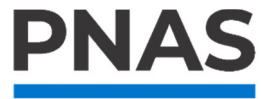

**Supporting Information for**  
Dissecting the Cellular Architecture and Genetic Circuitry of the Soybean Seed.

Julie M. Pelletier, Min Chen, Jer-Young Lin, Brandon Le, Ryan C. Kirkbride, Jungim Hur, Tina Wang, Shu-Heng Chang, Alexander Olson, Lachezar Nikolov, Robert B. Goldberg, John J. Harada.

Robert B. Goldberg  

John J. Harada  

**This PDF file includes:**

Supporting text  
Figures S1 to S13  
Table S1  
Table S2  
SI References

**Other supporting materials for this manuscript include the following:**

Datasets S1 to S5

## Supporting Information Materials and Methods

**LCM Libraries.** LCM RNA-seq libraries were constructed using 15 ng of total RNA. RNA was amplified using the WT-Ovation Pico RNA Amplification System and WT-Ovation Exon Module (NuGEN Technologies). Double-stranded cDNA was fragmented using NEBNext® dsDNA Fragmentase® (New England Biolabs) and Illumina-compatible libraries were made either by following the methods of Kumar et al. (1) for the globular, heart and cotyledon stages, or using Illumina TruSeq DNA Sample prep kit for the early maturation stage, according to manufacturer's instructions. For all samples, fifteen cycles of PCR enrichment steps were performed using the Pfu Turbo Cx hotstart DNA polymerase (Agilent).

**Nuclei Isolation and Single Nucleus Sequencing.** Nuclei were isolated following a modification of the procedures of Lu et al. (2). Approximately 50 cotyledon-stage seeds were chopped in 2 ml of pre-chilled lysis buffer (15 mM Tris pH 7.5, 20 mM NaCl, 80 mM KCl, 0.5 mM Spermine, 5 mM 2-ME, 0.05% Triton X-100, 80 U/ml RNase inhibitor (Roche, 3335399001)). The suspension was filtered through two layers of 40 µm and two layers of 20 µm nylon mesh, diluted with 3 volumes of cold wash buffer (20 mM MES pH 5.4, 0.4 M Mannitol, 20 mM KCl, 0.1% BSA, 80 U/ml RNase inhibitor) and pelleted at 4°C for 5 minutes at 400g in a swinging bucket rotor. Nuclei were resuspended in 1 ml of cold wash buffer, stained with DAPI and concentration was estimated using a hemocytometer. Nuclei were pelleted again and resuspended to a target concentration of 3500 nuclei/µl in 1X Nuclei Buffer (10X Genomics) containing 1 mM DTT and 1 U/µl RNase inhibitor. The nuclei suspension was filtered using a Flowmi™ Tip Strainer (Bel-Art) before proceeding with 10X Genomics Single-Cell Multiome ATAC + Gene Expression v1 Assay. Libraries were prepared at the UC Davis DNA Technologies and Expression Analysis Core Laboratory, according to manufacturer's instructions. Libraries were sequenced on a NovaSeq 6000 sequencing system.

### **Data Analysis.**

*Sample hierarchical clustering and PCA analysis.* We identified quantitatively varying mRNAs using the EdgeR ANOVA-like test ( $FDR < 0.05$ ) and selected the 15,000 mRNAs

with the highest SD to perform hierarchical clustering and bootstrapping, and PCA analysis using Z-score normalized values as described in Belmonte et al. (3).

*Weighted gene co-expression network analysis (WGCNA).* We used the R package WGCNA to identify modules of co-expressed genes in the LCM dataset (4, 5). Abundant ( $> 1$  cpm in  $\geq 3$  samples) and variable (50% highest CV) mRNAs were normalized using a variance-stabilizing transformation (DESeq2 v1.6.3)(6). A weighted network was constructed by transforming the mRNA-wise correlation matrix (biweight midcorrelation) into a signed hybrid adjacency matrix using a soft power threshold, then into a topological overlap matrix. Hierarchical clustering was used to identify modules of highly correlated mRNAs. The weighted average expression profile (module eigengene, ME) was used to merge similar modules ( $> 0.75$ ). New MEs and eigengene-based connectivity (kME) were calculated for the merged modules, and mRNAs were assigned to each module using a fuzzy kME threshold of 0.75

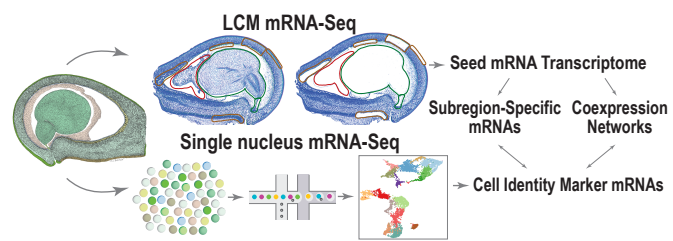

**Figure S1. Strategies used to define gene networks operating in regions, subregions and cell types of developing soybean seeds.**

LCM-mRNA Seq and snRNA Seq experiments were conducted to define subregion-specific mRNAs, cell identity marker snRNAs, and gene coexpression networks.

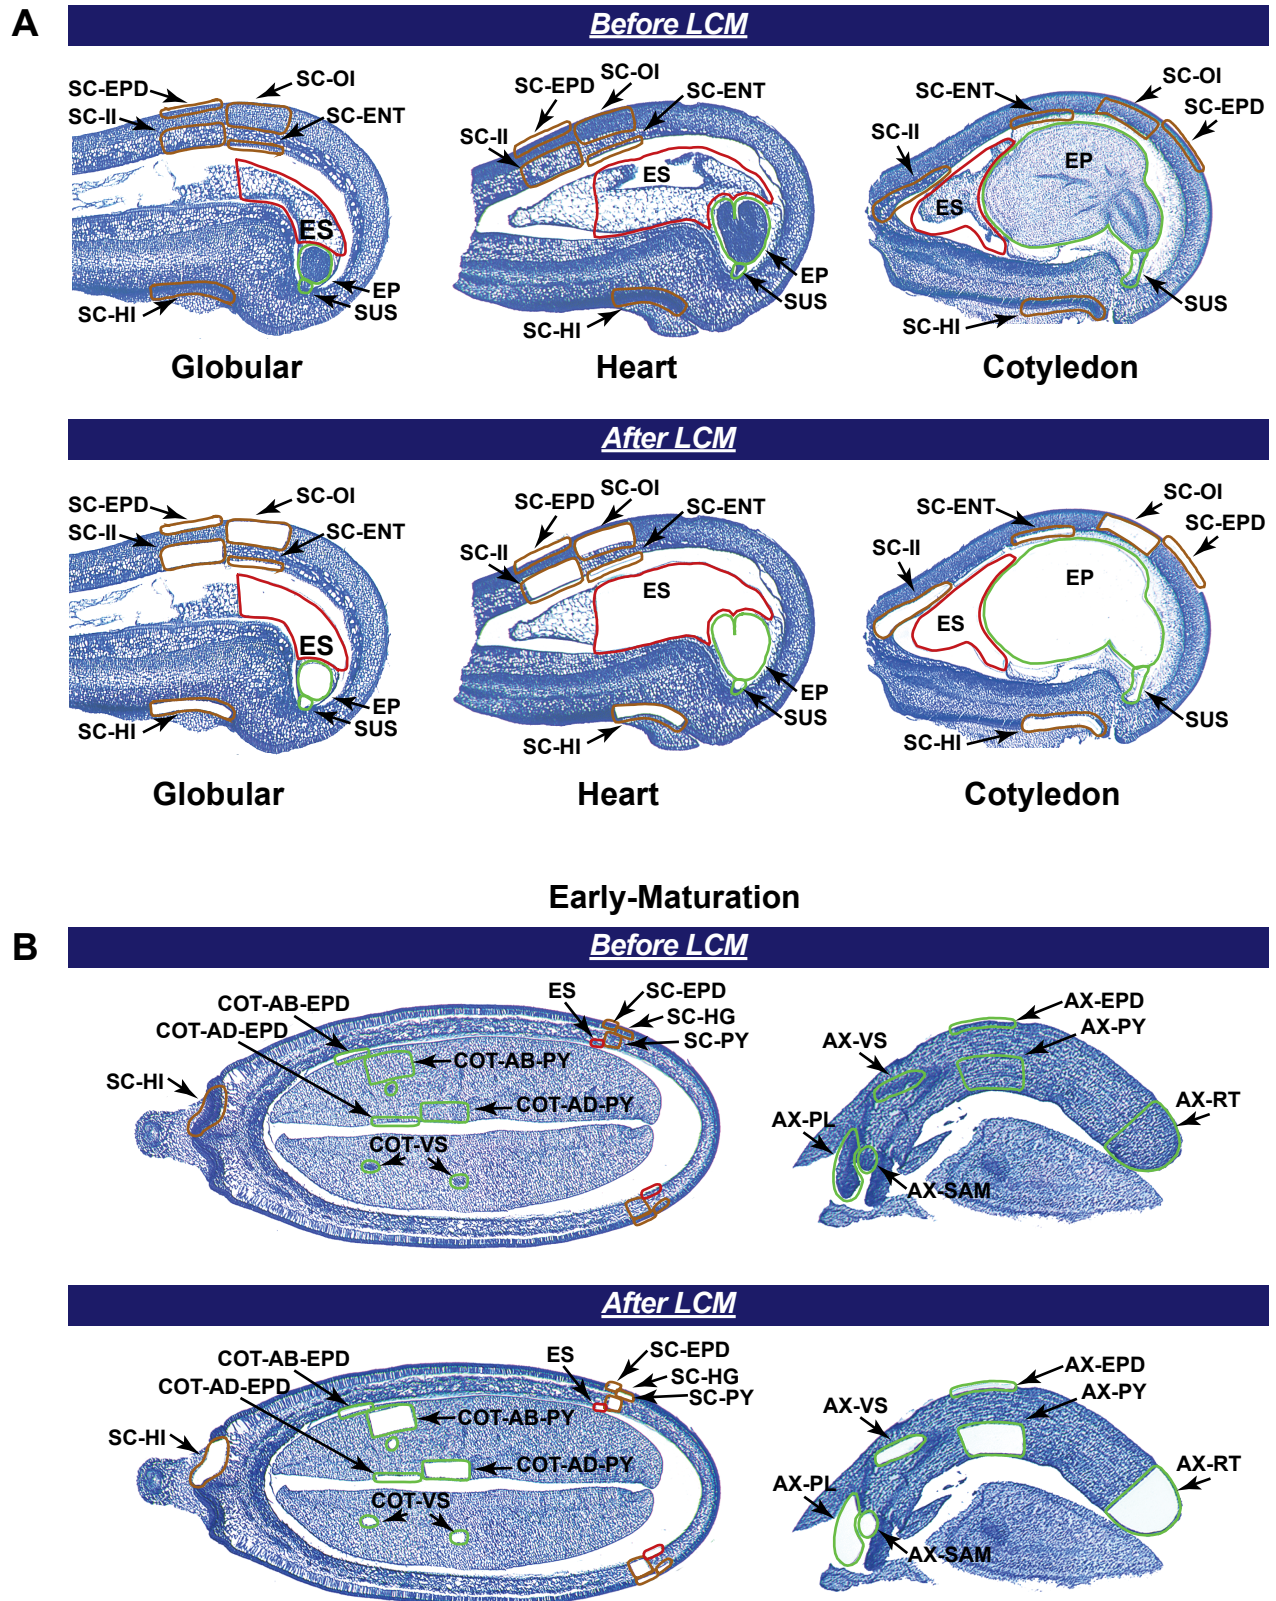

**Figure S2. Isolation of soybean seed regions, subregions and tissues for mRNA profiling using LCM.** (A) Longitudinal seed sections at the glob, hrt, and cot stages with different subregions outlined, before (top) and after (bottom) LCM. (B) Transverse seed section (left) and longitudinal embryo axis section (right) with em stage subregions outlined before (top) and after (bottom) LCM. Embryo, endosperm, and seed coat subregions are outlined in green, red, and brown, respectively.

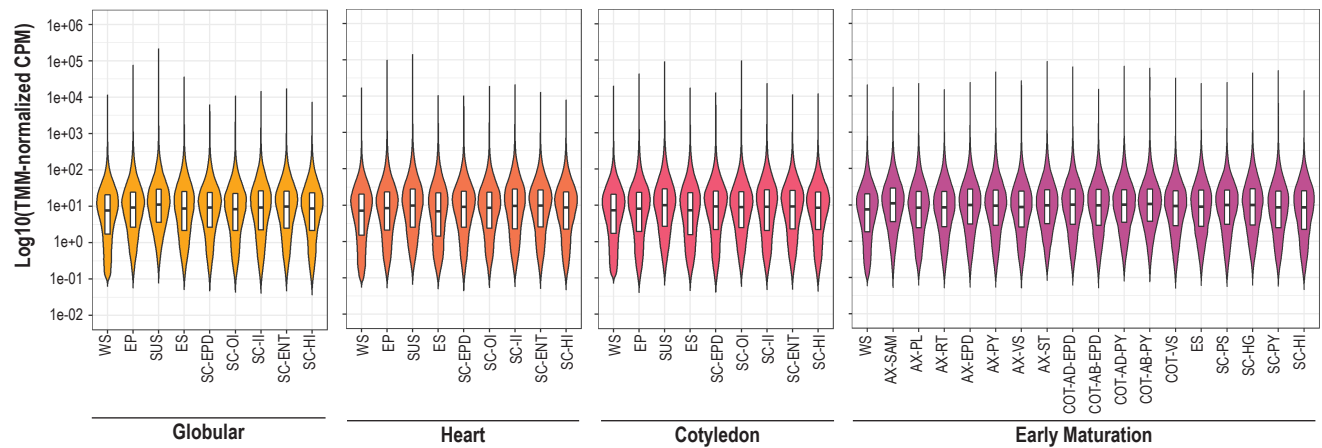

**Figure S3. mRNA prevalence distribution in seed subregions.**

Violin plot showing mRNA prevalences in seed subregions at the indicated stages of development.

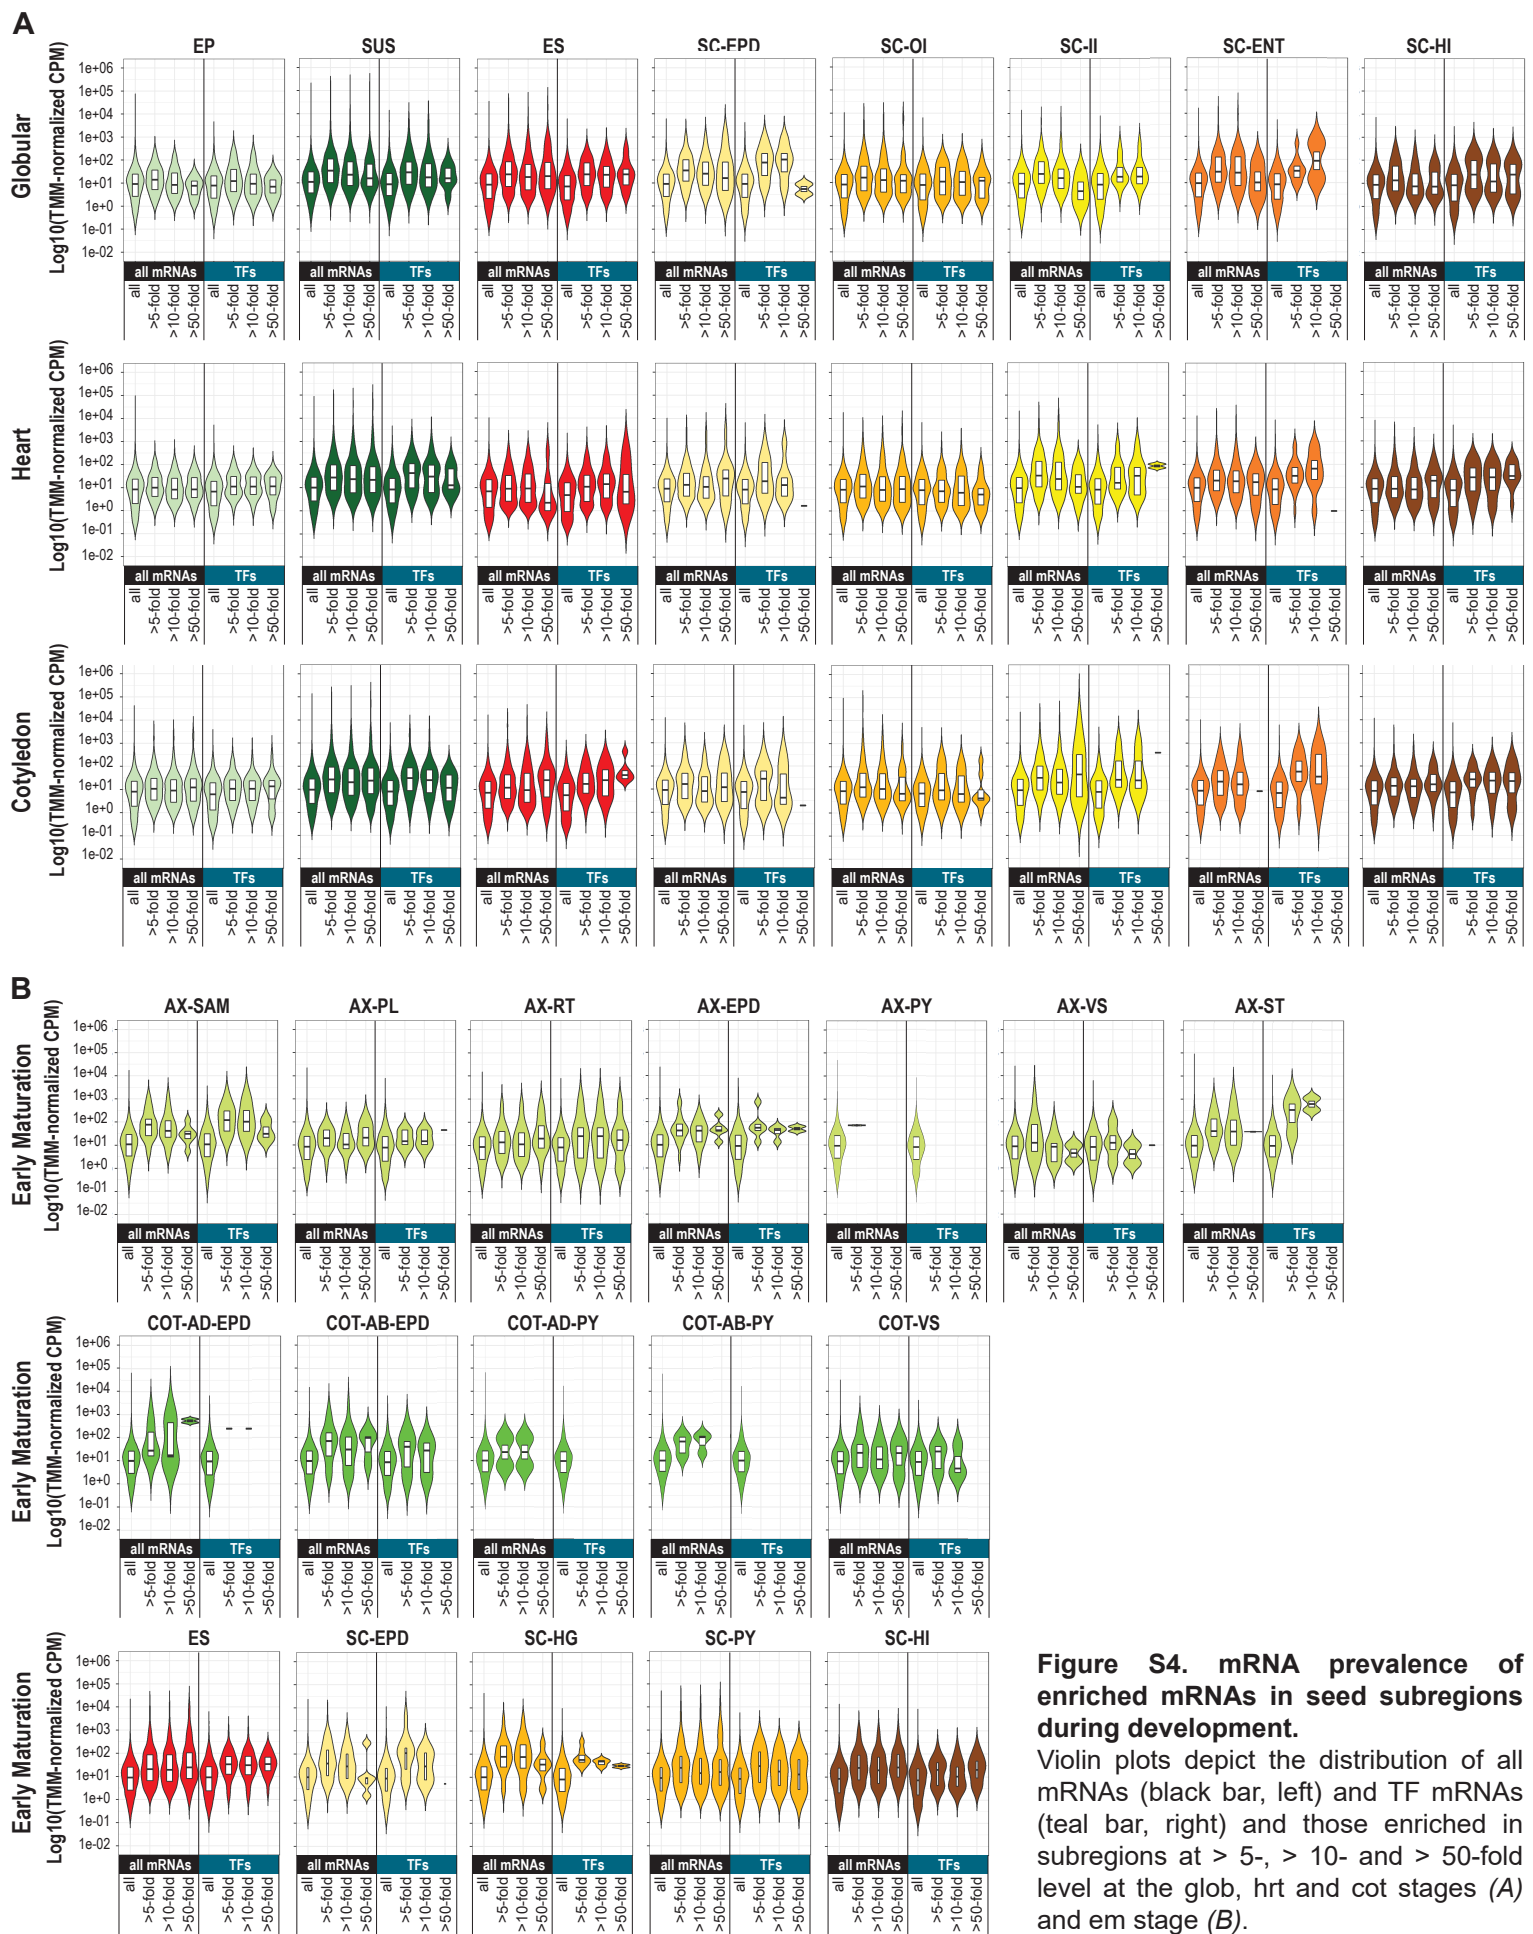

**Figure S4. mRNA prevalence of enriched mRNAs in seed subregions during development.**

Violin plots depict the distribution of all mRNAs (black bar, left) and TF mRNAs (teal bar, right) and those enriched in subregions at > 5-, > 10- and > 50-fold level at the glob, hrt and cot stages (A) and em stage (B).

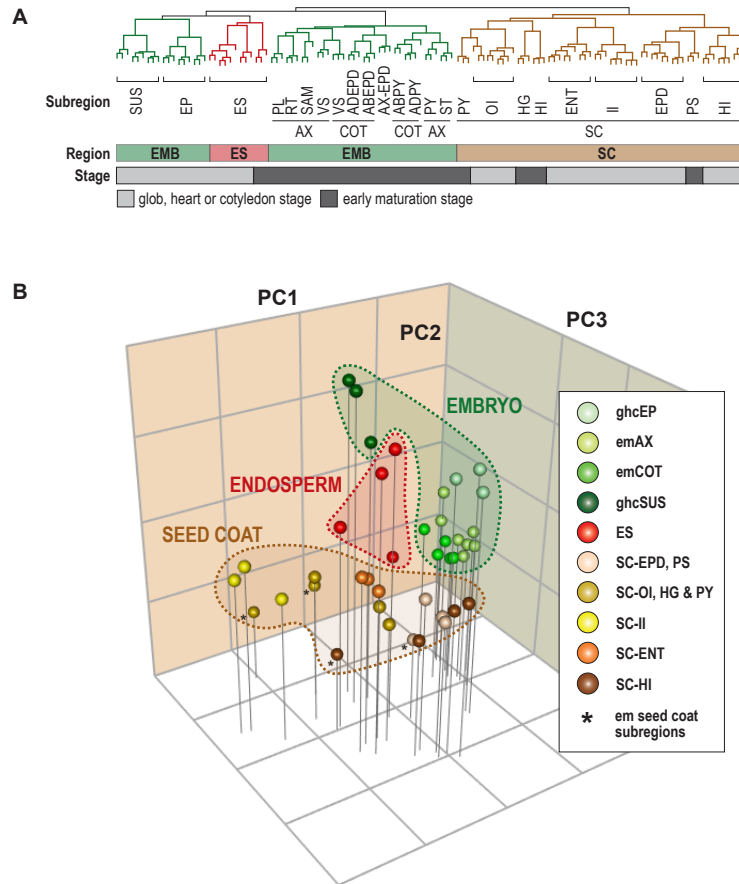

**Figure S5. Biological relationships between seed subregions throughout development.** (A) Hierarchical clustering of 41 distinct seed subregions throughout development. Bootstrap values of 111 of 121 branches was greater than 90, and 117 were over 70. Subregions, regions and developmental stages corresponding to each cluster are indicated. (B) Principal component analysis of the 41 LCM subregions, with principal components 1, 2, and 3 shown. Circles represent the seed subregions and stages. Embryo, endosperm, and seed coat subregions are outlined in green, red, and brown, respectively, and early maturation seed coat subregions are marked with an asterisk. Abbreviations are as in Fig. 1, except ghc, globular, heart, cotyledon stages.

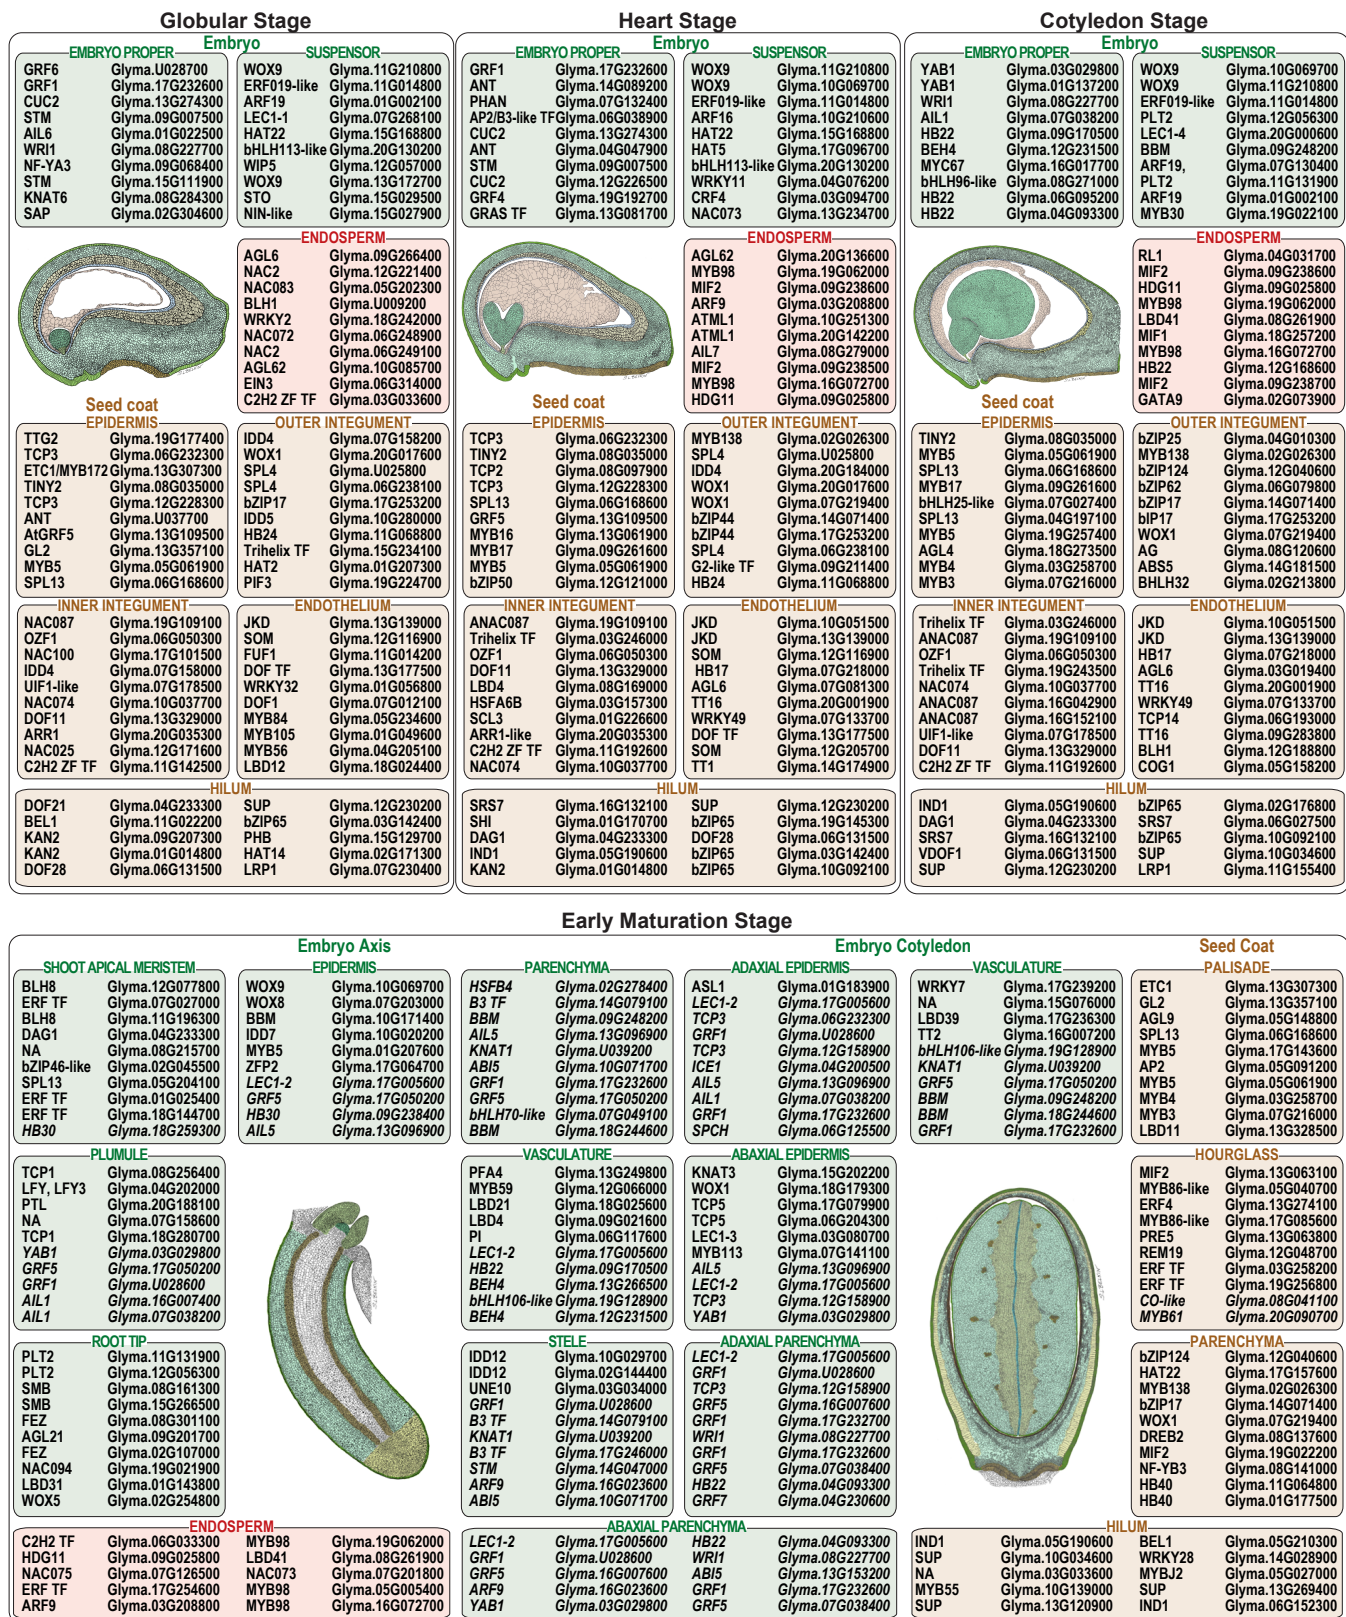

**Figure S6. Specialization of TF mRNAs in seed subregions throughout development.**

Ten most prevalent subregion-specific or regional-specific (italicized) transcription factors in each subregion, at the globular, heart, cotyledon and early maturation stage are listed.

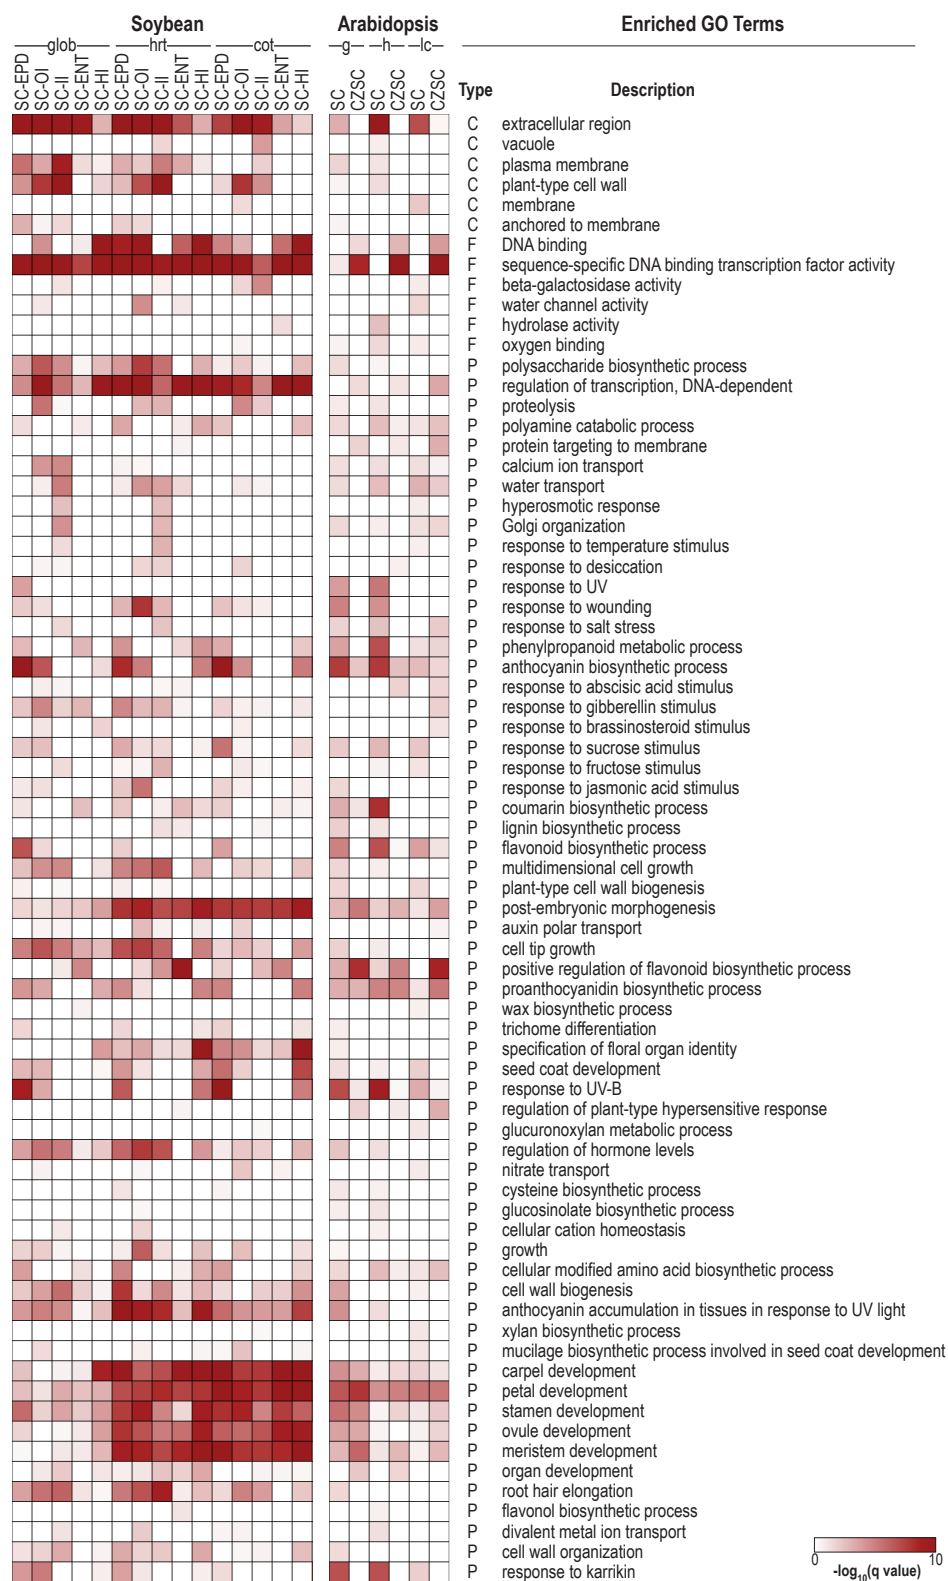

**Figure S8. Conserved processes in soybean and Arabidopsis seed coat subregions.**

Heatmap of the significance of enrichment for regional-specific GO terms in seed coat subregions of glob, hrt, and cot-stage seeds.

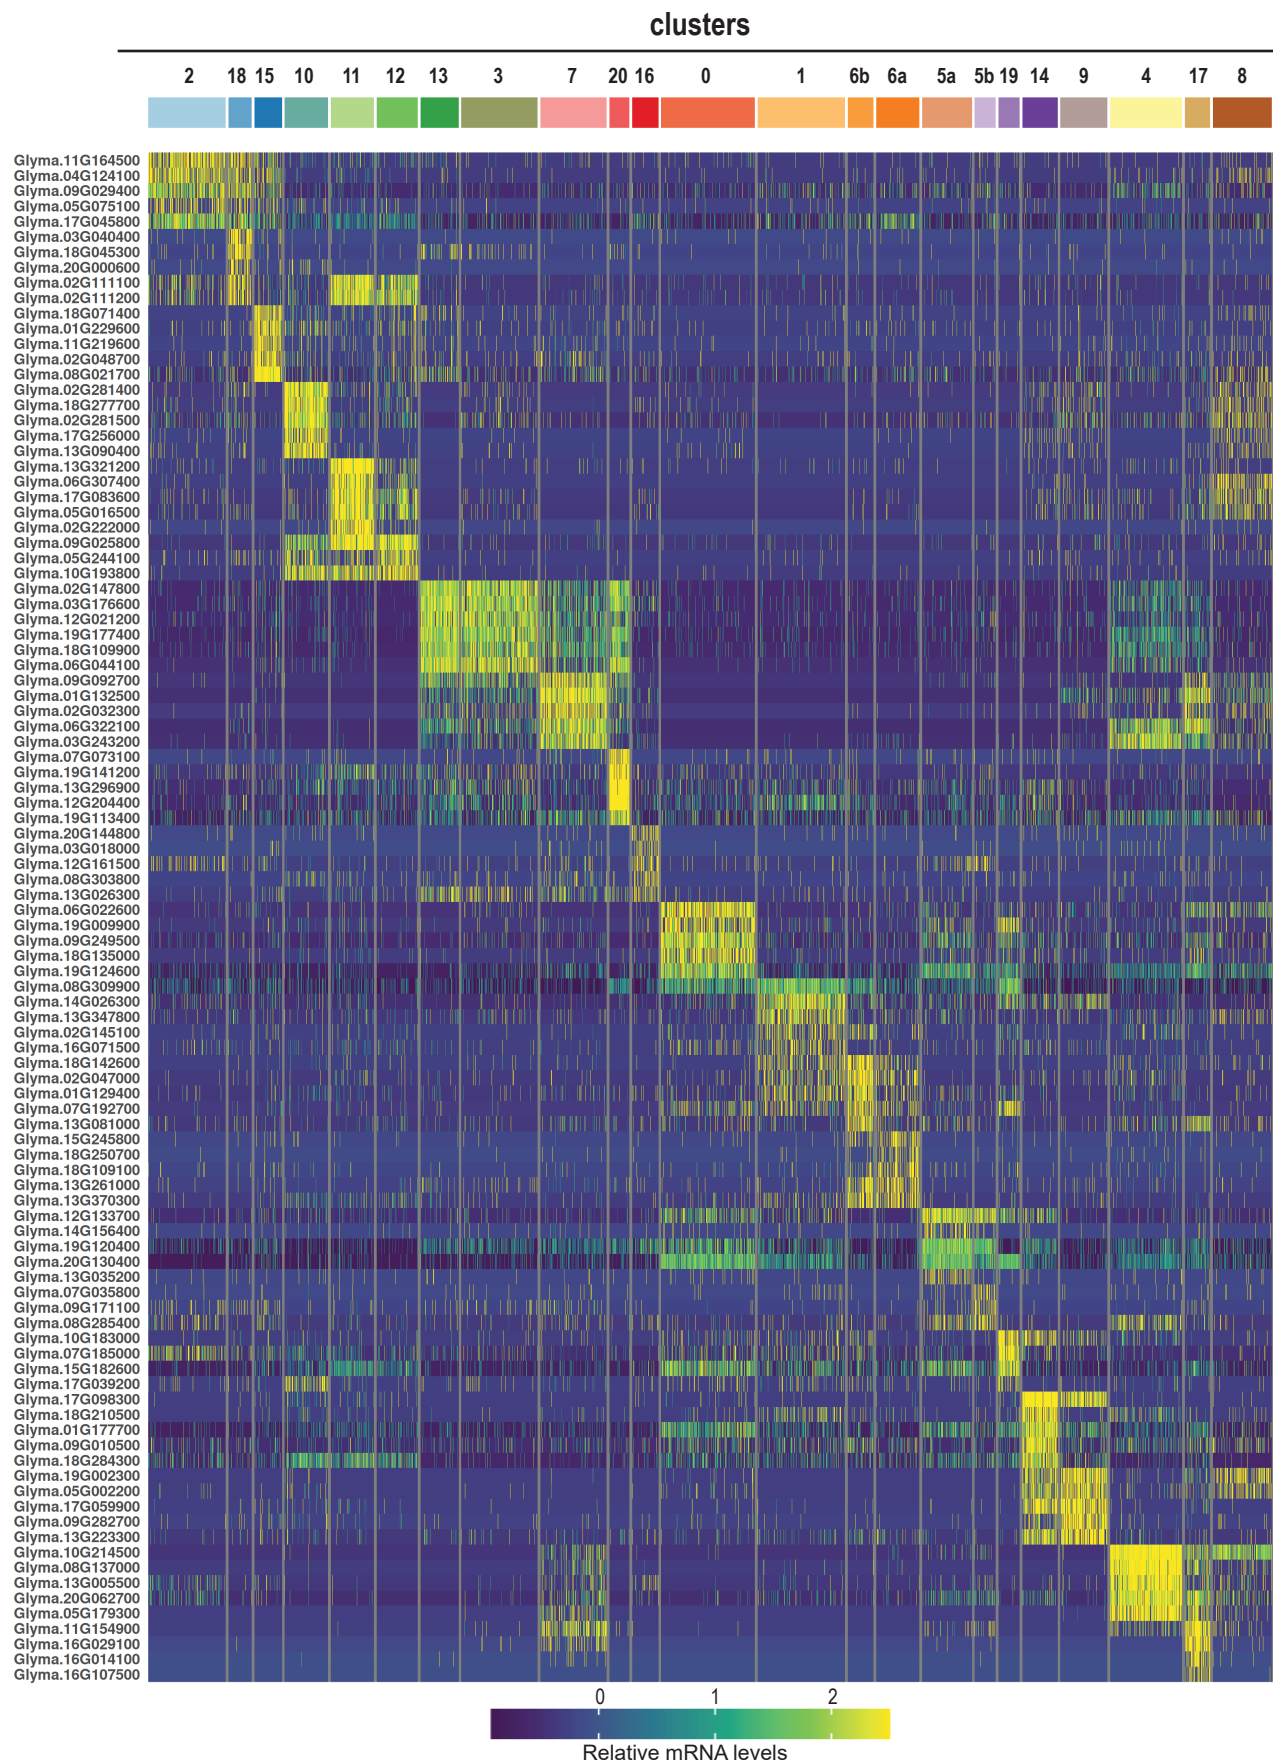

**Figure S9. Relative levels of the five most prevalent marker snRNAs in each of the 23 clusters.** Heatmap of the snRNA levels are shown.

**A sn11\_02G**

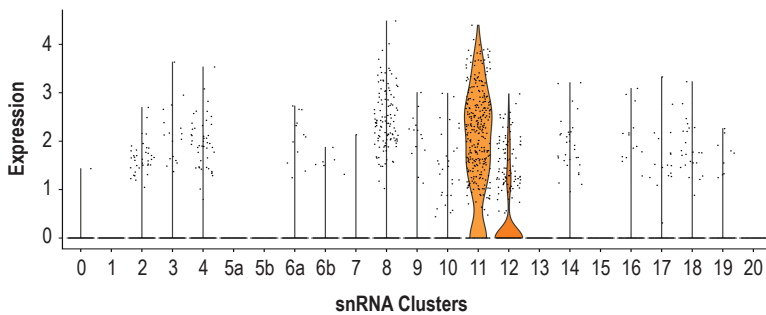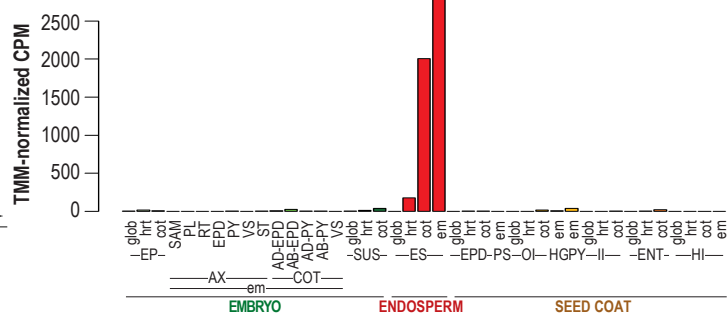

**B** sn11\_12G

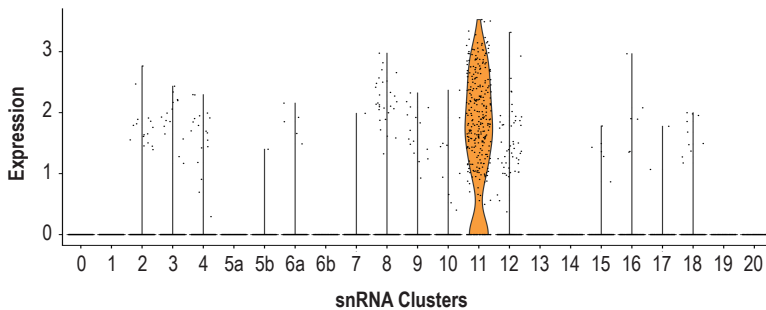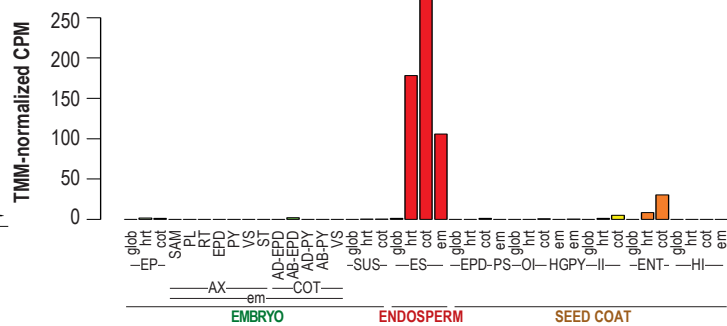

**C sn10\_08G**

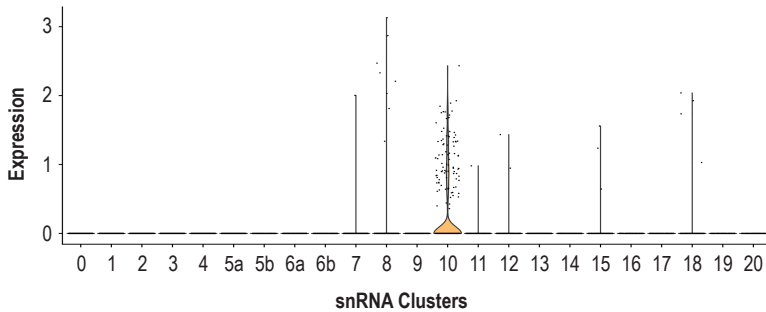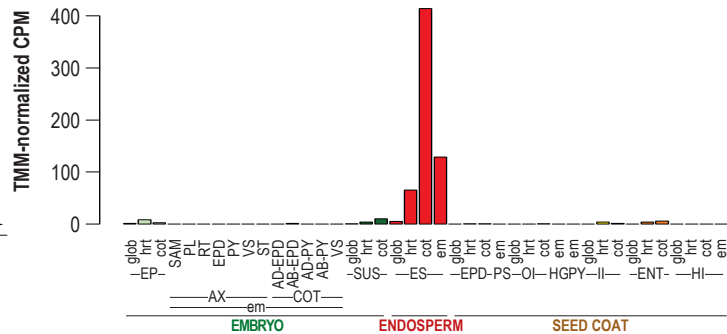

**Figure S10. Abundance of HCR marker mRNAs.**

Violin plot showing the distribution of the indicated snRNA levels in nuclei for each cluster (*left*) and of the mRNA in each subregion (*right*) for markers selected for HCR experiments: (A) sn11\_02G, (B) sn11\_12G, and (C) sn10\_08G.

A

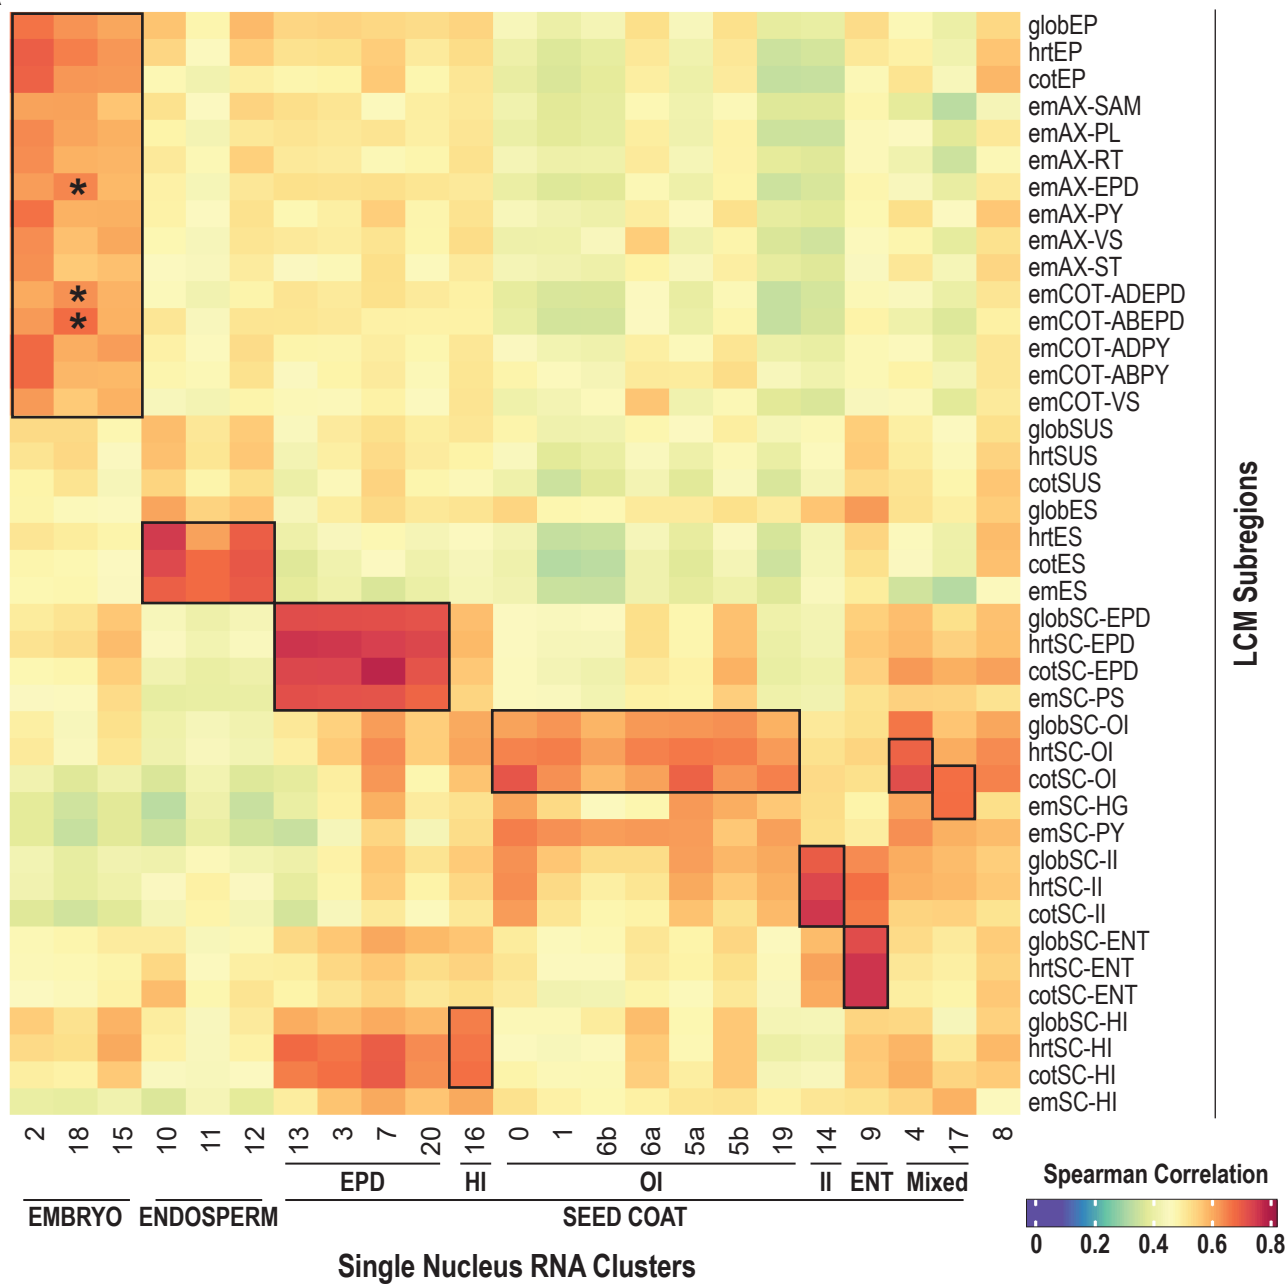

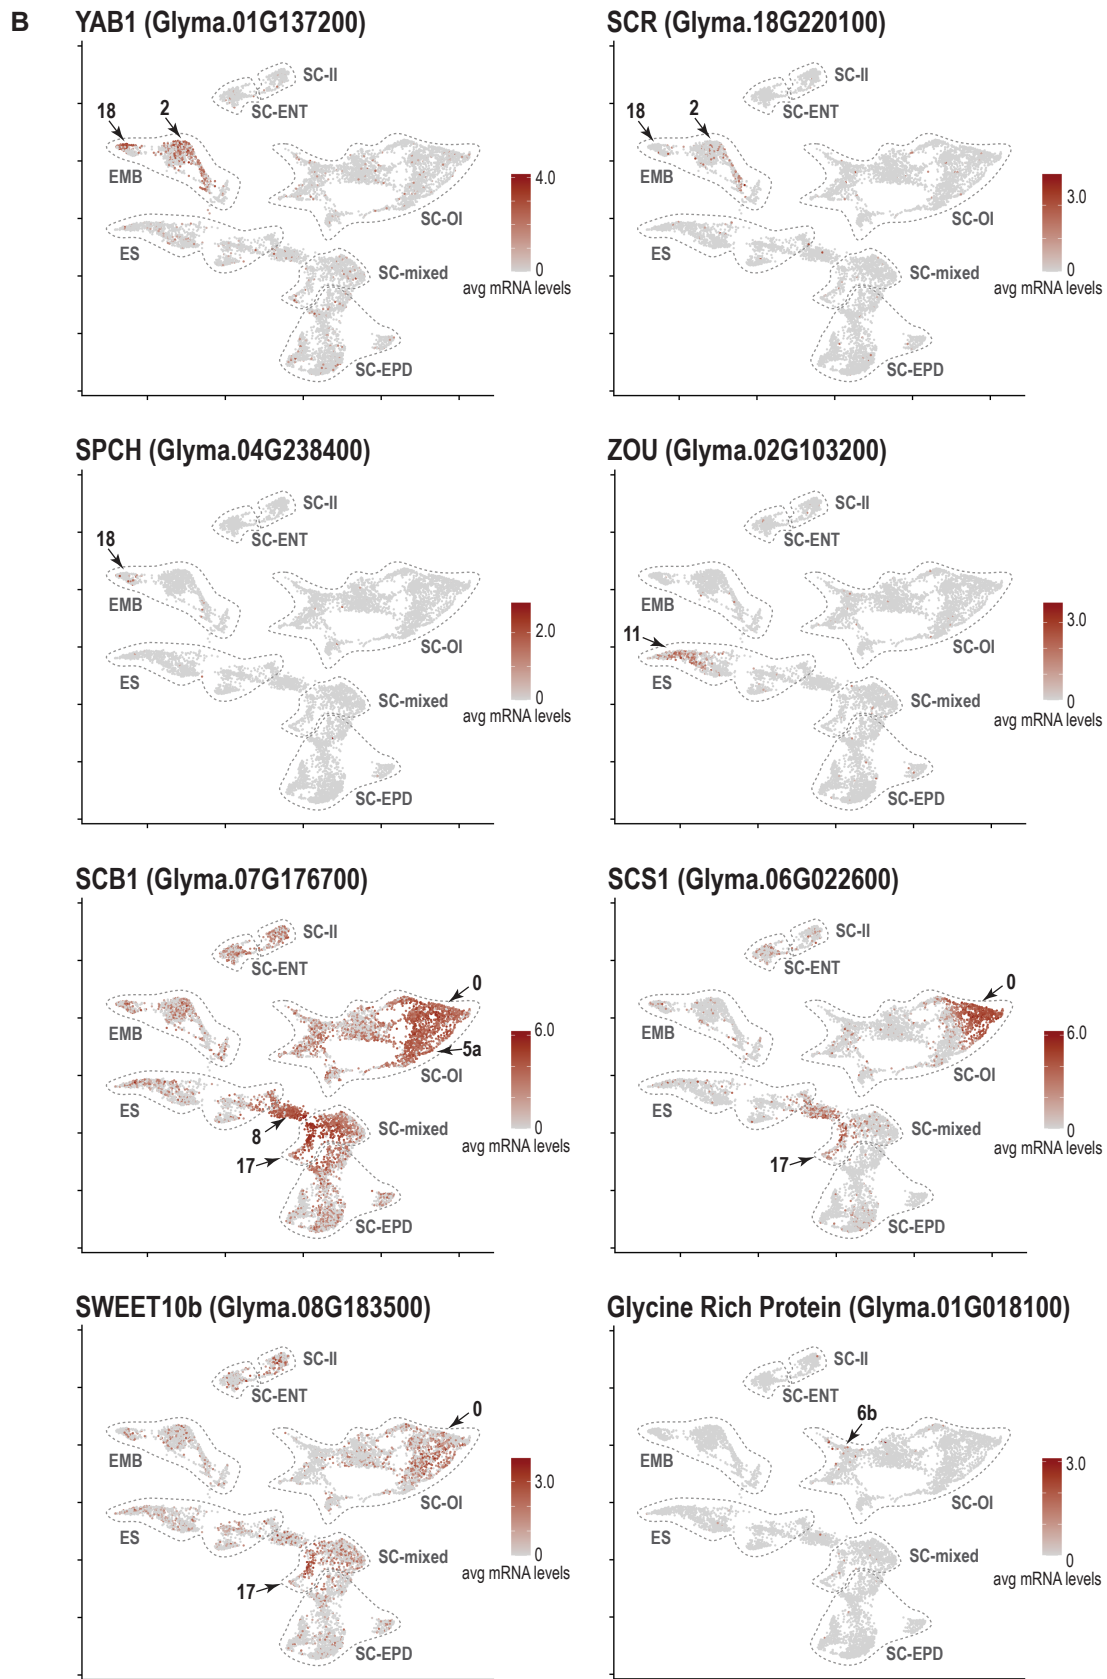

**Figure S11. Validation of snRNA cluster assignments to seed subregions.**

(A) Heatmap of the Spearman rank correlation between cluster average snRNA levels and LCM mRNA levels of the 15,000 most varying snRNAs across clusters. (B) Mapping of reference mRNAs listed in Fig. 6 to snRNA clusters. Heatmaps represent mRNA prevalence in UMAP representation of the snRNA clusters. snRNA clusters associated with subregions are outlined (dotted line), and clusters enriched for reference mRNAs are numbered.

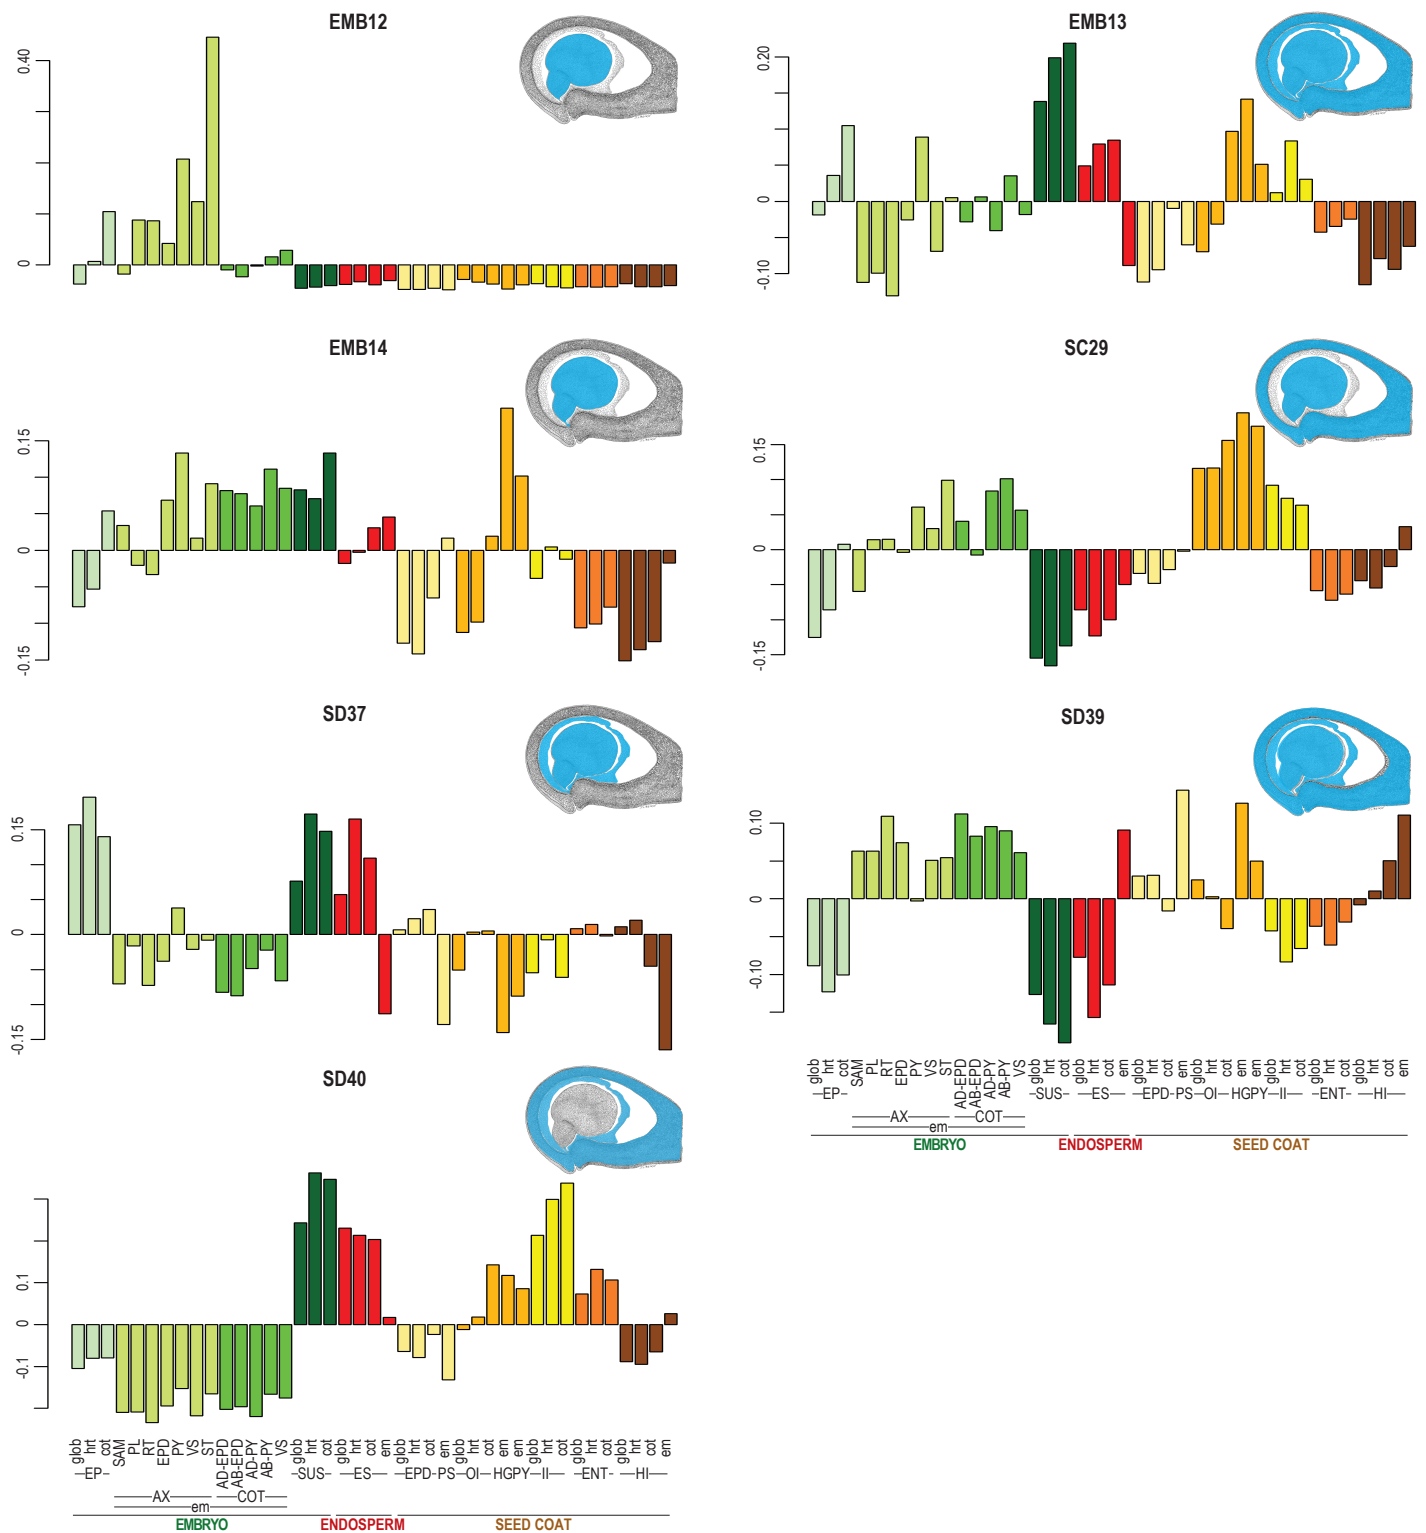

**Figure S12. Seed coexpression networks.**  
Other WGCNA modules not presented in Figures 7 or 8.

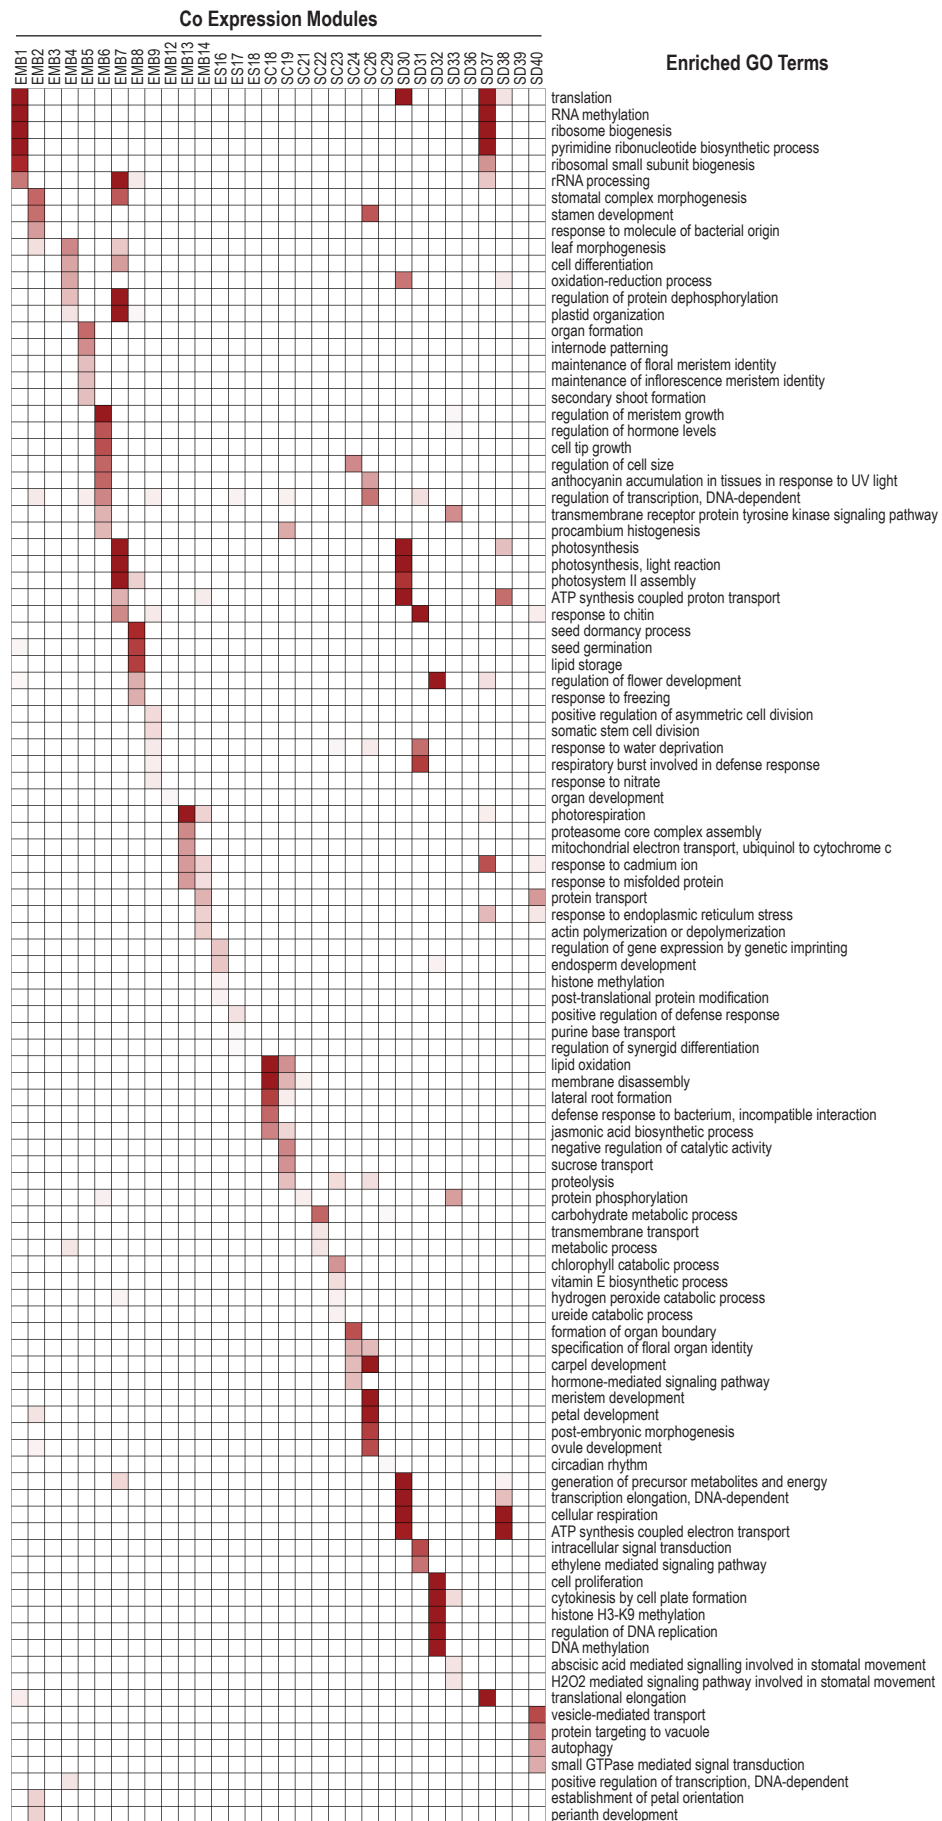

**Figure S13. Gene coexpression networks are enriched for distinct biological processes.** Heatmap of the significance of enrichment for the top five biological process GO terms for each of the non-epidermal WGCNA modules.

**Table S1. Pairwise Pearson correlations.**  
Comparisons between biological replicates are highlighted.

[illegible]

**Table S2. Comparison of median mRNA prevalences of TFs and subregion specific mRNAs to all detected mRNAs for each subregion.** For each subregion, medians tested for equality are listed, with the Wilcoxon rank sum test p values. Statistically significant differences in the median (p<0.05) are in bold.

|      |           | Median    |          | p value         | Median    |                          | p value         |
|------|-----------|-----------|----------|-----------------|-----------|--------------------------|-----------------|
|      |           | all mRNAs | TF mRNAs |                 | all mRNAs | Subregion Specific mRNAs |                 |
| glob | EP        | 9.14      | 7.89     | <b>1.24E-04</b> | 9.14      | 13.93                    | <b>1.12E-04</b> |
|      | SUS       | 11.09     | 8.71     | <b>6.30E-08</b> | 11.09     | 33.91                    | <b>5.04E-78</b> |
|      | ES        | 8.60      | 7.08     | <b>1.19E-05</b> | 8.60      | 24.24                    | <b>2.06E-47</b> |
|      | SC-EPD    | 9.23      | 9.10     | 5.67E-01        | 9.23      | 35.42                    | <b>2.77E-33</b> |
|      | SC-OI     | 8.24      | 7.81     | 6.83E-01        | 8.24      | 16.36                    | <b>2.34E-15</b> |
|      | SC-II     | 9.21      | 8.51     | 1.76E-01        | 9.21      | 24.54                    | <b>1.58E-25</b> |
|      | SC-ENT    | 9.71      | 8.69     | <b>2.00E-02</b> | 9.71      | 30.21                    | <b>7.01E-18</b> |
|      | SC-HI     | 8.63      | 8.24     | 4.34E-01        | 8.63      | 13.49                    | <b>9.70E-08</b> |
| hrt  | EP        | 8.30      | 6.64     | <b>1.23E-07</b> | 8.30      | 9.81                     | <b>8.19E-06</b> |
|      | SUS       | 9.62      | 7.93     | <b>1.43E-05</b> | 9.62      | 26.51                    | <b>1.35E-73</b> |
|      | ES        | 6.77      | 4.70     | <b>5.42E-16</b> | 6.77      | 8.90                     | <b>1.03E-17</b> |
|      | SC-EPD    | 9.05      | 8.37     | 1.29E-01        | 9.05      | 13.45                    | <b>3.91E-07</b> |
|      | SC-OI     | 8.45      | 7.96     | 1.99E-01        | 8.45      | 11.67                    | <b>3.59E-10</b> |
|      | SC-II     | 9.50      | 8.24     | <b>6.42E-03</b> | 9.50      | 33.47                    | <b>2.57E-51</b> |
|      | SC-ENT    | 9.71      | 8.31     | <b>3.56E-04</b> | 9.71      | 19.95                    | <b>8.26E-13</b> |
|      | SC-HI     | 8.68      | 7.45     | <b>5.69E-04</b> | 8.68      | 8.66                     | <b>2.31E-02</b> |
| cot  | EP        | 8.13      | 6.27     | <b>1.46E-09</b> | 8.13      | 10.84                    | <b>9.37E-12</b> |
|      | SUS       | 9.96      | 8.25     | <b>2.08E-04</b> | 9.96      | 27.39                    | <b>2.08E-75</b> |
|      | ES        | 7.25      | 5.64     | <b>1.95E-07</b> | 7.25      | 12.02                    | <b>1.74E-27</b> |
|      | SC-EPD    | 9.21      | 7.61     | <b>7.88E-06</b> | 9.21      | 16.51                    | <b>2.81E-07</b> |
|      | SC-OI     | 8.88      | 6.94     | <b>2.29E-07</b> | 8.88      | 13.11                    | <b>1.79E-22</b> |
|      | SC-II     | 9.10      | 7.63     | <b>3.13E-04</b> | 9.10      | 31.52                    | <b>4.65E-45</b> |
|      | SC-ENT    | 9.25      | 7.32     | <b>2.34E-06</b> | 9.25      | 22.99                    | <b>1.51E-08</b> |
|      | SC-HI     | 8.59      | 7.27     | <b>8.70E-04</b> | 8.59      | 13.99                    | <b>2.08E-06</b> |
| em   | AX-SAM    | 10.96     | 10.75    | 6.84E-01        | 10.96     | 76.31                    | <b>5.82E-11</b> |
|      | AX-PL     | 8.36      | 7.77     | <b>4.54E-02</b> | 8.36      | 19.69                    | <b>2.75E-02</b> |
|      | AX-RT     | 8.50      | 8.06     | <b>1.28E-02</b> | 8.50      | 13.63                    | <b>5.25E-03</b> |
|      | AX-EPD    | 10.01     | 8.88     | <b>1.19E-02</b> | 10.01     | 41.83                    | <b>5.80E-06</b> |
|      | AX-PY     | 9.42      | 8.23     | <b>1.62E-03</b> | 9.42      | 71.88                    | <b>4.11E-02</b> |
|      | AX-VS     | 8.71      | 8.08     | 1.19E-01        | 8.71      | 12.68                    | 2.02E-01        |
|      | AX-ST     | 9.62      | 9.38     | 6.10E-01        | 9.62      | 40.49                    | <b>4.56E-05</b> |
|      | COT-ADEPD | 10.04     | 9.53     | 2.85E-01        | 10.04     | 28.04                    | <b>5.29E-04</b> |
|      | COT-ABEPD | 9.79      | 8.74     | <b>2.86E-02</b> | 9.79      | 71.56                    | <b>4.48E-10</b> |
|      | COT-ADPY  | 10.06     | 9.65     | 2.31E-01        | 10.06     | 50.47                    | 4.50E-01        |
|      | COT-ABPY  | 10.48     | 9.87     | 6.81E-02        | 10.48     | 69.07                    | <b>1.29E-02</b> |
|      | COT-VS    | 9.23      | 8.71     | 3.32E-01        | 9.23      | 21.47                    | <b>3.43E-03</b> |
|      | ES        | 8.95      | 9.08     | 9.39E-01        | 8.95      | 20.38                    | <b>9.31E-45</b> |
|      | SC-PS     | 9.86      | 8.74     | <b>1.16E-02</b> | 9.86      | 38.97                    | <b>6.37E-24</b> |
|      | SC-HG     | 9.85      | 8.03     | <b>5.06E-05</b> | 9.85      | 77.09                    | <b>7.79E-70</b> |
|      | SC-PY     | 8.46      | 7.77     | <b>6.97E-03</b> | 8.46      | 23.26                    | <b>2.22E-24</b> |
|      | SC-HI     | 8.43      | 7.26     | <b>2.36E-03</b> | 8.43      | 24.83                    | <b>5.70E-21</b> |

## Supporting Information References

1. R. Kumar *et al.*, A high-throughput method for Illumina RNA-Seq library preparation. *Frontiers in Plant Science* **3** (2012).
2. Z. Lu, B. T. Hofmeister, C. Vollmers, R. M. DuBois, R. J. Schmitz, Combining ATAC-seq with nuclei sorting for discovery of cis-regulatory regions in plant genomes. *Nucleic Acids Res.* **45**, e41 (2017).
3. M. F. Belmonte *et al.*, Comprehensive developmental profiles of gene activity in regions and subregions of the Arabidopsis seed. *Proc Natl Acad Sci USA* **110**, E435-E444 (2013).
4. B. Zhang, S. Horvath, A general framework for weighted gene co-expression network analysis. *Stat Appl Genet Mol Biol* **4**, Article17 (2005).
5. P. Langfelder, S. Horvath, WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics* **9**, 559 (2008).
6. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

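Nuclei of 50 pooled cotyledon-stage soybean seeds gave 1 RNA library and 1 ATAC library from the same barcodes. The authors processed both with Cell Ranger ARC 1.0 on soybean genome assembly Gmax_275_Wm82.a2.v1, kept the barcodes called as nuclei, and corrected the RNA for background with SoupX 1.6.1 at its defaults. The deposited RNA values are whole-number UMI counts per gene and nucleus after that correction, without normalization. Of 30571536 stored entries, 5558393 (18.2%) equal 0, which were taken as entries that the correction set to 0; the sources used here do not state this. The ATAC data are a list of fragments with the number of read pairs behind each, also deposited as counts, and a list of 119743 peaks called over the whole library. Any later filter of the fragments is not given in the sources used here.

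The RNA library held 39881831 UMIs in 8636 nuclei, with a median of 2945.5 per nucleus. The run metrics in Dataset S3 give 326526988 sequenced read pairs, which is the paper's value. In the ATAC library, 113501985 of 125691389 fragments (90.3%) carried the barcode of a nucleus, with a median of 7840 and a range of 129 to 294125 per nucleus. Because there is 1 library of each kind, nuclei were not treated as replicates: no p-value or count of changed genes was made. Sums of UMIs have exact Poisson intervals and shares exact binomial (Clopper-Pearson) intervals at 95%, which cover counting error only.

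Clusters were built in Seurat 5.3.0 under R 4.3.3 with sctransform 0.4.2 in its earlier form, the default of the Seurat 4.1.1 used by the authors, 30 principal components and Louvain clustering at a resolution of 1. A cluster that matched a pair of sub-clusters of the study was divided at the lowest resolution, in steps of 0.05, that gave at least 2 parts. Rebuilt clusters were matched to sn numbers by the Pearson correlation across genes of log(1 + mean counts per 10000), centered on the mean of the clusters, over the genes of Dataset S3 held here whose largest value was at least 0.3. Cell types were named from 6 lists of 7, 11, 15, 15, 4 and 3 genes taken from Datasets S3 and S4 and Fig. 5C. The 10% threshold of detection for these lists was chosen after the data were seen. By these lists, sn2, sn15 and sn18 were embryo-like; sn10, sn11 and sn12 endosperm-like; sn3, sn13 and sn20 seed coat epidermis-like; sn0, sn1, sn5a, sn6a, sn6b, sn19 and sn17 outer integument-like; and sn9 endothelium-like. Clusters sn4, sn5b, sn7, sn8, sn14 and sn16 stayed unnamed, since fewer than 3 genes of any list were enriched in them. Elsewhere the region of a cluster is the one the paper gives.

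Levels are counts of a gene per 1000000 UMIs of a cluster (CPM). For shares of nuclei, each nucleus was also thinned to 500 UMIs, leaving out 27 shallower nuclei. A marker by size is detected in at least 25% of the nuclei of a cluster with a mean at least 2 times that of all other nuclei. Tested on simulated nuclei, this rule called 67 of 67 genes raised 3 times, 66 of 66 raised 6 times, 0 of 67 raised 1.5 times and 0 of 55844 unchanged genes, of which 2320 were in at least 25% of nuclei. The raised genes were drawn from the more abundant ones, counts were Poisson, and both simulated groups had the same spread of depths. The simulation therefore does not cover rare genes or clusters of unlike depth. Module levels are means over genes of the level relative to the mean over clusters. Scrublet, run through scanpy 1.11.5, marked 0 nuclei at its automatic threshold and is taken not to have worked; an alternative without the 518 nuclei (6%) with the highest scores was added after the data were seen.

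For the ATAC library, fragments overlapping a peak by at least 1 base were counted per nucleus. Nuclei were compared in components 2 to 30 of a latent semantic indexing of the 119492 peaks seen in at least 20 nuclei, by their 20 nearest neighbors. To weigh free RNA, 50 genes with at least 20 UMIs were chosen per cluster on every other nucleus by their ratio to the highest other cluster and measured on the rest. Sets of 500 peaks for the seed coat epidermis and for the outer integument were chosen on every other nucleus of these subregions and measured on the nuclei held out. Barcodes not called as nuclei were grouped at 10, 100 and 1000 fragments to show the spread of the background. These groups, the set sizes, a split at 3000 fragments and the 20 permutations of cluster labels were chosen after the data were seen. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.

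The alternatives, the measures at each claim and the rule for the genes named in the text were fixed before the data were examined, apart from those said to be added. The rule names the genes that the paper names for the snRNA data with an identifier in the sources used here (the HCR cluster markers of sn10 and sn11 were not analysed here), the flavonoid and glucan synthase-like genes of Dataset S4, the 2 genes with the highest means among the markers of a cluster, and the listed cell type genes; their values in the paper's tables had been seen. The cell division genes of the closing part lie outside this rule. Gene identifiers are those of the files, and coordinates are not given because the annotation at hand, Glycine_max_v4.0, is of another build. The copies of the supplementary tables were partial: Dataset S1 with 1993 of 53140 rows, Dataset S3 with 1615 of 56044 genes and Dataset S4 with 8 complete sheets, so no overlap or enrichment was computed from them. Whole-seed RNA, laser-captured libraries and in situ hybridization were not analysed here beyond the values held of Dataset S1.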

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

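Of the tests in this part, the ratios of median UMIs, the comparison of sn8 with nuclei of like UMIs, the share among the highest doublet scores and the levels of genes chosen on other nuclei were chosen only after the result was seen, as were the split at 3000 fragments, the comparison with groups of background barcodes and the rules by which positions against these were judged. The paper presents no ATAC results, so both signals come from data on which it does not report.

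Nuclei of sn4, sn7, sn8 and sn17 (1801, 20.9% of the library) had few ATAC fragments, with a median of 1681 against 9324 in the other 19 clusters, a ratio of 0.180. Under 3000 fragments lay 62.7% of these nuclei against 16.2% of the others. Their fragments fell in peaks less often (median 74.5% against 85.5%), and the 50 genes with the most UMIs in the whole library took more of their UMIs (median 6.68% against 2.78%).

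Shallow barcodes in both libraries were argued against as the whole cause for sn4, sn7 and sn17, whose median UMIs were 1.08 times those of the other 19 clusters. In sn8 median UMIs were 0.378 times those of the other clusters, but fragments were fewer than this depth brings: among nuclei with 817 to 1683 UMIs, sn8 had 0.250 times the median fragments of the other clusters (1277 against 5098), at median UMIs of 1152 and 1407. Shallow barcodes were therefore argued against as the whole cause there too. A part stays open: among barcodes under 3000 fragments, median UMIs were 2211 in sn4, 2064 in sn7, 2773 in sn17 and 2384 in the other clusters, below the 3203.5 of the barcodes of the other clusters with at least 3000 fragments. Median fragments under 3000 were 910, 896, 975.5 and 1439. Of the nuclei of the 4 clusters, 3.11% were among the 6% with the highest doublet scores. These scores found no separate group of doublets and cannot decide, so doublets stay open.

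A candidate explanation is barcodes without an intact nucleus, whose ATAC fragments come from the background. It was tested on a scale where barcodes not called as nuclei lie at 0 and held-out nuclei of the subregion at 1, and positions under 0.5 were predicted. In the seed coat epidermis peaks, the 283 sn7 barcodes under 3000 fragments lay at -0.0196; in the outer integument peaks, the 126 sn17 barcodes under 3000 fragments lay at -0.0758. Held-out nuclei under 3000 fragments lay at 1.12 and 1.13, so low depth alone did not move nuclei toward the background. The background itself varied. Barcodes not called as nuclei, grouped by their number of fragments (1 to 9, 10 to 99, 100 to 999, and at least 1000), lay between -0.135 and 0.182 in the epidermis peaks and between -0.183 and 0.298 in the outer integument peaks. Barcodes of the 4 clusters under 3000 fragments were within this range, with counting error, in both peak sets, although most lay below the pooled background beyond counting error (sn7 at -0.221 in the outer integument peaks and sn17 at -0.0943 in the epidermis peaks, for example). The scale has a limit: nuclei of other clusters together lay at -0.0723 and -0.102, so a position near 0 shows a lack of that subregion's signal and may also belong to nuclei of another type.

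For barcodes of at least 3000 fragments the positions were 0.402 in sn7 and 0.219 in sn17, on the predicted side of 0.5 but above the pooled background beyond counting error. They do not share the low depth, with median fragments of 13106 and 11330, against 11083.5 in barcodes of the other clusters above the same limit. For sn7, background alone was argued against, since its position was above that of every group of background barcodes, while a mixture with nuclei of the subregion or nuclei of another type stays open. For sn17, whose position was within the range of these groups, background cannot be told apart from such a mixture or from nuclei of another type (nuclei of sn14, which the paper places in another subregion, lay at 0.405 in the outer integument peaks). In the outer integument peaks, sn4 barcodes of at least 3000 fragments lay at 0.323, above the pooled background beyond counting error, and those of sn8 at 0.0016. In the epidermis peaks they lay at 0.0379 in sn4 and 0.0365 in sn8. All of these were within the range of the background groups, with counting error, so background stays open there too. Over all barcodes of a cluster, sn7 lay at 0.384 and sn17 at 0.192. These values mix both parts and do not decide.

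Free RNA from other cells in the barcodes was weighed next. The entries that the background correction set to 0 gave a profile of the removed RNA, and 4 of the 4 clusters were the closest to it of all 23, with Spearman correlations across genes of 0.812 in sn8, 0.792 in sn4, 0.767 in sn17 and 0.743 in sn7; the next was sn5b, at 0.659. Free RNA is 1 pool, so clusters made wholly of it would share 1 profile. For each cluster, 50 genes were chosen on every other nucleus and measured on the rest. Their median ratio to the highest of all 22 other clusters was 3.11 in sn4 and 11.8 in sn17. In sn4 34 and in sn17 46 of these genes were above every other cluster beyond counting error. This argues against 1 pool of free RNA as the whole RNA of both sn4 and sn17. For either cluster alone it does not decide, because the other clusters hold RNA of called nuclei. RNA from the cytoplasm of broken cells, which was not measured, could exceed all of them. For sn7, at 1.88 with 25 genes, and sn8, at 1.53 with 16 genes, the predicted count of more than 25 was not reached, and free RNA cannot be told apart from RNA of their own nuclei. Against the 19 clusters other than these 4, the ratios were 7.35 in sn4, 4.11 in sn7, 2.13 in sn8 and 21.3 in sn17. In this comparison 46, 38, 32 and 49 genes, in the same order, were above every cluster beyond counting error. It leaves out the rest of these 4 clusters as sources of free RNA, so it does not decide. The clusters were built from these same nuclei, which favors high ratios. A part of free RNA in each stays open. The match could also arise if cells of these types broke during isolation and shed their RNA, which was not separated. Both libraries come from 1 pool of seeds, and no biological explanation was tested.

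The ATAC library also carried the RNA clusters. Of the 20 nearest neighbors of a nucleus by ATAC, 54.4% belonged to the same RNA cluster, against 6.78% when cluster labels were permuted within deciles of fragment depth (highest of 20 permutations, 6.88%). The share was 62.2% in the other 19 clusters (6.00% when permuted) but 24.9% in sn4, sn7, sn8 and sn17 (9.75% when permuted). Neighbors of these 4 clusters were in 70.4% of cases nuclei of the 4, a share without a permuted value here. The same-cluster share was lowest in sn17, at 9.61%, against 3.72% when permuted. The permuted share differed between clusters, so this rank is not relative to it: sn8 had 25.96% against 11.96%, and sn4 28.1% against 11.0%. The permutation kept the deciles of ATAC fragments but did not match UMIs or depth within a decile. No other technical explanation and no biological explanation was tested for this signal.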

How the results depend on the processing

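The alternative without the nuclei with the highest doublet scores was chosen after the result was seen. No paired analysis was possible because each kind of library has a single replicate and no p-value was computed. Doublets called by Scrublet could not be removed, since 0 nuclei were called, and that alternative was not run.

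Under all 7 alternatives run for it, the number of clusters stayed between 17 and 25. Without the highest doublet scores, the endosperm share was 11.1% (main value 12.0%); the other shares of seed regions stayed within their counting intervals in every alternative. At a resolution of 0.5, 6 clusters of the study had no match (sn12, sn13, sn5a, sn5b, sn19 and sn17), with 20 principal components 2 (sn18 and sn19) and after log-normalization 2 (sn13 and sn19), so values of these clusters could not be given there.

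The number of modules above 2 in a single cluster was 2 at a resolution of 0.5, 2 with 20 principal components and 2 by the median over genes (main value 1). By that median, 3 modules (EMB1, EMB5 and EMB7) were above 2 in 0 clusters and only EMB2 and EMB4 in more than 1. With genes of a mean of at least 0.1 counts per 10000, EMB1 and EMB7 were above 2 in 0 clusters, EMB5 in 1 (main value 2), and EMB3 could not be given because no gene was left. With markers at least 4 times higher, the share that belonged to 1 cluster rose to 91.4% in the embryo, 85.1% in the endosperm and 80.3% in the outer integument (main values 82.4, 74.6 and 54.8%). Other clusters of the subregion are among the nuclei compared, so a stricter limit can remove shared markers by construction. The correlation of sn11 with the endosperm was 0.616 with only genes of at least 1 CPM, and 0.823 by Pearson correlation on log2 values (main value 0.843).

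Median UMIs of sn4, sn7, sn8 and sn17 were 0.806 times those of the other clusters, but by the mean the ratio reversed to 1.27. The ratio of ATAC fragments was 0.367 with only nuclei of at least 1000 fragments (main value 0.180), a filter that left 7683 nuclei, 1210 of them of these 4 clusters. Counting only fragments with both cut ends in a peak, by construction a stricter rule, gave 79.8% (main value 84.1%). The share of ATAC neighbors in the same RNA cluster was 52.2% with 50 neighbors and 51.8% with components 2 to 15 (main value 54.4%). Where no construction is named, the cause was not tested.

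In total, 62 values that answer a comparison stayed within their interval (for counts, within 1.5 times), 13 moved and 1 reversed; of the values of single genes or modules, 74 stayed and 23 moved. Depth limits the rare RNAs most: *SPCH* had 57 UMIs, the glycine-rich protein 107 and *SCR* 184.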

Differences from the paper's values

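No value stated by the paper and computed here differed by more than 1.5 times. The following are rankings or directions.

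In Fig. 5C the paper assigns *SCR* to sn2 and sn18. Its level here was highest in sn15, at 37.8 CPM (28.1 to 49.7), above sn18, at 11.1 (4.47 to 22.9), while the interval of sn2, at 28.4 (21.5 to 36.7), overlapped that of sn15. Its level was highest in sn15 in each of the 7 clusterings compared. By the number of UMIs, sn2, a cluster of Fig. 5C, held the most of all 23 clusters, with 58 against 51 in sn15. Over the 8 reference genes, 7 were highest in a cluster the paper lists.

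The paper places *SWEET10b* mainly in sn0 and sn17. It was highest here in sn17, at 581 CPM, but second in sn5a, at 305, with sn14 at 261 and sn0 at 222. By the number of UMIs, sn0, with 750, and sn17, with 684, held the most of all 23 clusters, as in the paper. With 20 principal components, sn14 was second and sn5a the third; at a resolution of 0.5, sn17 and sn5a were not matched and sn14 was highest. Of its UMIs, 38.8% lay in sn0, sn14 and sn17, the clusters of Fig. 5C.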

Other observations

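Of the settings in this part, the removal of the highest doublet scores and the comparison of sn15 with the next highest cluster were chosen only after the data were seen. The cyclin gene that prompted the cell division tests had been seen too and was left out of the count of 6.

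The region counts that the paper states sum to 8592 nuclei, 44 fewer than the 8636 it reports. The rebuilt clusters cover all 8636.

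Endosperm nuclei had more ATAC fragments than embryo nuclei, with medians of 18245 and 11132, and also more UMIs, with medians of 5779 and 2782. Among nuclei with 2000 to 4000 UMIs (180 endosperm and 501 embryo), the ratio of median fragments was 0.987, although endosperm nuclei were still deeper there, with a median of 3312 UMIs against 2680. Deeper barcodes in both libraries are therefore a candidate explanation of the difference. A larger DNA content of endosperm nuclei, which would also raise both, was not tested.

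Cluster sn15 had 251 CPM of a cyclin B gene (Glyma.01G159700, *CYCB2;3* by its best Arabidopsis match), 12.0 times the level of sn2 and sn18. Dividing embryo nuclei were tested as a hypothesis on 6 other cell division genes, of which at least 4 were predicted to be 2 times higher in sn15 and at most 2 if the hypothesis was wrong. The count was 3, between these limits, so dividing nuclei cannot be told apart from the alternative by this count. It was limited beforehand, since 2 of the 6, *POK2* and *AUR3*, had 1 and 0 UMIs in the whole library, and the limit of 4 needed all of the other 4. The 3 genes were Glyma.04G001100 and Glyma.11G084500 (*CYCB2;3*), at 22.7 and 14.8 times, and *CDC20.1* (Glyma.11G012400), at 60.6 times; *PAKRP1* (Glyma.01G012700) was at 0.926 times. The 4 raised genes were highest in sn15 of all 23 clusters.

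Doublets were weighed because 14.5% of sn15 nuclei were among the 6% with the highest doublet scores. Without those nuclei, 4 of the 7 genes were at least 2 times higher in sn15. At most 2 had been predicted for doublets and 5 or more otherwise, but 5 could not be reached, since only 4 were raised at the start, so this count decides nothing. Other values argue against doublets of nuclei drawn at random from other clusters as the whole cause. The average of such a mixture cannot exceed the highest cluster average. The 4 genes in sn15 were at least 2.46 times the next highest cluster, with counting intervals apart. Doublets that hold nuclei rich in these RNAs stay open, since in other clusters the RNAs lay in a minority of nuclei. *CDC20.1*, for example, was found in 30.2% of the nuclei of sn10, its next highest cluster. Without the highest scores, the ratios of sn15 to sn2 and sn18 rose to 13.7, 26.5 and 16.1 for the cyclin genes and were 60.6 again for *CDC20.1*.

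Copied DNA before division would raise ATAC fragments. Among nuclei with 2000 to 4000 UMIs, sn15 had 0.899 times the median fragments of sn2 and sn18 (10034 against 11156), although its median UMIs were still higher there (3122 against 2601). Without that limit sn15 had more of both, with medians of 14157.5 fragments and 4198.5 UMIs against 10885 and 2576 in sn2 and 10067 and 2290.5 in sn18. More DNA could raise UMIs along with fragments, which the limit on UMIs would hide, so copied DNA cannot be told apart from deeper barcodes. No biological explanation is set by the design.

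Of the 4 laser-captured cot-stage subregions compared, the sum over all nuclei correlated best with the seed coat epidermis (Spearman correlation across the 1993 genes held, 0.857), then with the embryo proper (0.832), the endosperm (0.822) and the suspensor (0.789). The other seed coat subregions were not used here. The seed coat holds 70.4% of the nuclei.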
